# Single nuclei RNA-seq reveals a medium spiny neuron glutamate excitotoxicity signature prior to the onset of neuronal death in an ovine Huntington’s disease model

**DOI:** 10.1093/hmg/ddae087

**Published:** 2024-05-22

**Authors:** Andrew Jiang, Linya You, Renee R Handley, Victoria Hawkins, Suzanne J Reid, Jessie C Jacobsen, Stefano Patassini, Skye R Rudiger, Clive J Mclaughlan, Jennifer M Kelly, Paul J Verma, C Simon Bawden, James F Gusella, Marcy E MacDonald, Henry J Waldvogel, Richard L M Faull, Klaus Lehnert, Russell G Snell

**Keywords:** Huntington's disease, single nuclei RNA-seq, prodromal, glutamate excitotoxicity

## Abstract

Huntington’s disease (HD) is a neurodegenerative genetic disorder caused by an expansion in the CAG repeat tract of the huntingtin (*HTT*) gene resulting in behavioural, cognitive, and motor defects. Current knowledge of disease pathogenesis remains incomplete, and no disease course-modifying interventions are in clinical use. We have previously reported the development and characterisation of the *OVT73* transgenic sheep model of HD. The 73 polyglutamine repeat is somatically stable and therefore likely captures a prodromal phase of the disease with an absence of motor symptomatology even at 5-years of age and no detectable striatal cell loss. To better understand the disease-initiating events we have undertaken a single nuclei transcriptome study of the striatum of an extensively studied cohort of 5-year-old *OVT73* HD sheep and age matched wild-type controls. We have identified transcriptional upregulation of genes encoding N-methyl-D-aspartate (NMDA), α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) and kainate receptors in medium spiny neurons, the cell type preferentially lost early in HD. Further, we observed an upregulation of astrocytic glutamate uptake transporters and medium spiny neuron GABA_A_ receptors, which may maintain glutamate homeostasis. Taken together, these observations support the glutamate excitotoxicity hypothesis as an early neurodegeneration cascade-initiating process but the threshold of toxicity may be regulated by several protective mechanisms. Addressing this biochemical defect early may prevent neuronal loss and avoid the more complex secondary consequences precipitated by cell death.

## Introduction

Huntington’s disease (HD) is a debilitating neurodegenerative genetic disorder caused by an expanded polyglutamine-encoding CAG repeat in the huntingtin gene (*HTT*) [1]. Individuals with 40 or more CAG codons develop the condition with near complete penetrance [2]. Widespread loss of medium spiny neurons (MSN) in the caudate nucleus and putamen (striatum) contributes to the presenting symptoms that encompass motor, cognitive and behavioural abnormalities. Despite characterisation of the HD defect and advancements in our understanding of disease pathogenesis, no proposed disease-modifying interventions have proved successful in HD clinical trials [3].

Glutamate excitotoxicity as an initiator of neuronal death has been a longstanding hypothesis and research focus in neurodegenerative disorders [4–7]. In HD, it has been proposed that the loss of the MSNs of the striatum is due to elevated synaptic glutamate levels from reduced glutamate clearance and increased glutamate release. This excess synaptic glutamate has been proposed to cause an overactivation of ionotropic glutamate receptors including N-methyl-d-aspartate (NMDA) receptors, α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptors, and kainate receptors, leading to an influx of calcium ions, chronic membrane depolarisation, oxidative stress, and activation of cell death pathways [4–8]. Evidence for acute ionotropic glutamate receptor-mediated excitotoxicity was shown through the experimental striatal injection of glutamate receptor agonists (glutamic acid, kainic acid, quinolinic acid) in rodents and non-human primates resulting in MSN degeneration and motor dysfunction [9–15]. Further, studies investigating several HD mouse models provided evidence for an association between excessive NMDA receptor signalling and striatal degeneration [16–18].

Our group has previously generated a transgenic ovine model of HD (named *OVT73*) that expresses the full-length human huntingtin (*HTT*) cDNA with a pure CAG repeat length of 69 codons along with a short CAA CAG tract, resulting in a polyglutamine tract of 73 units. The HTT cDNA is under the control of the 1.1 kb segment of the immediate upstream human *HTT* genomic sequence [19]. The transcript expression level from the transgene in the *OVT73* animals is estimated to be about ~10% to 20% of a single normal allele equivalent seen in HdhQ80, YAC128 and rat BACHD HD models [20]. The germline transmission of the 73-unit glutamine coding repeat was stable over three generations [20] and somatic instability was observed to be minimal [21]. The moderate expression of the transgene combined with a somatically stable polyglutamine coding repeat might position this model for the investigation of the initiating stages of HD (prodromal phase). Animals at 6 years of age do not exhibit any striatal cell loss and there are animals that are over 10 years of age not showing any overt symptoms [20, 22–25]. Several molecular and behavioural changes comparable to early phase HD were observed in the *OVT73* line, including the formation of intracellular *HTT* aggregates [20], circadian rhythm abnormalities [24, 25] and changes in brain, plasma and liver metabolites [22, 23, 26, 27]. We have previously reported increased urea levels in the *OVT73* striatum [27] also found on post-mortem throughout HD patients brains including the striatum. The human urea results do not appear to be an end stage cell loss associated phenomena as it is also found in HD post-mortem brains with low grade neuropathology and lower levels of cell loss (Vonsattel grade 0/1) [28]. Increased urea and ammonia levels are known to cause neurological impairment and have been suggested to exacerbate neuronal excitotoxicity [29–33].

To gain a better understanding of the disease mechanism in a prodromal HD model, we have undertaken RNA-seq of single nuclei from the *OVT73* striatum. The tissue utilised for this study was obtained immediately adjacent to that used for our previously reported bulk RNA-seq analysis [27], taken from an extensively investigated cohort of 5-year-old animals [20, 22–25]. Multidimensional data from these animals are also publicly available in the form of a queryable database [34]. Surprisingly, we have detected transcriptomic signatures for a process that indicates the upregulation of glutamate signalling occurring in the MSNs of the *OVT73* striatum. Since our HD sheep do not display striatal cell loss or overt motor symptoms, we propose that the response to glutamate in these animals is at a “steady state” but may be the prelude to excitotoxicity mediated neurodegeneration. These results suggest that there is a treatment window when the biochemical dysfunction could be addressed before the cascade of cell death. These observations position the *OVT73* HD sheep model as a valuable resource testing of therapeutics in the prodromal phase and not at a disease stage confounded by the cell death cascade.

## Results

### Upregulation of genes involved in synaptic transmission in *OVT73* medium spiny neurons

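Striatal nuclei from 12 sheep aged 5 years, 6 OVT73 and 6 controls, were sequenced as 7 libraries. Each of the 3 OVT73 libraries pooled the nuclei of 2 sheep, as did 2 of the 4 control libraries, and the other two control libraries held nuclei of 1 sheep each. The authors deposited the count of unique molecular identifiers (UMIs) on each gene in each barcode, made with Cell Ranger, before barcodes were assigned to sheep and before any quality control or normalization. Pooled sheep were not separated here, so that each library was 1 replicate and nuclei were not counted as replicates. An exact permutation test over the 35 ways to choose 3 of the 7 libraries cannot give a p below 0.0286. The libraries held 35272 barcodes, with 27760110 to 70473426 UMIs per OVT73 library and 20887378 to 27704528 UMIs per control library. Of these barcodes, 33957 had 200 to 7500 detected genes and at most 5% mitochondrial UMIs. The 4% of nuclei with the highest doublet scores were removed from each library, which left 17439 OVT73 and 15160 control nuclei. The median nucleus held 2221 to 2562 UMIs in the OVT73 libraries and 1860 to 2170 UMIs in the control libraries. Gene expression was compared between the 3 OVT73 and the 4 control libraries on UMIs summed per library and cell class, with edgeR's quasi-likelihood test after TMM normalization. Besides the sheep HTT gene (ENSOARG00020020229), the authors' gene list holds an added feature with the identifier HTT. Its UMIs numbered 27, 63 and 342 in OVT73 libraries 3, 5 and 7, and 5, 6, 2 and 1 in control libraries 1, 2, 4 and 6. Scaled to the total UMIs of the library (CPM), the added feature had 2.45 ± 2.10 CPM (SD, n = 3) in OVT73 and 0.143 ± 0.0867 CPM (SD, n = 4) in control libraries, higher in all 3 OVT73 libraries than in any control library (two-sided exact permutation test, p = 0.0286). The sheep HTT gene had 85.0 to 95.0 CPM in the OVT73 libraries and 83.7 to 109 in the control libraries.

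**Figure D1:**
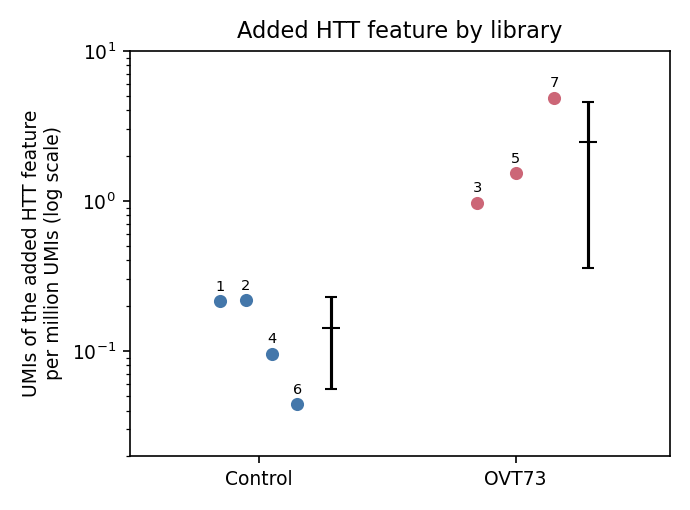
CPM of the added HTT feature in each library, on a log axis. Points are libraries with their number, and black bars give the mean ± SD of the 3 OVT73 and the 4 control libraries, which lie from 0.973 to 4.85 and from 0.0441 to 0.217.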

Following quality control, a total of 28 234 nuclei were recovered from the striatum of 6 *OVT73* sheep and 6 age matched wild-type controls. A total of 13 cell types were identified including 12 507 oligodendrocytes (expressing marker genes *MOG* and *PLP1*), 6093 MSNs (*RGS9*, *PDE10A*), 3024 oligodendrocyte precursor cells (*PCDH15*, *PDGFRA*), 2601 microglia (*CSF1R*, *CX3CR1*), 2181 astrocytes (*AQP4*, *GFAP*), 1068 neuroblasts (*DCX*¸ *ADARB2*), 683 interneurons (*ELAVL2*, *CLSTN2*) and 77 endothelial cells (*FLT*, *MECOM*). 

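The 33957 nuclei within the limits on genes and mitochondrial UMIs were clustered, before the removal of doublets, on 3000 variable genes and 30 components after a Harmony-style correction between libraries. Of the 25 clusters, 9 did not meet the rule for naming by marker transcripts and were left unnamed. After the removal of doublets the named clusters held 29765 nuclei, or 91.3% of those kept, and their names rest on marker transcripts alone. Oligodendrocyte-like clusters held 14952 nuclei with a median of 989 detected genes, MSN-like clusters 5187 nuclei with 4810 genes, and the OPC-like cluster 2934 nuclei with 1742 genes. There were 2886 microglia-like nuclei (median 965.5 genes), which include a small cluster led by MSR1 and CD163. The astrocyte-like cluster held 1583 nuclei (median 1661 genes) and was named without GFAP. The remaining classes were 1322 neuroblast-like nuclei (median 752 genes), 820 interneuron-like nuclei (median 4106 genes) and 81 endothelial-like nuclei (median 789 genes). Unnamed clusters took 8.09% ± 2.28 (SD, n = 3) of the nuclei of OVT73 libraries and 8.50% ± 3.05 (SD, n = 4) of those of control libraries (two-sided exact permutation test, p = 0.83). Of the 9 unnamed clusters, 2 singled out after their values were seen had no overlap between the groups. The one with raised astrocyte and neuroblast markers took 2.54% of OVT73 and 1.34% of control nuclei, and the one with raised oligodendrocyte and interneuron markers 1.43% and 1.94% (two-sided exact permutation test, p = 0.0286 each, adjusted 0.129 over the 9 clusters).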

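Of the interneuron-like nuclei, 652 were PV/Th-like, with HS3ST2 and PTHLH among the raised markers and a median of 13833.5 UMIs. Another 108 nuclei were SST/NPY-like, with SST and NPY raised (median 15694.5 UMIs), and 60 were cholinergic-like, with CHAT raised (median 15446.5 UMIs).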

Interneurons were subcategorised based on markers defined in Munoz-Manchado *et al*., [35] into 526 PV/Th interneurons (*HS3ST2*, *PTHLH*), 107 SST/NPY interneurons (*SST*, *NPY*) and 50 cholinergic interneurons (*CHAT*). 

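The MSN-like clusters comprised 2615 D1 MSN-like nuclei with TAC1 and EBF1 raised, 2259 D2 MSN-like nuclei with DRD2 and PENK raised, and 313 eccentric MSN-like nuclei with OTOF and FOXP2 raised. Summed per library, D1 MSN-like nuclei gave 8052607 to 19911105 UMIs in OVT73 and 4750677 to 9076771 UMIs in control libraries. D2 MSN-like sums ranged from 7117153 to 20274719 UMIs in OVT73 and from 4428121 to 6719809 UMIs in control libraries. Eccentric MSN-like sums were shallower, with 1098594 to 2219450 UMIs in OVT73 and 473203 to 836264 UMIs in control libraries.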

MSNs were subcategorised according to cell markers defined in Saunders *et al*., [36] into 2776 D1 MSNs (*TAC1*, *EBF1*), 2998 D2 MSNs (*DRD2*, *PENK*) and 319 eccentric MSNs (*OTOF*, *FOXP2*). Full cell marker lists are provided in Supplementary File 2, and cell type distributions shown in Fig. 1C. 

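Oligodendrocyte-like nuclei made up 41.0% ± 3.22 (SD, n = 3) of the nuclei kept in OVT73 libraries and 50.5% ± 4.17 (SD, n = 4) in control libraries. The shares were 39.5%, 38.8% and 44.7% in OVT73 libraries 3, 5 and 7, and 54.1%, 46.6%, 54.0% and 47.1% in control libraries 1, 2, 4 and 6. All 3 OVT73 libraries thus lay below all 4 control libraries, a difference of -9.48 percentage points (two-sided exact permutation test, p = 0.0286, 0.171 after Benjamini-Hochberg adjustment over the 12 cell classes). Astrocyte-like nuclei moved the other way, from 3.69% ± 1.27 (SD, n = 4) in control to 6.02% ± 1.31 (SD, n = 3) in OVT73 libraries, higher in all 3 (+2.33 points, two-sided exact permutation test, p = 0.0286, adjusted 0.171). Microglia-like nuclei made up 9.95% of OVT73 and 7.90% of control nuclei (p = 0.0571 by the same exact test). With each library left out in turn the oligodendrocyte-like difference stayed between -11.3 and -8.26 points. As a share of the nuclei in named clusters only, with all 7 libraries, it was -10.6 points (two-sided exact permutation test, p = 0.114).

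**Figure D2:**
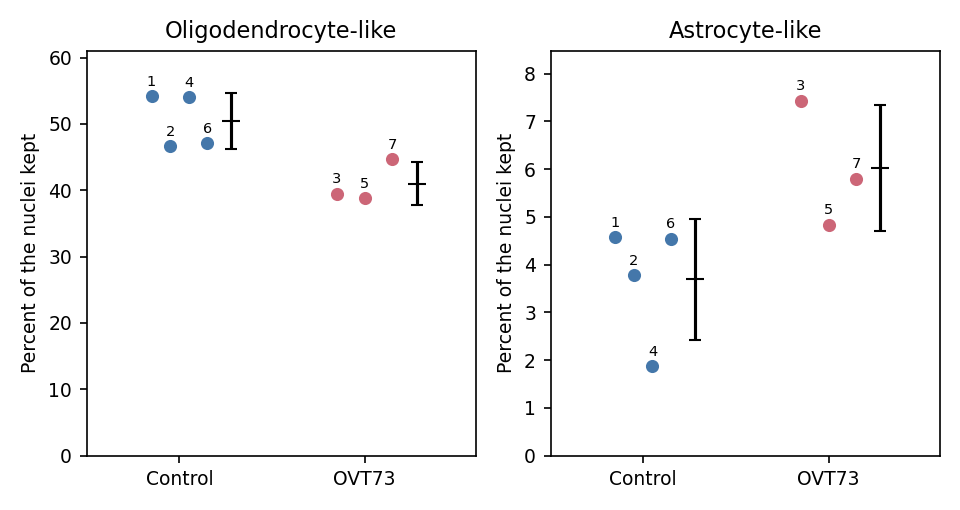
Oligodendrocyte-like and astrocyte-like nuclei as a percentage of the nuclei kept in each library. Points are libraries with their number and black bars the mean ± SD; OVT73 libraries lie from 38.8% to 44.7% for the oligodendrocyte-like class, below the control libraries, and above them for the astrocyte-like class.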

Across all cell types, we observed a significant reduction in the proportion of oligodendrocytes in the *OVT73* derived tissue compared with control cases (ANOVA, *P* = 1.24*×*10^−5^).

**Figure 1:**
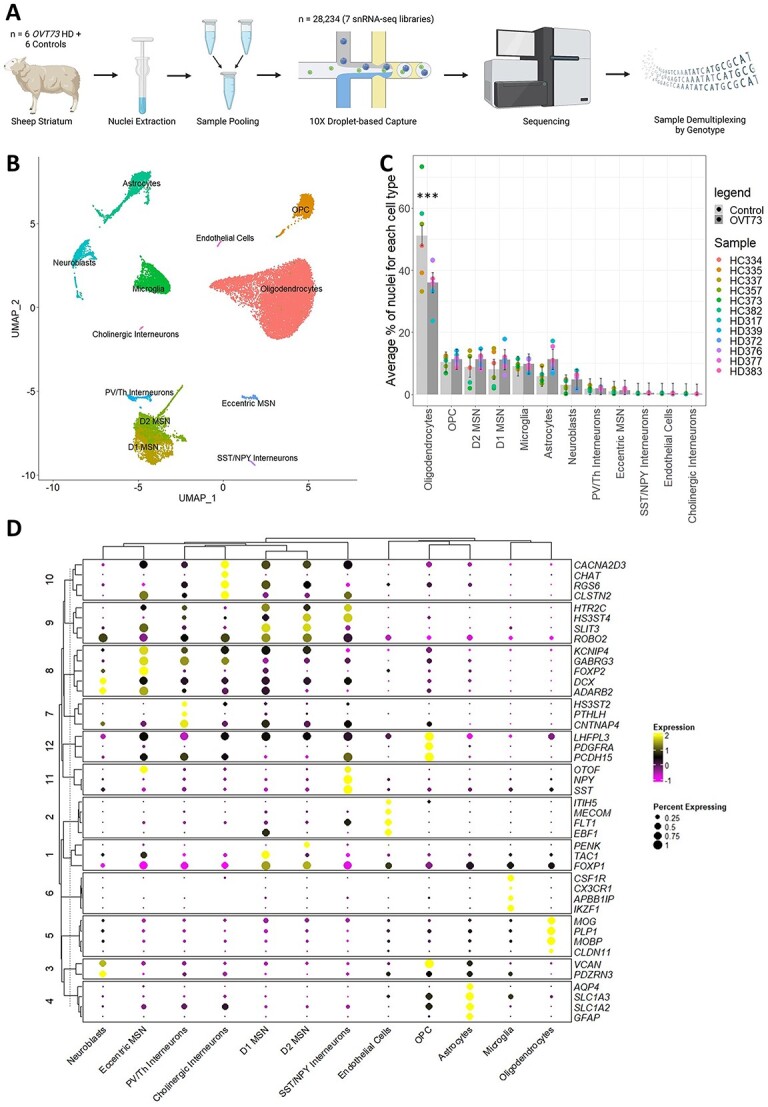
Single nuclei RNA-seq of the *OVT73* sheep striatum. (A) Experimental design. Nuclei were extracted from the striatum of 12 sheep (6 *OVT73* and 6 controls) and pooled to form 7 nuclei suspensions. Single nuclei RNA libraries were generated from the sample multiplexed suspensions and sequenced. Reads were demultiplexed based on the natural genetic variation between pooled samples. Panel image created with BioRender.com. (B) UMAP visualisation of clusters identified and annotated by cell marker gene expression. (C) Proportions of identified cell types across the 12 animals. A significant decrease in oligodendrocytes between *OVT73* and control cases was observed (^*^^*^^*^ANOVA, *P* < 0.001) (D) dot plot of selected cell-type enriched markers for annotated cell types in the sheep striatum.

To investigate differential gene regulation in the *OVT73* HD striatum, differential expression analyses were conducted between *OVT73* and controls for each cell type separately. The ratio of differentially expressed genes (DEGs) identified to the median number of expressed genes per nucleus was 1.75 in oligodendrocytes (1753 DEGs/1002 median number of expressed genes of oligodendrocyte nuclei), 0.41 in OPCs (742/1812), 0.98 in D2 MSNs (4444/4516), 0.47 in D1 MSNs (2262/4850), 0.01 in eccentric MSNs (45/4337), 0.21 in microglia (217/1049), 0.05 in neuroblasts (47/895), 0.18 in astrocytes (303/1687) and 0.01 in PV/Th interneurons (33/4398) (Fig. 2B). 

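In the 9 cell classes with at least 10 nuclei in each library, gene expression was compared between 3 OVT73 and 4 control libraries on sums of 77461 to 20274719 UMIs. At an adjusted p under 0.05, 1 gene passed in OPC-like nuclei and 0 genes passed in each of the other 8 classes. At an unadjusted p under 0.05 there were 529 of 10498 genes tested in oligodendrocyte-like nuclei, where 5% would be 525. The same counts were 605 of 9069 genes in OPC-like, 491 of 12323 in D1 MSN-like, 578 of 11932 in D2 MSN-like and 502 of 7143 in eccentric MSN-like nuclei. They were 273 of 6666 genes in microglia-like, 348 of 7617 in astrocyte-like, 158 of 4282 in neuroblast-like and 179 of 9262 in PV/Th-like nuclei. The gene that passed in OPC-like nuclei was CPT2 (ENSOARG00020005466), with 8.89 ± 2.10 (SD, n = 3) normalized CPM in OVT73 and 30.0 ± 4.06 (SD, n = 4) in control libraries. Its log2 fold change was -1.77 (SE 0.253, adjusted p = 0.0392 from edgeR), and it was lower in all 3 OVT73 libraries than in any control library. Among the fits that each left out 1 library, only the one without control library 6 kept CPT2 past the threshold, and the adjusted p from edgeR ranged from 0.0279 to 0.264. Over the other alternatives CPT2's adjusted p ranged from 0.00143 with DESeq2 to 0.187 with equal numbers of nuclei. With DESeq2 the counts were 5 genes in oligodendrocyte-like, 9 in OPC-like, 2 in D1 MSN-like and 6 in D2 MSN-like nuclei.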

No DEGs were detected in endothelial cells, cholinergic interneurons, and SST/NPY interneurons, likely due to their small population sizes. 

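Endothelial-like, cholinergic-like and SST/NPY-like nuclei were not tested here, since at least 1 library held fewer than 10 nuclei of each.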

The statistical power to detect differences in gene expression is dependent on the number of cells, consistent with the highest proportion of DEGs being observed in oligodendrocytes, with the highest number of cells. 

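What these library sums can detect was tested on simulated data, in which 200 genes were changed at the dispersion fitted from the libraries. Of genes changed by 1 on the log2 scale, edgeR recovered 56.0% in oligodendrocyte-like, 58.5% in D2 MSN-like and 50.5% in astrocyte-like sums. At a change of 0.5 the shares were 0.5%, 2.5% and 0.5%, and at a change of 2 they were 95.0%, 93.5% and 89.5%. With 1461 oligodendrocyte-like nuclei drawn from every library, the number in the smallest one, 497 of 9908 genes had an unadjusted p under 0.05 and 0 an adjusted one.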

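With the same number of nuclei drawn from every library within a cell class, 0 genes had an adjusted p under 0.05 in D1 MSN-like, D2 MSN-like, OPC-like, microglia-like, astrocyte-like and neuroblast-like nuclei. At an unadjusted p under 0.05, edgeR gave 470 of 11308 genes tested in D2 MSN-like nuclei (197 per library) and 368 of 11298 genes in D1 MSN-like nuclei (204 per library). The numbers were 573 of 8345 genes in OPC-like nuclei (271 per library), 248 of 5756 in microglia-like nuclei (233 per library), 209 of 4924 in astrocyte-like nuclei (73 per library) and 39 of 1286 in neuroblast-like nuclei (43 per library).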

When comparing the proportion of DEG’s in D1 MSNs, D2 MSNs, OPC, microglia, astrocytes and neuroblasts all represented in the data set by similar nuclei numbers, a greater proportion of DEGs was observed in D2 MSNs. The full list of DEGs is available in Supplementary File 3 and volcano plots for individual cell type DEG analysis are available in Supplementary Fig. 5.

**Figure 2:**
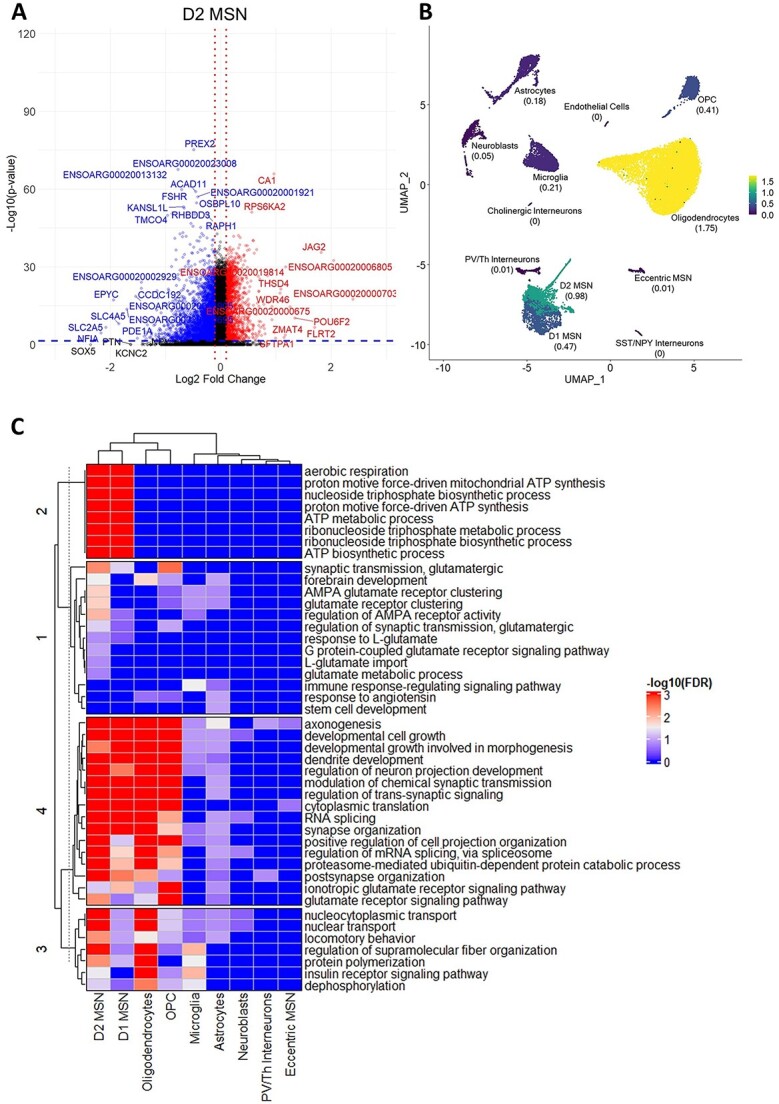
Differentially expressed genes in *OVT73* versus control sheep striatum. (A) Volcano plot of differentially expressed genes (DEGs) identified in D2 medium spiny neurons (*OVT73* D2 MSN vs control D2 MSN). Horizontal blue line shown at *P* = 0.05, vertical red lines shown at log2 fold change of −0.1 and 0.1. (B) Proportion of DEGs over the median number of expressed genes in each cell type. (C) Heatmap of most significant gene ontology terms (ordered by lowest FDR adjusted p-values) in cell types.

The top enriched Gene Ontology (GO) terms (ordered by FDR adjusted p-values) associated with DEGs included synapse assembly and organisation, GABAergic and glutamatergic synaptic transmission, axonogenesis, neuronal projection development, aerobic respiration and proton motive force-driven mitochondrial ATP synthesis (Fig. 2C). 

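The ionotropic glutamate receptor genes, the GABAA receptor subunit genes and the genes of the oxidative phosphorylation complexes, each taken as a family by symbol, were tested as sets in all 9 cell classes with fry, a rotation test on edgeR's fits. Before the data were examined, these tests had been set for D1 and D2 MSN-like nuclei only. After adjustment over the 9 classes, 0 of the classes passed for any of the 3 families, and at an unadjusted fry p under 0.05 there were 1, 1 and 2 classes. For the glutamate receptors this was the OPC-like class, with a median log2 fold change of 0.21 over 14 genes, 12 of them higher in OVT73 (fry p adjusted over the classes 0.303). For the GABAA subunits it was the D1 MSN-like class (fry p adjusted over the classes 0.278, all 11 genes higher). For oxidative phosphorylation these were the OPC-like class, with a median of -0.24 over 58 genes, 47 of them lower (adjusted 0.137), and the eccentric MSN-like class, with a median of -0.46 over 50 genes, 45 of them lower (adjusted 0.186).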

Differential expression in D1 and D2 MSNs were the most significant contributors to the enrichment of the above GO terms. The full list of enriched GO terms is available in Supplementary File 4.

### Co-expressed gene modules involved in synaptic transmission show increased activity in *OVT73* medium spiny neurons and astrocytes

To identify and investigate sets of genes that were co-expressed in the *OVT73* versus control cell types, we performed co-expression module analysis with MEGENA [37]. We identified several gene modules involved in synaptic transmission that exhibited higher module activity in *OVT73* MSNs and *OVT73* astrocytes compared to controls. 

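The 8 genes DLGAP2, GRIN2B, CACNA1C, CACNA1B, CNTNAP5, SYT1, KCTD16 and GRIN2A, which the study picked from these samples, had a median log2 fold change of 0.10 in D1 MSN-like nuclei. There 7 of the 8 genes were higher in OVT73 and GRIN2A was lower (-0.08, but 0.09 without control library 2 and 0.03 without control library 1), with an exact p of 0.314 for the set, the share of the 35 splits of the libraries with a fry p as small. In D2 MSN-like nuclei the median was 0.14 and all 8 genes were higher (exact p = 0.229). Adjusted over the 11 set tests in MSN-like and astrocyte-like nuclei, the fry p was 0.358 and 0.288. Adjusted over the list alone, 0 genes had a p under 0.05 in either class, which is not independent evidence since the list came from these samples. SYT1 (ENSOARG00020005626) was the only one of them with an unadjusted p under 0.05, in D2 MSN-like nuclei, where it had 1124 ± 63.2 (SD, n = 3) normalized CPM in OVT73 and 920.6 ± 67.7 (SD, n = 4) in control libraries. Its log2 fold change was 0.29 (SE 0.0951, exact permutation p = 0.0571, edgeR adjusted p 0.881 over all genes and 0.0970 over the list), with all 3 OVT73 libraries above the control libraries, an order that chance gives to 2.86% of genes. The medians moved most without TMM factors, to 0.00415 and 0.03, with CACNA1B and CACNA1C below 0 in both classes and DLGAP2 below 0 in D2 MSN-like nuclei. That scaling moved the median of all genes by -0.10 in D1 and by -0.11 in D2 MSN-like nuclei, and relative to it the 8 genes had medians of 0.13 and 0.17 under both scalings. Without OVT73 library 5, the medians were 0.00447 in D1 and 0.03 in D2 MSN-like nuclei.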

A module centred around *DLGAP2*, *GRIN2B*, *CACNA1C*, *CACNA1B*, *CNTNAP5*, *SYT1*, *KCTD16*, and *GRIN2A* genes (Module 2, M2) showed higher module activity in *OVT73* D1 MSNs compared to control D1 MSNs (differential module activity of 0.054; *P* < 0.0005, randomised permutation test with 2000 permutations) and *OVT73* D2 MSNs compared to control D2 MSNs (differential module activity of 0.06, *P* < 0.0005) (Fig. 3B, Supplementary Fig. 7 and Supplementary Fig. 8). The most significant GO terms for module genes included synapse organisation, synapse assembly, chemical synaptic transmission, dicarboxylic acid catabolic process and glutamate metabolic process (Supplementary Fig. 6 and Supplementary File 6). Furthermore, this module was enriched for D1 MSNs DEGs (gene set over-representation analysis, FDR = 0.022) and D2 MSNs DEGs (FDR = 0.0013). Additionally, a module centred around *SLC1A2*, *SLC7A11*, *GLI3*, *IRAG1*, *GFAP* and *SLC39A12* genes (Module 11, M11) was enriched in *OVT73* astrocytes compared to control astrocytes (differential module activity of 0.092, *P* < 0.0005). 

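In astrocyte-like nuclei, SLC1A2, SLC7A11, GLI3, IRAG1, GFAP and SLC39A12 had a median log2 fold change of 0.24, with 4 of the 6 genes higher in OVT73 (exact permutation p of the set = 0.0857, fry p adjusted over the 11 set tests 0.136). GLI3 (ENSOARG00020010338) had 2136 ± 352 (SD, n = 3) normalized CPM in OVT73 and 1553 ± 134 (SD, n = 4) in control libraries. Its log2 fold change was 0.46 (SE 0.144, exact permutation p = 0.0286, edgeR adjusted p 0.963 over all genes), higher in all 3 OVT73 libraries. Adjusted over the list alone, GLI3 was the 1 gene under 0.05 (0.0417), which is not independent evidence because the study chose the list on these samples. SLC7A11 and IRAG1 rose by 0.27 and 0.21 on the log2 scale, while GFAP (ENSOARG00020025675) had a log2 fold change of -0.41 (SE 0.247, exact permutation p = 0.2) and SLC39A12 one of -0.05. With 1 library left out, SLC7A11 ranged from 0.08 to 0.47 and GFAP from -0.55 to -0.20. IRAG1 turned to -0.06 without OVT73 library 7, and SLC39A12 to 0.12 without OVT73 library 5 and to 0.0086 without control library 6. All of these except SLC39A12 were among the 10 genes that led the astrocyte-like cluster, so the class itself was drawn partly on them. When the nuclei were clustered without these genes, an alternative chosen after seeing the data, the median was 0.33, SLC39A12 was 0.05 and the unadjusted fry p, under 0.05 before, was over it. Leaving out 1 library at a time, it was under 0.05 only without control library 6, and with equal numbers of nuclei it was over 0.05.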

Most significant GO terms for modules genes included L-glutamate transmembrane transport and amino acid transport. The module showed an enrichment of astrocyte DEGs (FDR = 2.08*×*10^−5^). Full lists of genes in gene modules are available in Supplementary File 5. The full list of enriched GO terms for modules is available in Supplementary File 6.

**Figure 3:**
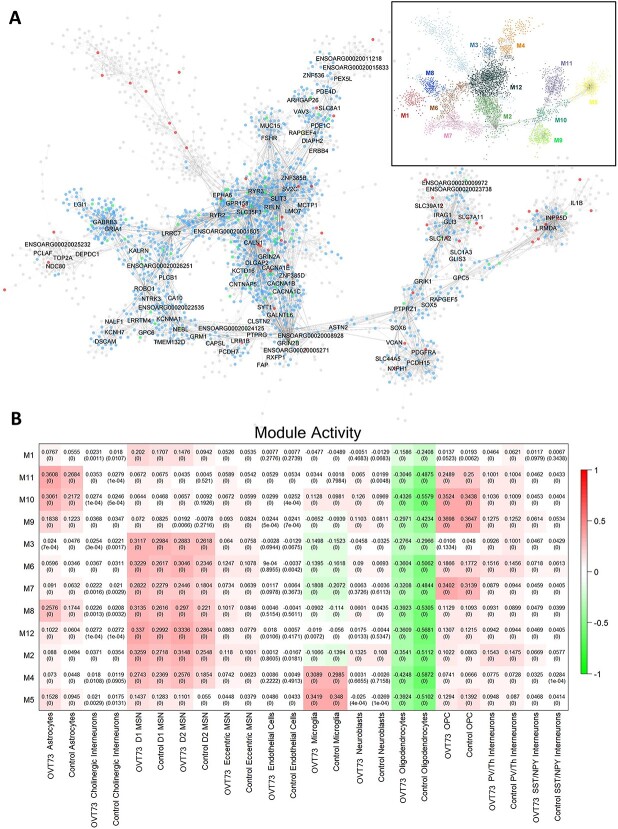
Co-expression gene modules. (A) Co-expression modules generated using the multiscale embedded gene Co-expression network analysis (MEGENA). A total of 12 modules were identified with the structure outlined in the top right. module hub genes are labelled with connected genes represented as dots. Genes differentially expressed between *OVT73* and controls are coloured in blue. Genes with evidence to support an interaction with *HTT* as curated by the HDinHD database [38] were coloured in red. genes that were both differentially expressed and a known *HTT* interactor were coloured in green. (B) Co-expression module activity in *OVT73* and control cell types. Module activity in cell types were determined by computing the module eigengene (first principal component) using normalised expression values of module genes. Eigengene values are shown with p-values of the correlation shown in parentheses in each square. Higher eigengene values indicate higher gene expression of module genes within the cell type.

### Cell–cell signalling is elevated in *OVT73* animals

The differential expression analyses and co-expression analyses both indicated that synaptic signalling and transmission may be increased in the *OVT73* animals. This led us to examine the cell–cell communication networks using CellChat [39]. Cell–cell communication analysis also supported increased synaptic signalling in neuronal and glial cells of the *OVT73* striatum. Comparison of ligand-receptor pair expression from *OVT73* and control revealed a higher total number of ligand-receptor interactions (4030 and 3509 detected ligand-receptor pairs for *OVT73* and control respectively) and a higher sum of all communication probabilities (200 and 130 for *OVT73* and control respectively) across all cell types in the *OVT73* samples. The cell types that showed the greatest increase in the number of incoming (receptor to ligand) and outgoing (ligand to receptor) ligand-receptor interactions included D2 MSNs and astrocytes. The communication probability was greater in the *OVT73* dataset for all neuronal cells (D1, D2, eccentric MSNs and PV/Th, NPY/SST, cholinergic interneurons), OPCs and astrocytes indicating more cell–cell crosstalk in the *OVT73* cell state (Fig. 4A and B, thicker lines indicate higher number of ligand receptor interactions or higher communication probability in *OVT73*). In contrast, no differences in cell–cell signalling were detected in microglia from *OVT73* compared to controls (Supplementary Fig. 9).

**Figure 4:**
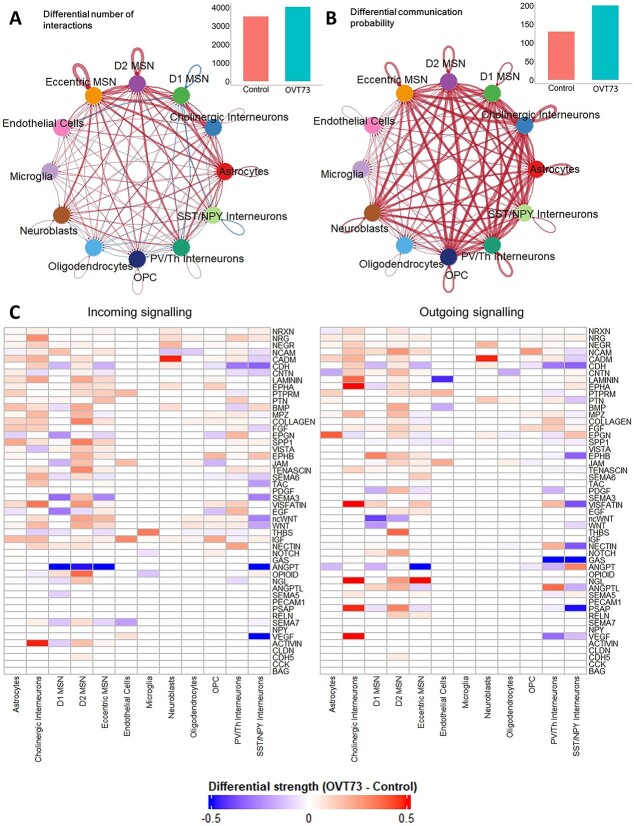
CellChat cell–cell communication networks inferred from expression of ligand-receptor pairs. Circle plot showcasing the (A) differential number of ligand-receptor interactions and (B) differential communication probability between *OVT73* and controls for any two cell types. Red arrows indicate increased number/communication probability in *OVT73*, blue arrows indicate decreased number/communication probability in *OVT73*. Thickness of line indicates greater number/communication probability. The total number of ligand-receptor interactions and total interaction strength for *OVT73* and controls is also shown as bar graphs on the top right. (C) Differential information flow between *OVT73* and control cell types for outgoing (ligand to receptor) and incoming (receptor to ligand) signalling pathways. The information flow for a given signalling pathway is defined as the sum of communication probabilities of all ligand receptor pairs in the pathway. A positive value indicates more communication in *OVT73*.

Examination of signalling pathways showed greater information flow (defined as the sum of communication probabilities of all ligand receptor pairs in the signalling pathway) in neurexin (NRXN), neuregulin (NRG), protein tyrosine phosphatase receptor M (PTPRM), contactin-1 (CNTN), neuronal growth regulator (NEGR), laminin, cell adhesion molecule (CADM), neural cell adhesion molecule (NCAM), ephrin type receptor A (EPHA) and pleiotrophin (PTN) pathways in *OVT73* D2 MSNs. Interestingly, the greatest increase in communication was observed in myelin protein zero (MPZ), collagen, bone morphogenetic protein (BMP), and fibroblast growth factor (FGF) signalling pathways (Fig. 4C, Supplementary Fig. 10). Individual ligand receptor pairs that showed the greatest increase in communication probability between *OVT73* MSNs and control included *NEGR1*-*NEGR1*, *NRXN1*-*NLGN1*, *CADM1*-*CADM1*, *NRXN3*-*NLGN1*, *CDH2*–*CDH2*, *NRG1*-*ERBB4* and *NRG3*-*ERBB4*. These ligand-receptor pairs have been implicated in various neurodevelopmental processes including myelination [40–43], glutamatergic and GABAergic synapse development [44, 45], neurite outgrowth and general nervous system development [46–53]. 

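The 9 ligand and receptor genes of these pairs, which the study picked from these samples, were tested in place of communication probabilities, which were not computed here. Their median log2 fold change was 0.24 in D1 MSN-like nuclei (8 of 9 genes higher, exact permutation p of the set = 0.114) and 0.28 in D2 MSN-like nuclei (8 of 9 higher, exact permutation p = 0.0571), both with a fry p of 0.136 after adjustment over the 11 set tests. The unadjusted fry p in D2 MSN-like nuclei was under 0.05 and rose above it without TMM factors and without control library 1, OVT73 library 3, OVT73 library 5 or control library 6. Adjusted over the list alone, 0 genes passed in either class, and 2 genes in D1 and 3 in D2 MSN-like nuclei had an unadjusted p under 0.05. NEGR1 (ENSOARG00020014000) was among them in both classes, with a log2 fold change of 0.34 in D1 (SE 0.136) and 0.35 in D2 MSN-like nuclei (SE 0.126), and an exact permutation p of 0.0857 in each. NLGN1 (ENSOARG00020000438) had a log2 fold change of 0.28 in D2 MSN-like nuclei (SE 0.105, exact permutation p = 0.0571), and it and NRXN3 were higher there in all 3 OVT73 libraries than in any control library. NRG3 in D2 MSN-like nuclei had a log2 fold change of 1.37 (SE 0.476, exact permutation p = 0.0857), but 38.3% of these nuclei held an NRG3 UMI against 97.9% of D1 MSN-like nuclei, at medians of 23066 and 22309 UMIs. Its change in D2 MSN-like nuclei ranged from 0.78 to 1.38 over the alternatives that kept all libraries. As a log2 ratio of means over nuclei it was 1.25. That ratio was -0.25 with the largest unnamed cluster added to the class, a test chosen after seeing the data. NRG1 was near 0 in both classes (0.02 and 0.08) and below 0 without TMM factors (-0.07 and -0.03). ERBB4 had 77.1 CPM in D1 and 88.0 in D2 MSN-like nuclei against 105 in microglia-like nuclei, and was read as background. CADM1 and CDH2 lay between 0.23 and 0.30 in both classes. With 1 library left out, CADM1 ranged from 0.11 to 0.31 in D1 and from 0.07 to 0.36 in D2 MSN-like nuclei. CDH2 ranged from 0.04 to 0.37 and from 0.09 to 0.44.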

Individual ligand receptor pair interactions for astrocytes and MSNs (D1, D2) are shown in Supplementary Fig. 11. Communication probabilities between all ligand receptor pairs across all cell types is available in Supplementary File 7.

### Upregulation of glutamate signalling is attenuated by protective mechanisms

The glutamate excitotoxicity hypothesis proposes neuronal stress and eventual initiation of cell death pathways arising from elevated levels of synaptic glutamate and excessive signalling through ionotropic glutamate receptors [4–7]. We have identified transcriptional evidence in support of elevated glutamate signalling in the *OVT73* striatum through a widespread transcriptional upregulation of ionotropic glutamate receptors (NMDA, AMPA, kainate and delta receptors) (Fig. 5A). 

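The ionotropic glutamate receptor family comprised 16 genes tested in each MSN-like class. In D1 MSN-like nuclei 11 genes were higher and 5 lower in OVT73, with a median log2 fold change of 0.13 (exact permutation p of the set = 0.257). D2 MSN-like nuclei had 13 higher and 3 lower, with a median of 0.15 (exact permutation p = 0.257), and the adjusted fry p over the 11 set tests was 0.288 in both classes. The medians stayed above 0 under every scaling tried, and moved most without TMM factors, to 0.02 in D1 and 0.04 in D2 MSN-like nuclei, or 0.15 and 0.18 relative to the median of all genes. Adjusted over the list alone, 0 genes passed in either class, and 1 gene in each had an unadjusted p under 0.05. These were GRIK1 in D1 MSN-like nuclei, with a log2 fold change of 1.13 (SE 0.439, exact permutation p = 0.114), and GRIN2D in D2 MSN-like nuclei, with one of -0.68 (SE 0.298, exact permutation p = 0.171). GRIN2B (ENSOARG00020002958) rose by 0.11 in D1 and 0.16 in D2 MSN-like nuclei (SE 0.149 and 0.131), and turned to -0.06 in D1 without OVT73 library 5. GRIN2A (ENSOARG00020014809) rose by 0.18 in D2 MSN-like nuclei (SE 0.278) and turned to -0.03 there without control library 6. Camera, a set test with a preset correlation of 0.01 between genes, gave p under 0.05 in all 11 set tests. Of these calls, those for the GABAA subunits in D1, the M11 genes in astrocyte-like and the genes of the named pairs in D2 MSN-like nuclei had an unadjusted fry p under 0.05, and none held under fry after adjustment over the 11 tests.

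**Figure D3:**
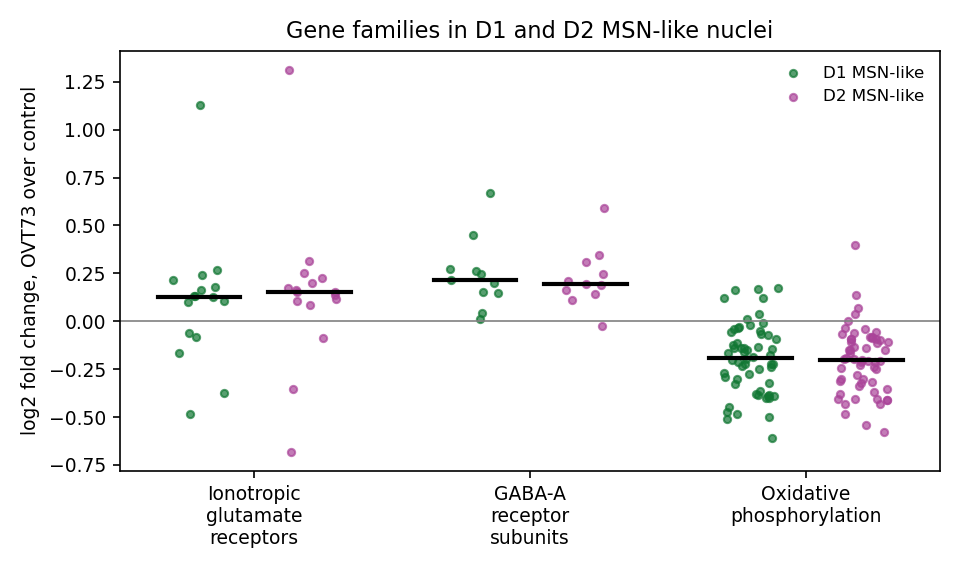
Log2 fold changes between OVT73 and control libraries of the genes of 3 families in D1 and D2 MSN-like nuclei. Points are genes and black bars medians, which are 0.13 and 0.15 for the glutamate receptors, 0.22 and 0.20 for the GABAA subunits and -0.19 and -0.20 for oxidative phosphorylation, with no median changing sign under the scalings tried.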

We also observed an upregulation of transcription of the glutamine to glutamate conversion enzyme glutaminase (*GLS*) in *OVT73* D1 and D2 MSNs and *OVT73* astrocytes. Upregulation of *GLS* suggests increased production of glutamate which may be released into the synaptic space, bind glutamate receptors, and trigger a feedback loop to upregulate glutamate receptor expression. Elevated glutamate signalling is commonly observed with oxidative stress signatures represented by reduced activity of the oxidative phosphorylation complexes [54–56]. 

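Of the 70 genes of complexes I to V in the list, 58 were tested in MSN-like nuclei. In D1 MSN-like nuclei 51 of them were lower in OVT73, with a median log2 fold change of -0.19 (exact permutation p of the set = 0.371), and in D2 MSN-like nuclei 53 were lower, with a median of -0.20 (exact permutation p = 0.343), both with a fry p of 0.358 after adjustment over the 11 set tests. The medians stayed below 0 under every scaling tried and lay between -0.32 and -0.09 in D1, and between -0.39 and -0.10 in D2 MSN-like nuclei, with 1 library left out. Only without control library 2, and in D1 MSN-like nuclei, did the unadjusted fry p fall under 0.05. Adjusted over the list alone, 0 genes passed in either class, and 3 genes in D1 and 2 in D2 MSN-like nuclei had an unadjusted p under 0.05. These were NDUFA6, NDUFA7 and UQCRFS1 in D1 and NDUFS5 and NDUFA13 in D2 MSN-like nuclei, all lower, named here after their values were seen. The ribosomal protein genes, which encode no part of these complexes, were also lower, with medians of -0.32 in D1 (exact permutation p = 0.4) and in D2 MSN-like nuclei (exact permutation p = 0.371).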

In keeping with this we have observed a downregulation of several genes encoding oxidative phosphorylation complexes including complex I, II, III, IV and V in *OVT73* D1 and D2 MSNs.

**Figure 5:**
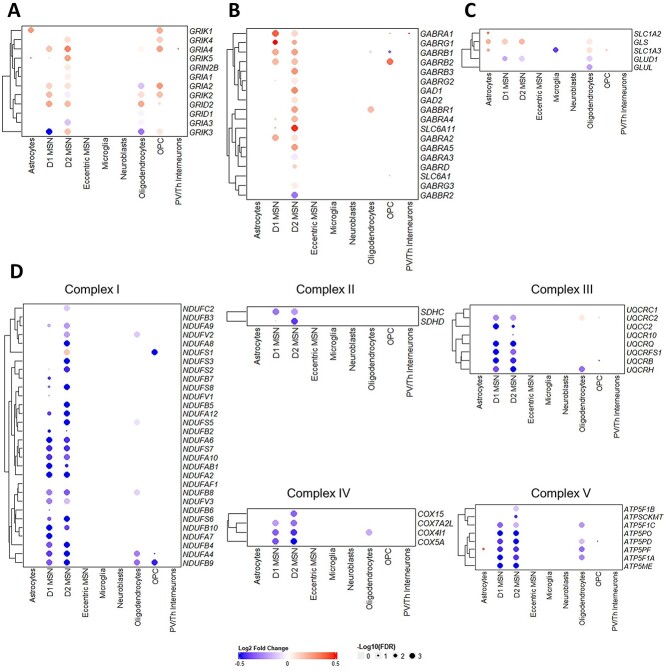
Heatmap of log2 fold change of selected genes between *OVT73* and control cell types implicated in glutamate signalling. Differential gene transcriptional regulation of (A) glutamate receptors (NMDAR, AMPAR, Kainate, delta receptors), (B) GABA_A_ receptors and glutamate to GABA conversion genes, (C) glutamate uptake transporters and glutamine-glutamate cycle genes and (D) genes encoding oxidative phosphorylation complexes.

In addition, we observed transcriptional upregulation of several genes likely due to a compensatory response to elevated glutamate levels. 

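SLC1A2 (ENSOARG00020014083) had 5746 ± 353 (SD, n = 3) normalized CPM in astrocyte-like nuclei of OVT73 and 4563 ± 362 (SD, n = 4) in those of control libraries. All 3 OVT73 libraries were above all control libraries (two-sided exact permutation test, p = 0.0286). Its log2 fold change was 0.33 (SE 0.121, edgeR adjusted p 0.999), and stayed between 0.29 and 0.39 with each library left out. SLC1A3 (ENSOARG00020013733) had a log2 fold change of 0.28 (SE 0.143, exact permutation p = 0.0857, edgeR adjusted p 0.999), between 0.13 and 0.37 with each library left out. Both genes were among the 10 that led the astrocyte-like cluster. Of the astrocyte-like nuclei 89.3% held an SLC1A2 UMI, against 4.68% of microglia-like nuclei, at medians of 3096 and 1414 UMIs.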

The transcription of genes encoding glutamate uptake transporters GLT (*SLC1A2*) and GLAST (*SLC1A3*) were upregulated in *OVT73* astrocytes suggesting a response to remove excess synaptic glutamate (Fig. 5C). We also describe a transcriptional upregulation of genes encoding the gamma-aminobutyric acid A receptor subunits (GABA_A_) including the α, β and γ subunits in *OVT73* D1 and D2 MSNs compared to controls. Additionally, an upregulation of genes encoding GABA transporter GAT4 (*SLC6A11*) and genes encoding the glutamate to GABA conversion enzymes, glutamate decarboxylase (*GAD1* and *GAD2*) was also observed in *OVT73* D2 MSNs (Fig. 5B). 

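The GABAA receptor subunit genes, 11 of them tested in each class, were all higher in OVT73 in D1 MSN-like nuclei, with a median log2 fold change of 0.22. In D2 MSN-like nuclei 10 were higher and 1 was lower, with a median of 0.20. No other of the 35 splits gave a fry p as small in either class (exact permutation p = 0.0286 each), medians as far from 0 had exact p of 0.0857 and 0.2, and both fry p-values were 0.136 after adjustment over the 11 set tests. Adjusted over the list alone, 0 genes passed in either class, and 2 genes in each had an unadjusted p under 0.05. One of those in D1 MSN-like nuclei was GABRG1 (log2 fold change 0.67, SE 0.239, exact permutation p = 0.0571). GABRA2 (0.31, SE 0.121, exact permutation p = 0.0286) and GABRB1 (0.34, SE 0.142, exact p = 0.0857) were those of D2 MSN-like nuclei. GABRA5 in D1 and GABRA2 in D2 MSN-like nuclei were higher in all 3 OVT73 libraries than in any control library, an order that chance gives to 2.86% of genes. The medians stayed above 0 under every scaling tried, and were 0.24 and 0.22 relative to the median of all genes with and without TMM factors. The unadjusted fry p in D1 MSN-like nuclei, under 0.05 in the comparison above, was over 0.05 without TMM factors, with equal numbers of nuclei, with genes detected in at least 10% of nuclei and in the fits that each left out 1 library except the one without OVT73 library 3.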

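SLC6A11 (ENSOARG00020025603) had 33.3 ± 11.6 (SD, n = 3) normalized CPM in D2 MSN-like nuclei of OVT73 and 23.7 ± 5.26 (SD, n = 4) in those of control libraries, a log2 fold change of 0.48 (SE 0.245, exact permutation p = 0.2, edgeR adjusted p 0.881). It ranged from 0.16 (without OVT73 library 5) to 0.67 with 1 library left out. An SLC6A11 UMI was found in 43.9% of D2 MSN-like nuclei and in 0.0693% of microglia-like nuclei. GAD1 (ENSOARG00020003295) had a log2 fold change of 0.15 (SE 0.159, exact permutation p = 0.429, edgeR adjusted p 0.908), and ranged from 0.02 to 0.27 with 1 library left out. GAD2 (ENSOARG00020025435) had 272 ± 19.4 (SD, n = 3) against 266 ± 43.9 (SD, n = 4) normalized CPM, a log2 fold change of 0.03 (SE 0.132, exact permutation p = 0.83, edgeR adjusted p 0.982), which was -0.08 without TMM factors and -0.05 to 0.10 with 1 library left out.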

Taken together, these observations suggested increased GABA_A_ receptor signalling is likely a result of increased glutamate conversion to GABA.

### Transcription analysis of gene regulatory networks indicate reduced CREB regulon activity in the *OVT73* striatum

We assessed the transcription factor regulation of highly variable genes in *OVT73* through construction of gene regulatory networks using SCENIC. We focused on the regulon activity of the cAMP-responsive element-binding protein (CREB) family of transcription factors that has been shown to be activated following excessive glutamate signalling [57, 58]. When examining differential regulon activity between *OVT73* and controls, we observed a reduction in regulon activity for *CREB1* in astrocytes (differential module activity of −0.952, *P* = 0.0005, randomised permutation test with 2000 permutations), D1 MSNs (−1.43, *P* < 0.0005) and D2 MSNs (−1.367, *P* < 0.0005) (Fig. 6). 

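The activity of the CREB1 regulon, the 20 genes that Supplementary File 8 lists, was scored per nucleus as the area under their recovery curve in the top 5% of ranked genes and averaged per library. In D1 MSN-like nuclei the mean score was 0.0246 ± 0.00578 (SD, n = 3) in OVT73 and 0.0305 ± 0.00434 (SD, n = 4) in control libraries (two-sided exact permutation test, p = 0.171). In D2 MSN-like nuclei it was 0.0253 ± 0.00586 (SD, n = 3) against 0.0301 ± 0.00392 (SD, n = 4) (same exact test, p = 0.257). In astrocyte-like nuclei it was 0.0378 ± 0.00316 (SD, n = 3) against 0.0415 ± 0.00512 (SD, n = 4) (same exact test, p = 0.257). Adjusted over the 3 classes, each p was 0.257, and the groups overlapped in every class. The difference of -0.00588 in D1 MSN-like nuclei was slightly larger in size than the SD of either group. Those of -0.00481 in D2 MSN-like and -0.00379 in astrocyte-like nuclei lay in size between the SDs of OVT73 and control libraries. All 3 differences stayed below 0 under every alternative run. With the top 10% of ranked genes, which gives higher scores in both groups, the astrocyte-like difference was -0.00143 (same exact test, p = 0.83). With 1 library left out the difference ranged from -0.00858 to -0.00283 in D1 MSN-like, from -0.00752 to -0.00170 in D2 MSN-like and from -0.00590 to -0.00197 in astrocyte-like nuclei, each time nearest to 0 without OVT73 library 7. The CREB1 transcript itself (ENSOARG00020015664) had log2 fold changes of -0.10 in D1 (SE 0.118), -0.11 in D2 (SE 0.127) and -0.23 in astrocyte-like nuclei (SE 0.198), the last of which turned to 0.15 with equal numbers of nuclei. With 1 library left out they ranged from -0.17 to -0.03, from -0.18 to -0.006 and from -0.34 to -0.07. The ATF2 transcript (ENSOARG00020000583) was higher, by 0.12 in D1 (SE 0.114, exact permutation p = 0.257), 0.16 in D2 (SE 0.0973, exact permutation p = 0.0286) and 0.37 in astrocyte-like nuclei (SE 0.178, exact permutation p = 0.0571), with edgeR adjusted p of 0.957, 0.881 and 0.999. Log2 fold changes in D1, D2 and astrocyte-like nuclei were -0.22, 0.13 and 0.01 for ATF4 and 0.25, 0.07 and -0.13 for ATF7. ATF4 turned to -0.02 and -0.04 in D2 MSN-like nuclei without control library 1 or 2, ranged from -0.22 to 0.26 in astrocyte-like nuclei with 1 library left out, and ATF7 turned to 0.06 there without control library 4 and to -0.04 in D2 MSN-like nuclei without TMM factors.

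**Figure D4:**
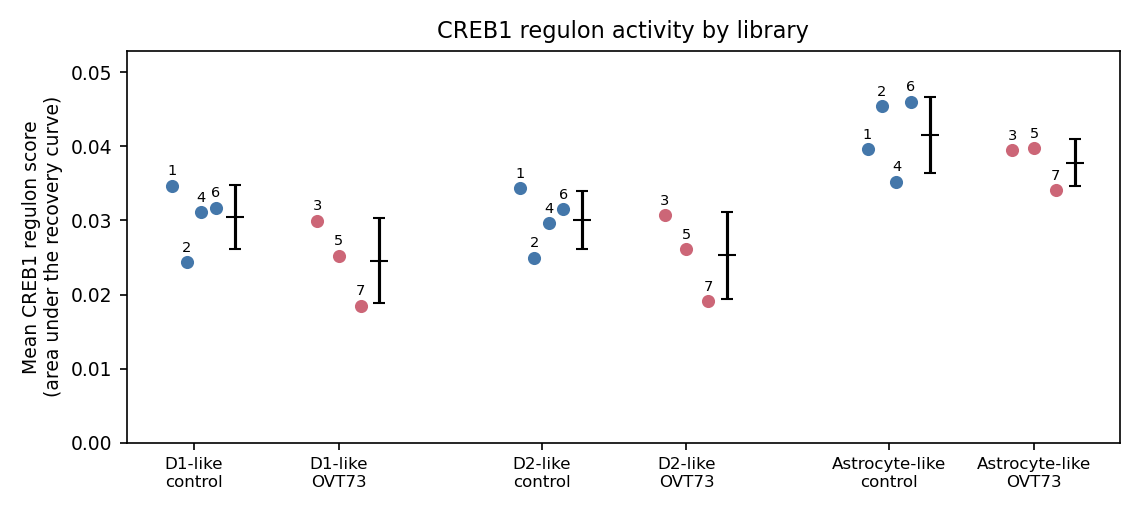
Mean CREB1 regulon score (area under the recovery curve) in each library, for D1 MSN-like, D2 MSN-like and astrocyte-like nuclei. Points are libraries with their number and black bars the mean ± SD of 3 OVT73 and 4 control libraries, which overlap in each class.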

*ATF2* regulon activity was reduced between *OVT73* and controls for D2 MSN (−0.755, *P* < 0.0005). *ATF4* regulon activity was reduced between *OVT73* and controls for astrocytes (−0.162, *P* = 0.001), D1 MSNs (−0.087, *P* = 0.006) and D2 MSNs (−0.448, *P* < 0.0005). *ATF7* regulon activity was reduced between *OVT73* and controls for D2 MSNs (−0.265, *P* < 0.0005) (Fig. 6B, Supplementary Fig. 14). The greatest sum of difference in CREB regulon activity between *OVT73* and controls (sum of *CREB1*, *ATF2*, *ATF4*, *ATF7* regulon activity in *OVT73* subtracted by the sum of *CREB1*, *ATF2*, *ATF4*, *ATF7* regulon activity in control) was observed in the D2 MSNs. 

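D1 and D2 MSN-like nuclei of the same library were compared by the D2 minus D1 difference of the mean CREB1 regulon score. It was 0.000726 ± 0.000109 (SD, n = 3) in OVT73 and -0.000345 ± 0.000858 (SD, n = 4) in control libraries, a difference of 0.00107 (two-sided exact permutation test, p = 0.0857, adjusted 0.257 over 6 such comparisons), and the groups overlapped, with control library 2 (0.000614) above OVT73 library 7 (0.000609). The 4 CREB family regulons were not summed, since only the list for CREB1 was used here. For the median log2 expression of the glutamate receptors, GABAA subunits, oxidative phosphorylation genes, M2 genes and genes of the named pairs, the D2 minus D1 difference changed between control and OVT73 by 0.111, -0.0399, -0.111, 0.0298 and -0.0753, with p from 0.0571 to 0.8 by the same exact test.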

Interestingly, CREB regulon activity was reduced to a lesser degree in D1 MSNs compared to D2 MSNs. Regulon activity of all identified regulons is available in Supplementary Fig. 12 and Supplementary Fig. 13. Gene members of each regulon are available in Supplementary File 8.

**Figure 6:**
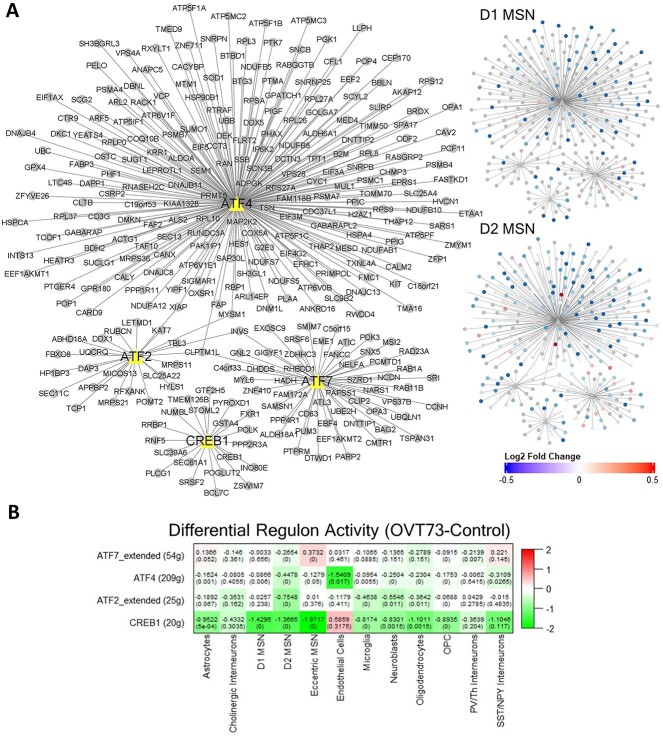
Gene regulatory networks show reduced CREB regulon activity in *OVT73*. (A) CREB-related transcription factor regulated gene modules (regulons) network. The associated transcription factor regulon is shown as triangles with gene members of the regulon connected as dots. The two panels on the right show the log2 fold change of differentially expressed gene members of the regulon between *OVT73* and controls in D1 MSNs and D2 MSNs. (B) Differential regulon activity was computed by subtraction of regulon activity between *OVT73* and controls. A randomised permutation test with 2000 permutations was performed to determine significant differential regulon activity between *OVT73* and control cell types. P-values of the randomised permutation test are shown in the parentheses.

## Discussion

Revealing the HD pathogenic mechanisms prior to striatal cell loss and motor and cognitive deficits is likely to reveal disease modifying pharmaceutical targets. Our group has generated and characterised a transgenic sheep model of HD (named *OVT73*) that displays no striatal cell loss, or overt symptoms but exhibits many of the molecular changes of prodromal HD [20, 22–26]. To gain further insight into cellular changes in a prodromal HD model we undertook a single nuclei transcriptomic study in striatal tissue from 5-year-old *OVT73* animals. Differential gene expression analysis, gene co-expression network analysis and cell–cell signalling analysis indicate alterations in glutamatergic and GABAergic synapses in striatal MSN’s, the most vulnerable cells in HD.

With respect to the glutamatergic synapse, we observed transcriptional upregulation of genes encoding ionotropic glutamate receptors including NMDA, AMPA and kainate receptors in both the D1 and D2 type *OVT73* MSNs. Co-expression analysis also revealed increased transcriptional activity of the gene modules containing the aforementioned glutamate receptor genes in the same cell types. Moreover, cell–cell signalling inferred from ligand-receptor co-expression revealed a disease state increase in signalling of pathways including neurexin, neuroligin, neuregulin, neural cell adhesion molecule and ephrin. These pathways have been implicated in neurite outgrowth, glutamatergic synapse formation and upregulation result in an increase in ionotropic glutamate receptor abundance [44, 59–69]. Previous studies of striatal MSNs from post-mortem human and HD mouse models found positive correlations between ionotropic glutamate receptor mRNA levels and receptor protein abundance. Further, an upregulation of receptor signalling inferred from ligand binding studies and changes in receptor currents were also identified [70–74]. Therefore, it is likely that the observed upregulation of ionotropic glutamate receptor gene transcription in *OVT73* medium spiny neurons indicates increased glutamate signalling.

Overactivation of ionotropic glutamate receptors has been shown to lead to an influx of calcium ions promoting excitotoxic stress, mitochondrial dysfunction, and eventual initiation of cell death [8, 75]. Mitochondrial dysfunction and oxidative stress induced by excitotoxic stress is evident by a decrease in the activity of oxidative phosphorylation (OXPHOS) complexes [76–78]. In support of this, a recent single nuclei RNA-seq study of HD patient striatum and HD mouse model tissue also reports transcriptional downregulation of these OXPHOS complexes in the MSNs [79]. Similarly, in the *OVT73* sheep striatum, we have detected downregulation of transcription from genes encoding OXPHOS complexes including complex I, II, III and IV and V in the *OVT73* D1 and D2 MSNs. This downregulation is occurring in the absence of cell loss in the sheep indicating there must be a compensatory mechanism.

Previous studies have also shown that excess influx of calcium ions due to overactivated ionotropic glutamate receptors can also trigger neuroprotective pathways including phosphorylation of the transcription factor CREB and activation by CREB binding protein [57]. Interestingly, we have observed a downregulation of genes encoding CREB transcription factors (*CREB1*, *ATF2*, *ATF4* and *ATF7*) and a reduction of CREB regulon activity inferred from gene regulatory networks in *OVT73* D1 and D2 MSNs, astrocytes, microglia, neuroblasts and oligodendrocytes. This would suggest that the CREB transcriptional machinery may be dysregulated in *OVT73*. Studies in HD mouse models that have shown that CREB phosphorylation and activation is lost prior to cell death [58, 80–82]. In keeping with the earliest stage selective vulnerability of D2 MSN, the greatest reduction in CREB regulon activity was observed in the *OVT73* D2 MSNs. These results provide further evidence for CREB transcriptional dysregulation in HD and importantly that this precedes the cell death cascade.

In HD, the mutant CAG tract has been shown to expand somatically throughout disease course particularly in the striatum [83–87]. It has been proposed that further repeat expansion in individual cells leads to increased excitotoxic stress in those cells and once a cell specific repeat threshold has been exceeded, cell death processes are activated [88]. The 73-unit polyglutamine repeat coding tract in the *OVT73* line is somatically stable which may explain why there is an absence of striatal neuronal loss. It is possible that this allows us to observe in this model a steady state of compensatory mechanisms activated to prevent damage due to excitotoxic stress. A core mechanism for the clearance of synaptic glutamate is through uptake into astrocytic glutamate transporters (*SLC1A2*, *SLC1A3*) and degradation via the glutamine-glutamate cycle [89, 90]. A reduction in astrocytic glutamate transporters at both RNA and protein level have been reported in HD patients and HD mouse models [74, 91, 92]. Conversely, we have observed an increase in transcription of *SLC1A2* and *SLC1A3* in *OVT73* astrocytes. Given the prodromal nature of the *OVT73* model, we postulate that we are observing a disease timepoint where these compensatory mechanisms remain operational and have not been overwhelmed as per the later stages of the disease. Our sheep dataset exclusively only comprises of transcription, however it has been shown in HD mouse models and HD post mortem tissue that *SLC1A2* and *SLC1A3* mRNA levels were positively correlated with uptake of synaptic glutamate [74, 93, 94]. It is therefore possible that the upregulation of *SLC1A2* and *SLC1A3* in the *OVT73* striatum represent a compensatory response to remove excess synaptic glutamate.

The loss of GABA_A_ receptor mediated neuronal inhibition is considered a key feature of neuronal dysfunction in HD [95, 96]. We have found in the *OVT73* model striatum transcriptional upregulation of genes encoding GABA_A_ receptor subunits α, β, and γ specifically in D1 and D2 MSNs. Other studies have revealed that mRNA levels of GABA_A_ receptors in striatal MSNs (human cases and HD mouse models) correlate with receptor protein abundance and receptor signalling inferred through receptor binding studies and changes in receptor currents [95, 96]. Increased striatal GABA_A_ receptor activity have been postulated to have a neuroprotective effect against excitotoxicity [97, 98] and therefore increased GABA_A_ signalling in *OVT73* may be another mechanism that mitigates glutamate induced stress providing neuronal protection in the *OVT73* striatum.

A limitation of our study is the absence of functional or other analyses to confirm the transcriptional differences identified in the present data. Unfortunately, we did not have further tissue from these animals for further analysis. Future functional characterisation in other cohorts will be critical, not only to confirm results summarised in this study, but also for comprehensive characterisation of the overall *OVT73* sheep model.

The transcriptional alterations are encouraging evidence for an active cell stress response to excess synaptic glutamate. This protective response has prevented or delayed the excitotoxic process in the *OVT73* striatum as there is no cell loss. These observations also suggest that glutamate induced stress may be present long before the initiation of the cell death cascade. Our single nuclei RNA-seq observations corroborates reports of HD mouse models that showcase excitotoxicity begins early on in disease phase before the onset of symptoms [99–101]. Current experimental HD therapeutics targeting glutamate mediated excitotoxicity have included NMDA receptor antagonists (Memantine, Amantadine) that reduce the overactivation of NMDA receptors which have been utilised in clinical trials to limited success [102–105]. One potential explanation for the lack of efficacy of these drugs is that the therapeutic agents were administrated too late in disease progression where the consequences of cell death (neuroinflammatory cytokines, proinflammatory markers and reactive oxygen species) takes over the momentum [106]. In support of this proposition striatal neurons of HD mouse models have shown to gradually become resistant to excitotoxicity modifying agents following disease progression [107–110]. The findings of our single nuclei RNA-seq study indicate that striatal cells can maintain steady state disease resilience and early intervention for instance glutamate depletion may prevent the cell death cascade and lead to better clinical outcomes.

## Methods and materials

### Ovine samples

The cohort maintenance and tissue sampling has been reported in previous publications [22, 27]. Briefly, animals were maintained in a certified, purpose-made research facility at the South Australian Research and Development Institute (SARDI). Animals were kept in large paddocks as a mixture of wild-type controls and transgenic animals and fed *ad libitum*. Post-mortem striatal samples were taken from six 5-year-old *OVT73* (3 females, 3 males) HD sheep as previously described [22, 27] and six age-matched wild-type controls (2 females, 4 males). Tissue collection was performed in accordance with the SARDI/PIRSA Animal Ethics Committee (approval no. 19/02 and 05/12). All experiments performed adhered to the recommendations in the ARRIVE guidelines [111]. In brief, a lethal dose of pentobarbitone sodium solution (Lethabarb, 1 ml/2 kg body weight) was administrated intravenously, the brains were removed from the skulls, dissected into the 5 distinct blocks (Fig. 1) and snap frozen initially on dry ice and then in liquid nitrogen. Samples were wrapped in tinfoil and stored at −80°C until further use.

### Nuclei isolation for single nuclei RNA-seq

Nuclei were extracted from frozen anterior ventral-medial striatal (Supplementary Fig. 1) tissue utilising an adapted protocol from Krishnaswami *et al*., 2016 [112]. Briefly, approximately 50–100 mg of brain tissue was transferred to a dounce homogenizer containing 1 ml homogenization buffer—HB (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 10 mM Tris buffer pH 8.0, 1 μM DTT, 1X protease inhibitor (Sigma), 0.4 U/*μ*l RNaseIn (ThermoFisher Scientific), 0.2 U/*μ*l SuperaseIn (ThermoFisher Scientific), 0.1% Triton X-100). Tissue was homogenised using 5 strokes with the loose dounce pestle A, followed by 10–15 strokes of tight dounce pestle B. The homogenate was filtered through a 40 *μ*m strainer into 5 ml Eppendorf tubes and centrifuged at 1000 rcf (4°C) for 8 min. The supernatant was removed, and the pellet was resuspended in 250 *μ*l of HB. A 50%–29% iodixanol gradient (OptiPrep™ Density Gradient Medium, Sigma) was prepared to allow removal of the myelin layer. 250 *μ*l of 50% iodixanol was added to the nuclei-HB mixture and slowly layered on top of 500 *μ*l of 29% iodixanol in a new Eppendorf tube. The resultant gradient was centrifuged at 13 000 rcf (4°C) for 40 min. The supernatant and myelin were removed, and the purified nuclei pellet was resuspended in a solution containing 1 ml PBS, 1% BSA and 0.2 U/*μ*l RNAse inhibitor. 5 *μ*l of resuspended nuclei was stained with 5 *μ*l trypan blue and the quality and number of nuclei was assessed using the Countess II FL Automated Cell Counter (ThermoFisher Scientific). To reduce the cost per library, nuclei suspensions from different samples were pooled at equal concentrations in groups of 2 (Supplementary Fig. 2) prior to library preparation and demultiplexed as described below.

### Library preparation and single nuclei RNA sequencing

The droplet-based Chromium methodology from 10X Genomics was utilised for the generation of single nuclei libraries. Libraries were prepared according to the Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 as per manufacturer’s instructions. The single nuclei RNA-seq libraries were sequenced on the HiSeq XTen platform. Alignment of reads was performed using the CellRanger v7.0.0 pipeline with STAR v2.7.2a to the sheep Oar_rambouillet_v1.0 reference genome and annotation (Ensembl release 107). Summary statistics for single nuclei RNA-seq libraries are shown in Supplementary Fig. 3.

### Sample demultiplexing

Demultiplexing of pooled nuclei associated barcodes in the CellRanger computed alignments utilized the genetic variation between individual samples. In brief, regions of the transcriptome with high read coverage (> 50) were identified using the featureCounts function from the Subread package [113, 114]. These regions were used as input into Freebayes variant caller to find genomic variants for each barcode. A filtering step was subsequently applied using BCFtools [115] to remove low confidence variant calls (QUAL score < 30). Barcodes were assigned to sample ID by genotype at variant loci with the scSplit algorithm [116]. scSplit employs a hidden state model to assign nuclei associated barcodes from the pooled sample to respective groups based on an expectation-maximisation framework [116]. scSplit input parameters included an expected number of mixed samples of 2 and an estimated doublet percentage of 4% (scSplit -n 2 -d 0.04). scSplit demultiplexing outcome of barcodes is available in Supplementary File 1. The filtered unique molecular identifiers (UMI) feature-barcode matrices generated by CellRanger were split according to the demultiplexed barcodes.

### Quality control and cell clustering

The filtered unique molecular identifiers (UMI) feature-barcode matrices were processed with ICARUS software [117, 118] developed by our group which utilizes the Seurat v4.0 R package [119]. A quality control filter was applied to remove low quality nuclei with gene counts less than 200 or more than 7500. Additionally, nuclei with mitochondrial reads (> 5%) were removed. From the 12 samples, a total of 28 234 high quality nuclei were recovered with an average of 1357 median genes per nucleus (range: 1292–2607), an average of 2672 median unique molecular identifiers (UMIs) per nucleus (range: 1569–3877) and an average percentage of transcripts originating from mitochondrial genes of 1.04% (range: 0.5%–2.02%) (Supplementary Fig. 4).

The read counts were normalised and scaled using the NormalizeData function in Seurat with parameters normalisation.method = LogNormalize and scale.factor = 10 000. Dimensionality reduction was performed on normalised read counts using a set of 3000 top variable genes identified through the FindVariableFeatures function in Seurat. All sheep datasets (6 *OVT73* and 6 Control) were integrated using harmony [120] and cell clustering was performed with the first 30 dimensions, k-nearest neighbour value of 20 and the Louvain community detection algorithm. Cell type annotation was performed by comparison of cluster marker genes identified using the FindAllMarkers function in Seurat with parameters min.pct = 0.25 and logfc.threshold = 0.25 (Supplementary File 2 for list of cell type marker genes) against known striatal cell type markers identified in published single cell RNA-seq datasets [36, 79, 121]. Medium spiny neurons were classified into 3 sub-categories (D1, D2 and Eccentric) using cell markers described in the DropViz atlas [36].

### Differential expression analyses and gene ontology enrichment

Differential expression analyses were conducted for each cell type separately between *OVT73* cases and controls. The mixed model-based MAST statistical test [122] was performed to identify differentially expressed genes (DEGs). Genes with a log2 fold change of > 0.1, p-value adjusted for false discovery rate (FDR < 0.05) and expressed in at least 10% of nuclei from either condition (*OVT73* or control) were considered to be differentially expressed. A Gene Ontology (GO) over-representation analysis was performed on differentially expressed genes using the enrichGO function in the R package ClusterProfiler [123], which identifies enriched GO terms using Fisher’s exact test. A list of DEGs was used as input into enrichGO. GO terms were extracted from the NCBI annotation of *Ovis aries*, retrieved with record AH107722 with the R package AnnotationHub [124].

### Gene co-expression analysis

Co-expression analysis was performed for the 3000 most variable genes (identified by the FindVariableFeatures function in Seurat) across all *OVT73* and control samples. MEGENA (v1.5) was used to extract significant gene interactions and construct co-expression gene modules [37]. Default parameters detailed in the MEGENA vignette were used, including the use of Pearson’s correlations, FDR threshold of 0.05, module and hub significance *P*-values of 0.05 and a minimum module size of 10 genes. Modules were visualised graphically using Cystoscape v3.9.1 [125]. Module activity in cell types were determined by computing the module eigengene (first principal component) using normalised expression values of module genes. Higher eigengene values indicate higher gene expression of module genes within the cell type. The WGCNA package was used to compute module eigengenes with the moduleEigengenes function. Differential module activity between *OVT73* and control cell types was computed as a subtraction of module eigengenes of the two conditions. A randomised permutation test was used with 2000 permutations to identify significant differential module activity between *OVT73* and control cell types.

Additionally, Gene Ontology analysis of module genes was performed using the moduleGO function in the DGCA R package with a p-value threshold of 0.05. Gene sets in each module were examined for its enrichment of *OVT73* versus control differentially expressed genes. Gene set enrichment analysis was performed using the enricher function in the clusterProfiler v4.6.0 R package [123]. A minimum and maximum gene set size of 10 and 500 was used with adjusted p-value FDR threshold of 0.05.

### Gene regulatory network analysis

Examination of gene regulatory networks for cell types across *OVT73* and control samples was conducted using R SCENIC v1.2.0 [126]. SCENIC performs cis-regulatory transcription factor binding motif analysis on a set of co-expressed transcription factors and genes. Transcription factor genes were defined from the curated list by Lambert *et al*., [127]. Given, a public sheep transcription factor motif database was not available, a custom transcription factor motif database for sheep was made for this study. The motif database was generated as follows, the 500 bp sequence upstream and 100 bp sequence downstream of the transcriptional start site (TSS) for each gene was extracted from the oar_rambouillet v1.0 reference genome (ensemble version 107). Additionally, the 10 kb sequence upstream and downstream of the TSS were also extracted. The files are available on zenodo (https://doi.org/10.5281/zenodo.8057929) under oar_rambouillet_v1.0_500bp_up_100bp_down.fa and oar_rambouillet_v1.0_10kbp_up_10kbp_down.fa. These regions were assessed for transcription factor binding motifs based on the 2022 SCENIC+ motif collection (https://resources.aertslab.org/cistarget/motif2tf/) using the create_cistarget_motif_databases.py function of the create_cisTarget_databases package (https://github.com/aertslab/create_cisTarget_databases). Code used to generate database is shared under https://doi.org/10.5281/zenodo.8057929.

The 3000 most variable genes (identified by the FindVariableFeatures function in Seurat) across all *OVT73* and control samples were used as inputs into SCENIC. Co-expression modules were constructed using GENIE3 [126, 128] and transcription factor motifs were scored using RcisTarget v1.18.2. Transcription factor-regulated gene modules (regulons) with 10 or more genes were considered. The activity of each regulon in *OVT73* and control cell types (regulon activity) were scored using the AUCell algorithm which computes the enrichment of regulons as an area under the recovery curve across a ranking of all genes in a cell based on their normalised expression values. A high regulon activity indicates genes within the regulon are positively regulated by the transcription factor. Regulons were visualised graphically using Cystoscape v3.9.1 [125]. Differential regulon activity between *OVT73* and control cell types was computed as a subtraction of regulon activity of the two conditions. A randomised permutation test was used with 2000 permutations to identify significant differential regulon activity between *OVT73* and control cell types. Additionally, a regulon specificity score (RSS) was determined which employs the Jensen-Shannon divergence metric to assess cell-type specificity of regulon activity [126]. Regulons in cell types with a specificity score of 1 indicates exclusive expression of the regulon in that one cell type, while a specificity score of 0 indicates the regulon is evenly expressed across all cell types.

### Cell–cell communication analysis

The inference of cell signalling crosstalk through the transcription levels of ligand receptor pairs was examined using CellChat. CellChat incorporates a comprehensive database of ligand receptor interactions, soluble agonists/antagonists and stimulatory/inhibitory membrane bound co-receptors to infer cell–cell communications from single cell RNA-seq data based on mass action models, social network analysis tools and pattern recognition methods [39]. In brief, intercellular communications were inferred through 3 steps; (1) identification of differentially expressed ligands and receptors genes for each cell type using the Wilcoxon rank sum test with a p-value threshold of 0.05. (2) A communication probability (interaction strength) is computed by modelling ligand-receptor interactions using the law of mass action on average expression values of a ligand in one cell group and a receptor of another cell group. This calculation accounts for the number of cells within each cell group. (3) Significant interactions are identified using a permutation test that randomly permutes cell group labels and recomputes the interaction probability.

A comparison of cell–cell communication in *OVT73* versus control cell types was performed using default parameters detailed in the CellChat v1.6.1 vignettes. Ligand-receptor interactions were extracted from the human CellChat database. Interactions involving 50 or less nuclei were filtered out using the filterCommunication function.

## Supplementary Material

Supplementary_F1_ddae087

Supplementary_F2_ddae087

Supplementary_F3_ddae087

Supplementary_F4_ddae087

Supplementary_F5_ddae087

Supplementary_F6_ddae087

Supplementary_F7_ddae087

Supplementary_F8_ddae087

Supplementary_File_legends_ddae087

Supplmentary_Figures_HMG_ddae087

## Data Availability

The data have been deposited in NCBI’s Gene Expression Omnibus (GEO) [129] and are accessible through accession number GSE229839 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE229839). The code used in this study are deposited on zenodo available at https://doi.org/10.5281/zenodo.8057929.

# Supplementary material for: Single nuclei RNA-seq reveals a medium spiny neuron glutamate excitotoxicity signature prior to the onset of neuronal death in an ovine Huntington’s disease model
**Source:** Hum Mol Genet. 2024 May 22;33(17):1524–39. doi: 10.1093/hmg/ddae087
**Supplement:** Supplementary_File_legends_ddae087

Supplementary File 1 Nuclei associated barcodes from single nuclei RNA libraries.

Supplementary File 2 Cell type marker genes.

Supplementary File 3 Differentially expressed genes between OVT73 and controls in each cell type.

Supplementary File 4 Gene Ontology enrichment of differentially expressed genes.

Supplementary File 5 Gene members of MEGENA co-expression modules

Supplementary File 6 Gene Ontology enrichment of MEGENA co-expression module genes.

Supplementary File 7 Communication probabilities between all ligand-receptor pairs across all cell types in OVT73 and control

Supplementary File 8 Gene members of regulons

# Supplementary material for: Single nuclei RNA-seq reveals a medium spiny neuron glutamate excitotoxicity signature prior to the onset of neuronal death in an ovine Huntington’s disease model
**Source:** Hum Mol Genet. 2024 May 22;33(17):1524–39. doi: 10.1093/hmg/ddae087
**Supplement:** Supplmentary_Figures_HMG_ddae087

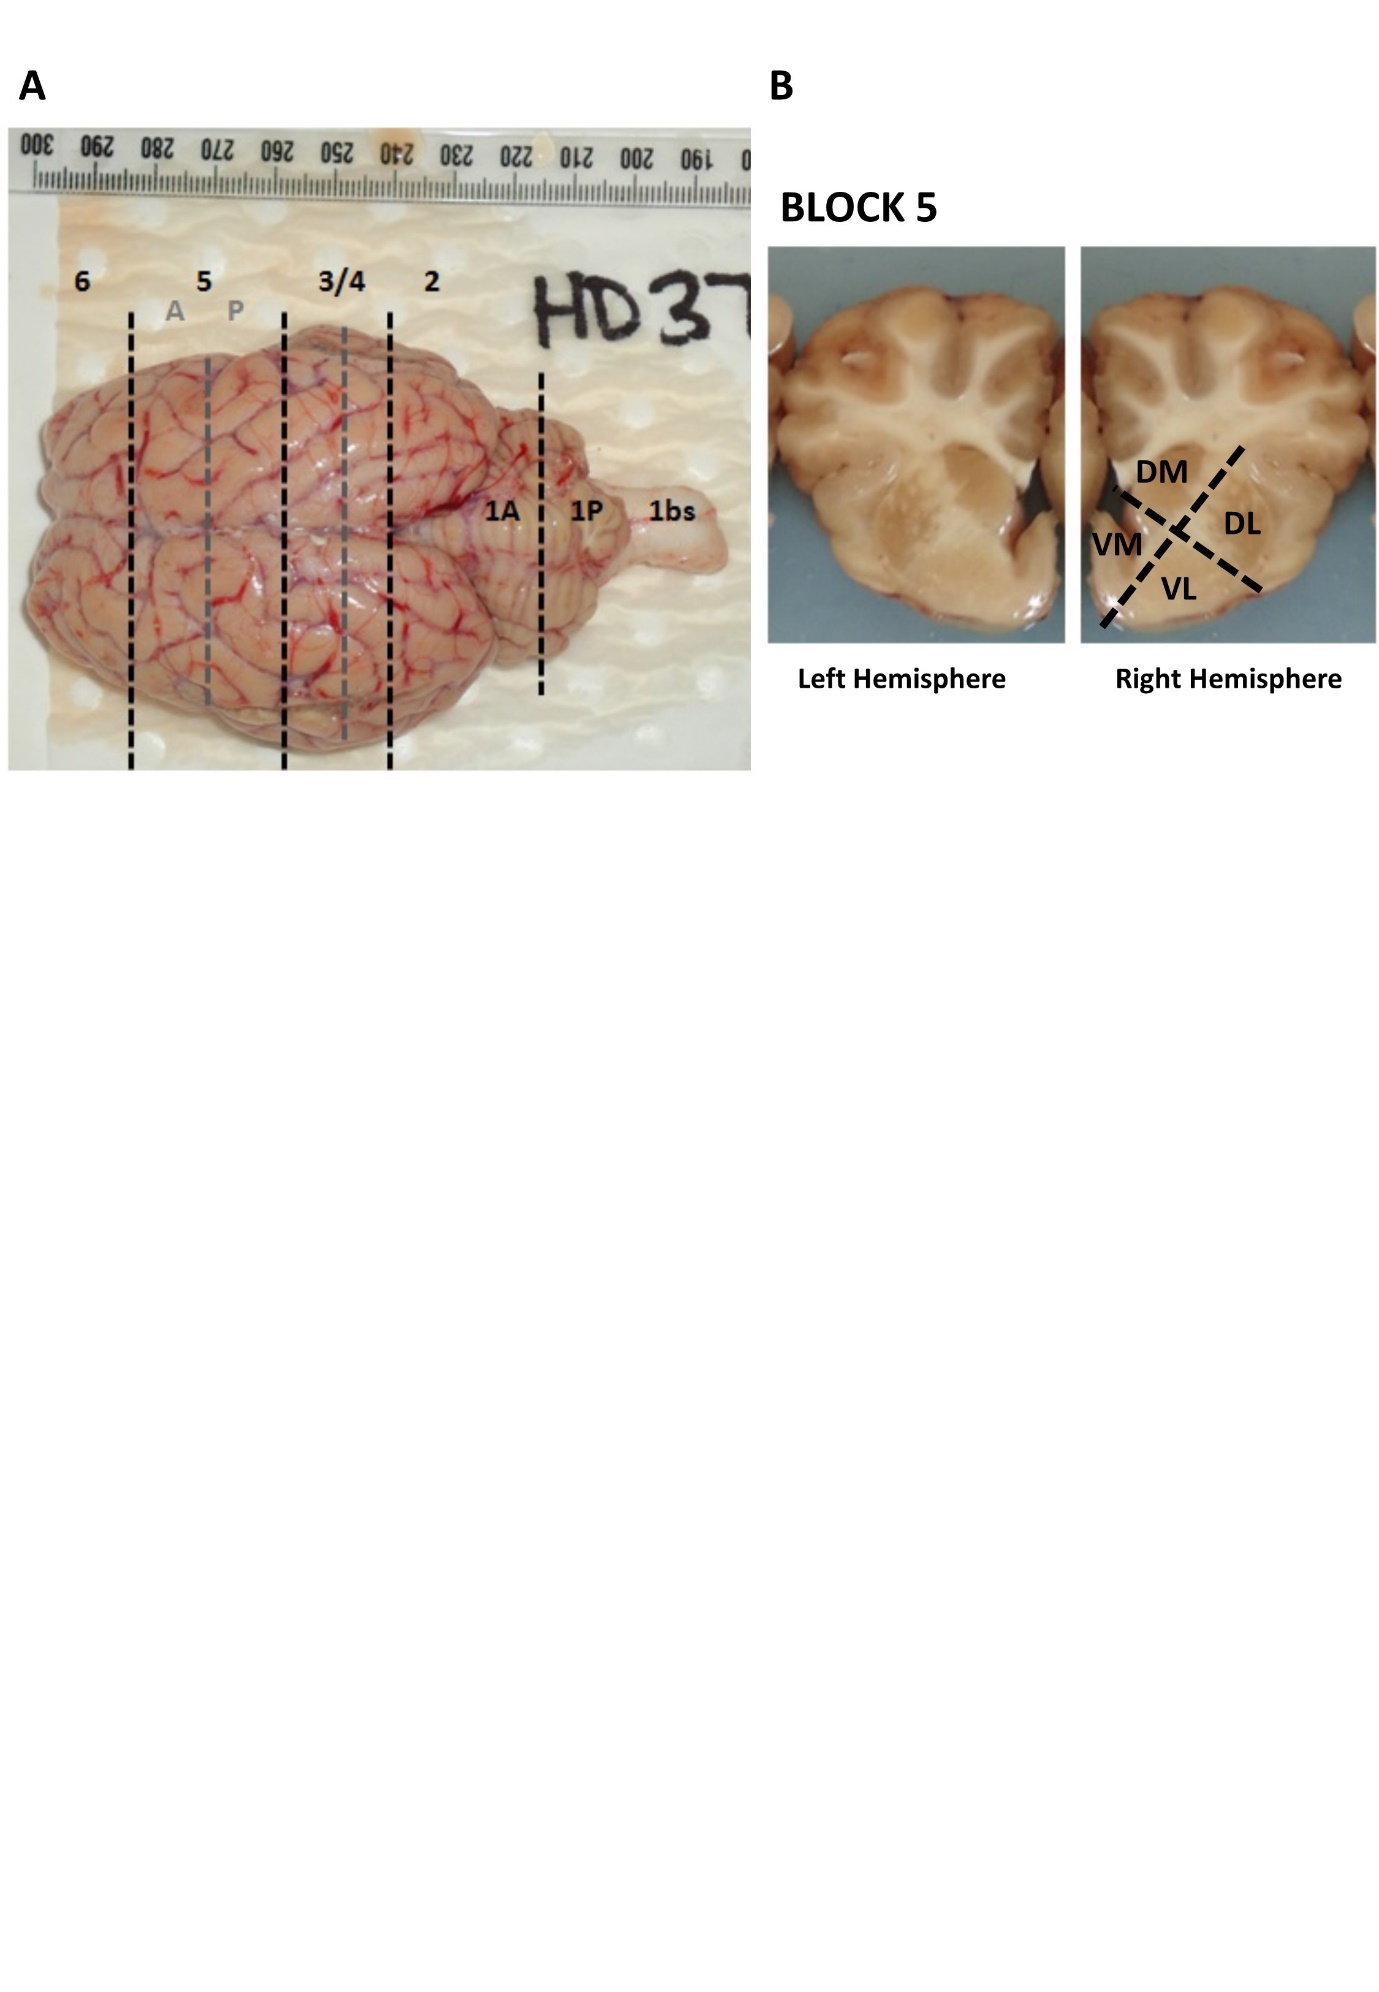
**Supplementary Figure 1** **Overview of brain sectioning procedure during sample collection.** (A) Superior view of a freshly extracted sheep brain showing positions of coronal sectioning. Black dashed lines indicate the initial blocks made from the whole brain. Grey dashed lines indicate sections made from the initial blocks. Block 5 was further subdivided into 5A (anterior) and 5P (posterior). (B) Left and right hemisphere of block 5 sectioning. The striatum was identified within block 5 and further subdivided into 4 subsamples, denoted as dorsal-lateral (DL), dorsal-medial (DM), ventral-medial (VM) and ventral-lateral (VL). The ventral medial sample from the anterior striatum (5A) of the left hemisphere was utilised for the generation of single nuclei transcriptomes.

Supplementary Figure 2 Multiplexed single nuclei RNA-seq libraries

| 10X Library | Samples | Case-control group |
| --- | --- | --- |
| 1 | HC373, HC337 | Control |
| 2 | HC382, HC335 | Control |
| 3 | HD372, HD317 | *OVT73* |
| 4 | HC357 | Control |
| 5 | HD377, HD339 | *OVT73* |
| 6 | HC334 | Control |
| 7 | HD376, HD383 | *OVT73* |

| **10X library** | **1** | **2** | **3** | **4** | **5** | **6** | **7** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Estimated #Nuclei** | 4,274 | 4,798 | 4,446 | 4,114 | 5,548 | 3,277 | 8,815 |
| **% Sequencing Saturation^1^** | 55.2 | 49.8 | 57.0 | 45.2 | 36.4 | 50.0 | 47.0 |
| **Total Reads** | 269,984,512 | 247,433,323 | 257,211,090 | 145,901,637 | 241,316,556 | 163,670,979 | 377,815,731 |
| **Total Genes detected** | 20,866 | 20,675 | 20,554 | 20,094 | 20,784 | 20,240 | 21,520 |
| **Median UMI/Barcode** | 1,902 | 1,766 | 2,162 | 2,064 | 2,386 | 2,212 | 2,612 |
| **Mean Reads/Barcode** | 63,169 | 51,570 | 57,852 | 35,465 | 43,496 | 49,945 | 42,861 |
| **Median Genes/Barcode** | 1,115 | 1,032 | 1,188 | 1,090 | 1,202 | 1,192 | 1,331 |
| **% Fraction Reads in Barcode** | 77.8 | 75.1 | 78.8 | 82.6 | 84.6 | 85.9 | 90.3 |
| **% Reads Mapped to Genome** | 98.9 | 98.7 | 98.9 | 98.9 | 98.6 | 98.9 | 96.0 |
| **% Reads Mapped to Transcriptome** | 25.4 | 30.6 | 32.8 | 32.5 | 32.6 | 33.1 | 40.0 |
| **% Reads Mapped to Exonic Regions** | 7.6 | 8.9 | 8.6 | 7.2 | 6.5 | 7.3 | 6.5 |
| **% Reads Mapped to Intronic Regions** | 57.8 | 55.1 | 55.7 | 56.9 | 57.3 | 56.3 | 53.4 |
| **% Reads Mapped to Intergenic Regions** | 27.6 | 28.4 | 28.9 | 29.8 | 29.5 | 30.4 | 30.2 |
| **% Reads Mapped Antisense to Gene** | 39.8 | 33.3 | 31.4 | 31.6 | 31.1 | 30.4 | 19.8 |
| **% Q30 Bases in Barcode** | 97.2 | 97.3 | 96.9 | 97.1 | 96.6 | 97.0 | 97.0 |
| **% Q30 Bases in RNA Read** | 91.6 | 91.7 | 90.6 | 91.4 | 91.0 | 91.5 | 91.3 |
| **% Q30 Bases in UMI** | 97.3 | 97.4 | 96.9 | 97.1 | 96.6 | 97.1 | 96.9 |

Supplementary Figure 3 Summary statistics for multiplexed single nuclei RNA libraries

^1^Sequencing saturation defined as the fraction of reads originating from an already-observed UMI

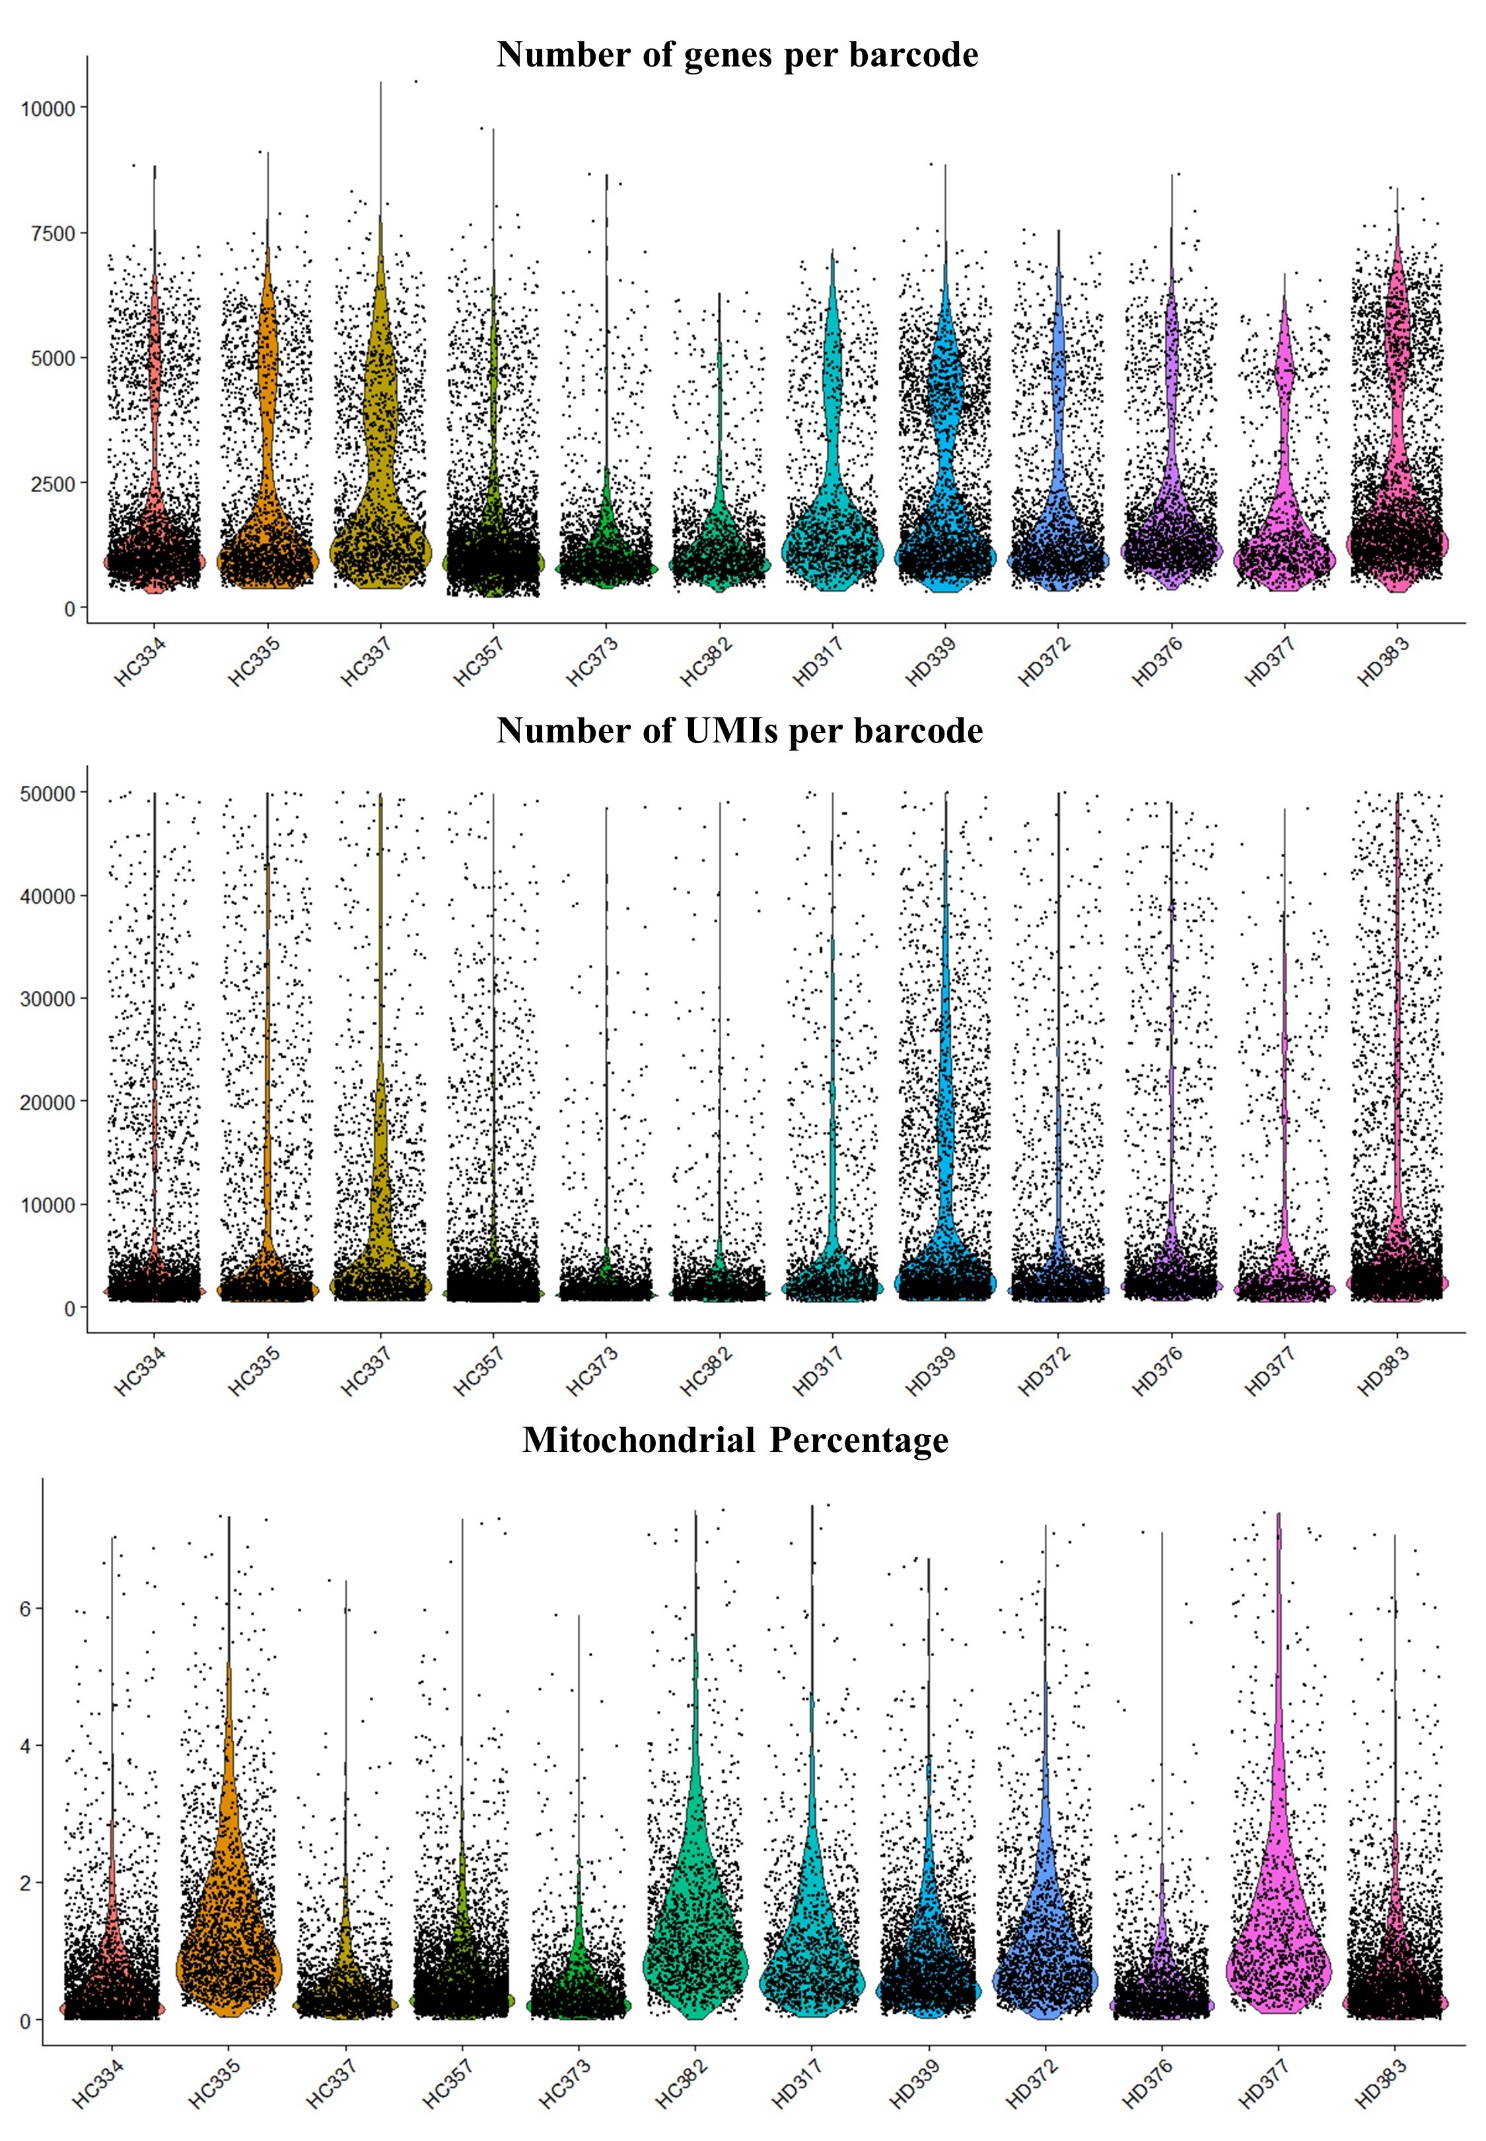
**Supplementary Figure 4 Quality control metrics for single nuclei RNA libraries.**

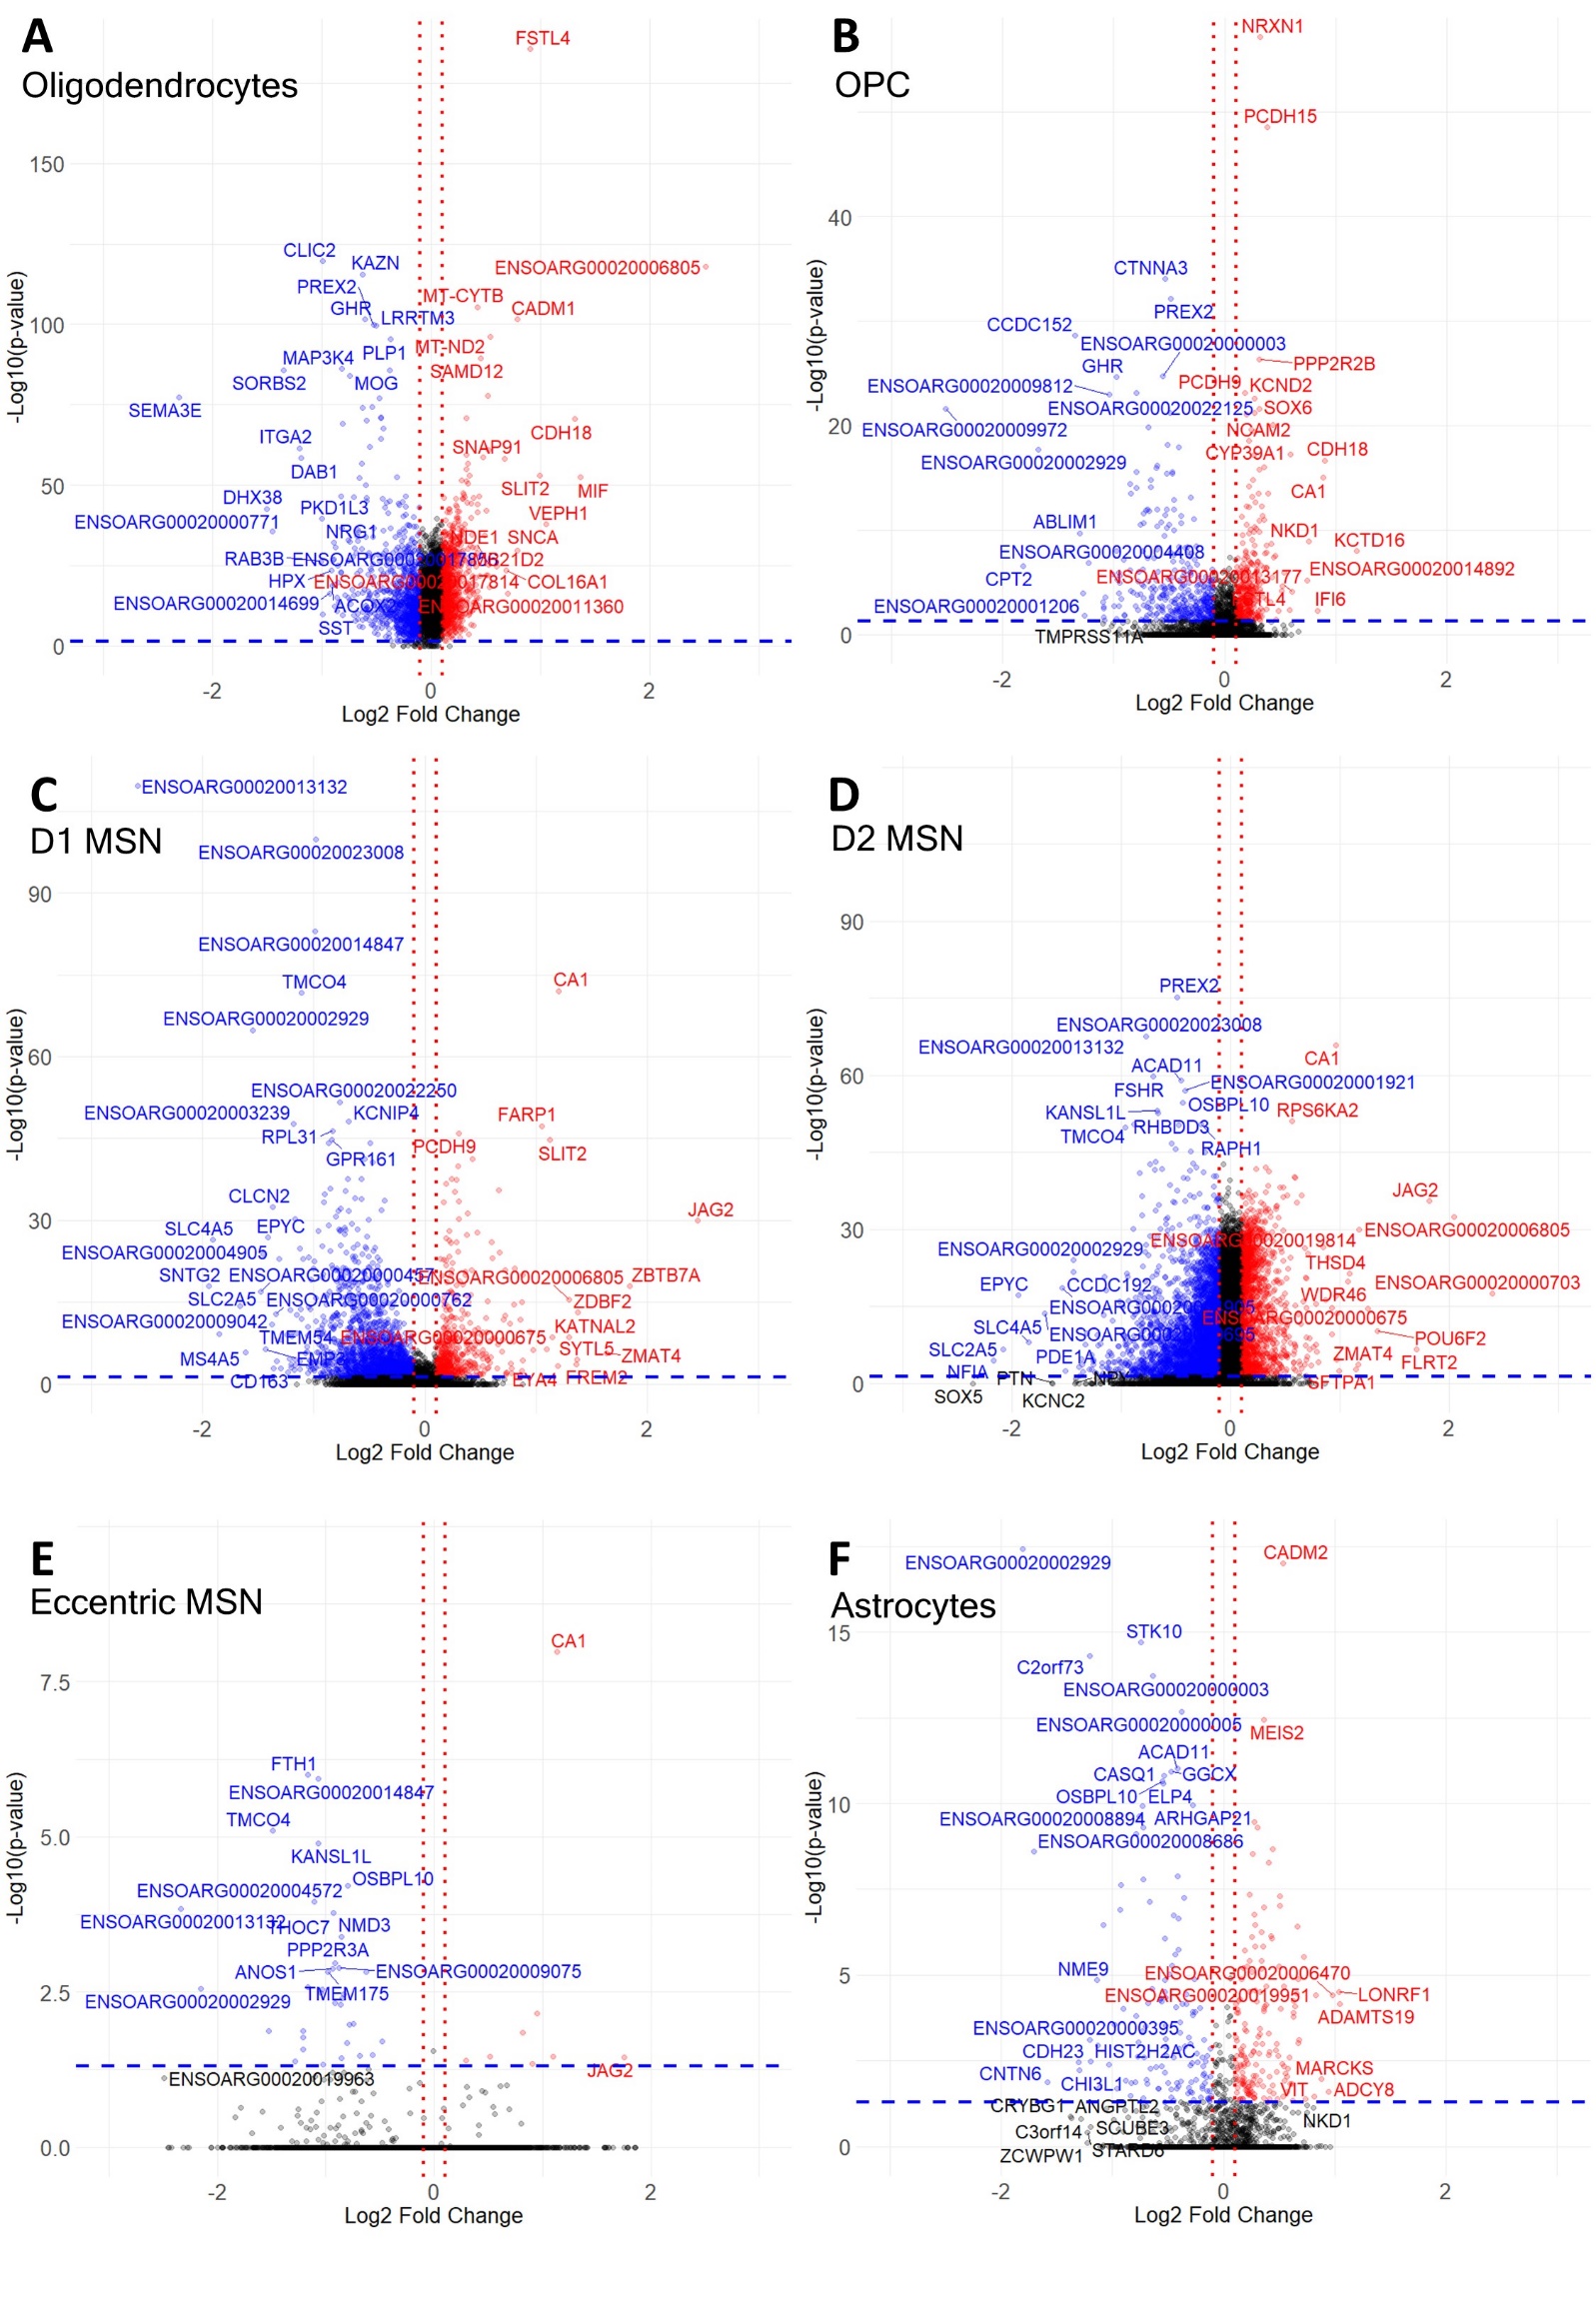

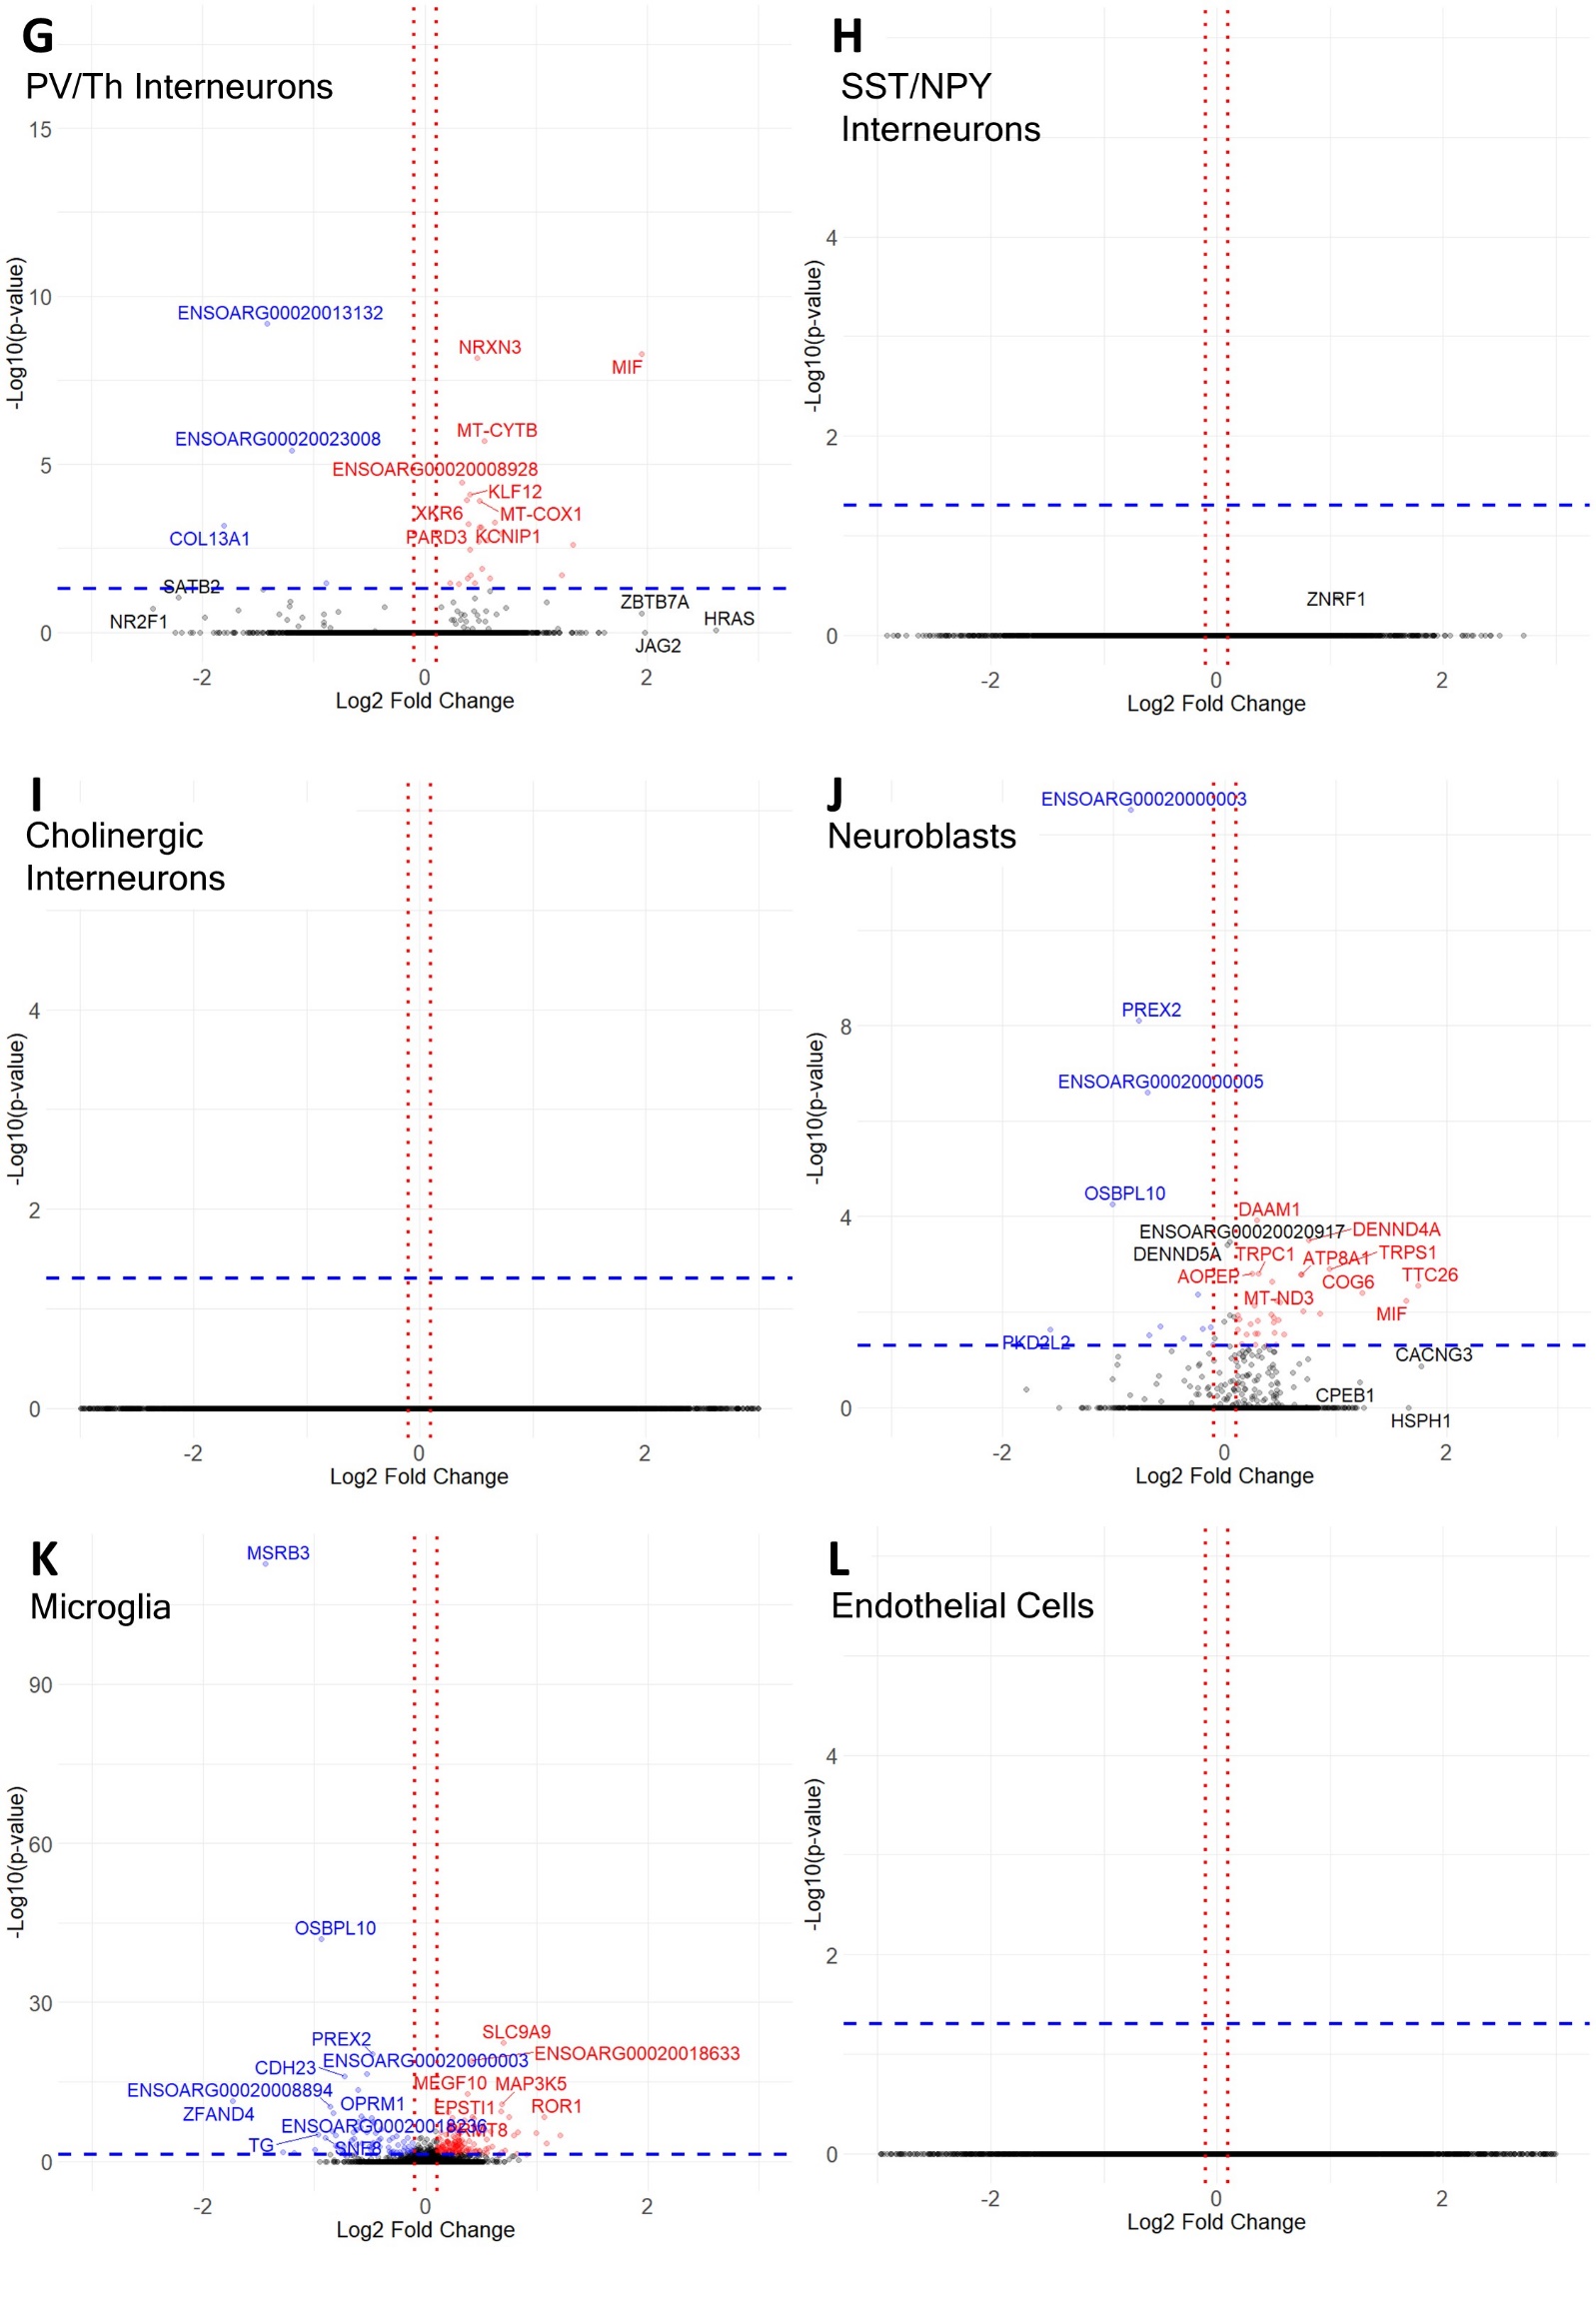

**Supplementary Figure 5 Volcano plot of differentially expressed genes (DEGs) between *OVT73* and control for each cell type identified in the sheep striatum.** Horizontal blue line shown at p=0.05, vertical red lines shown at log2 fold change of -0.1 and 0.1.

**
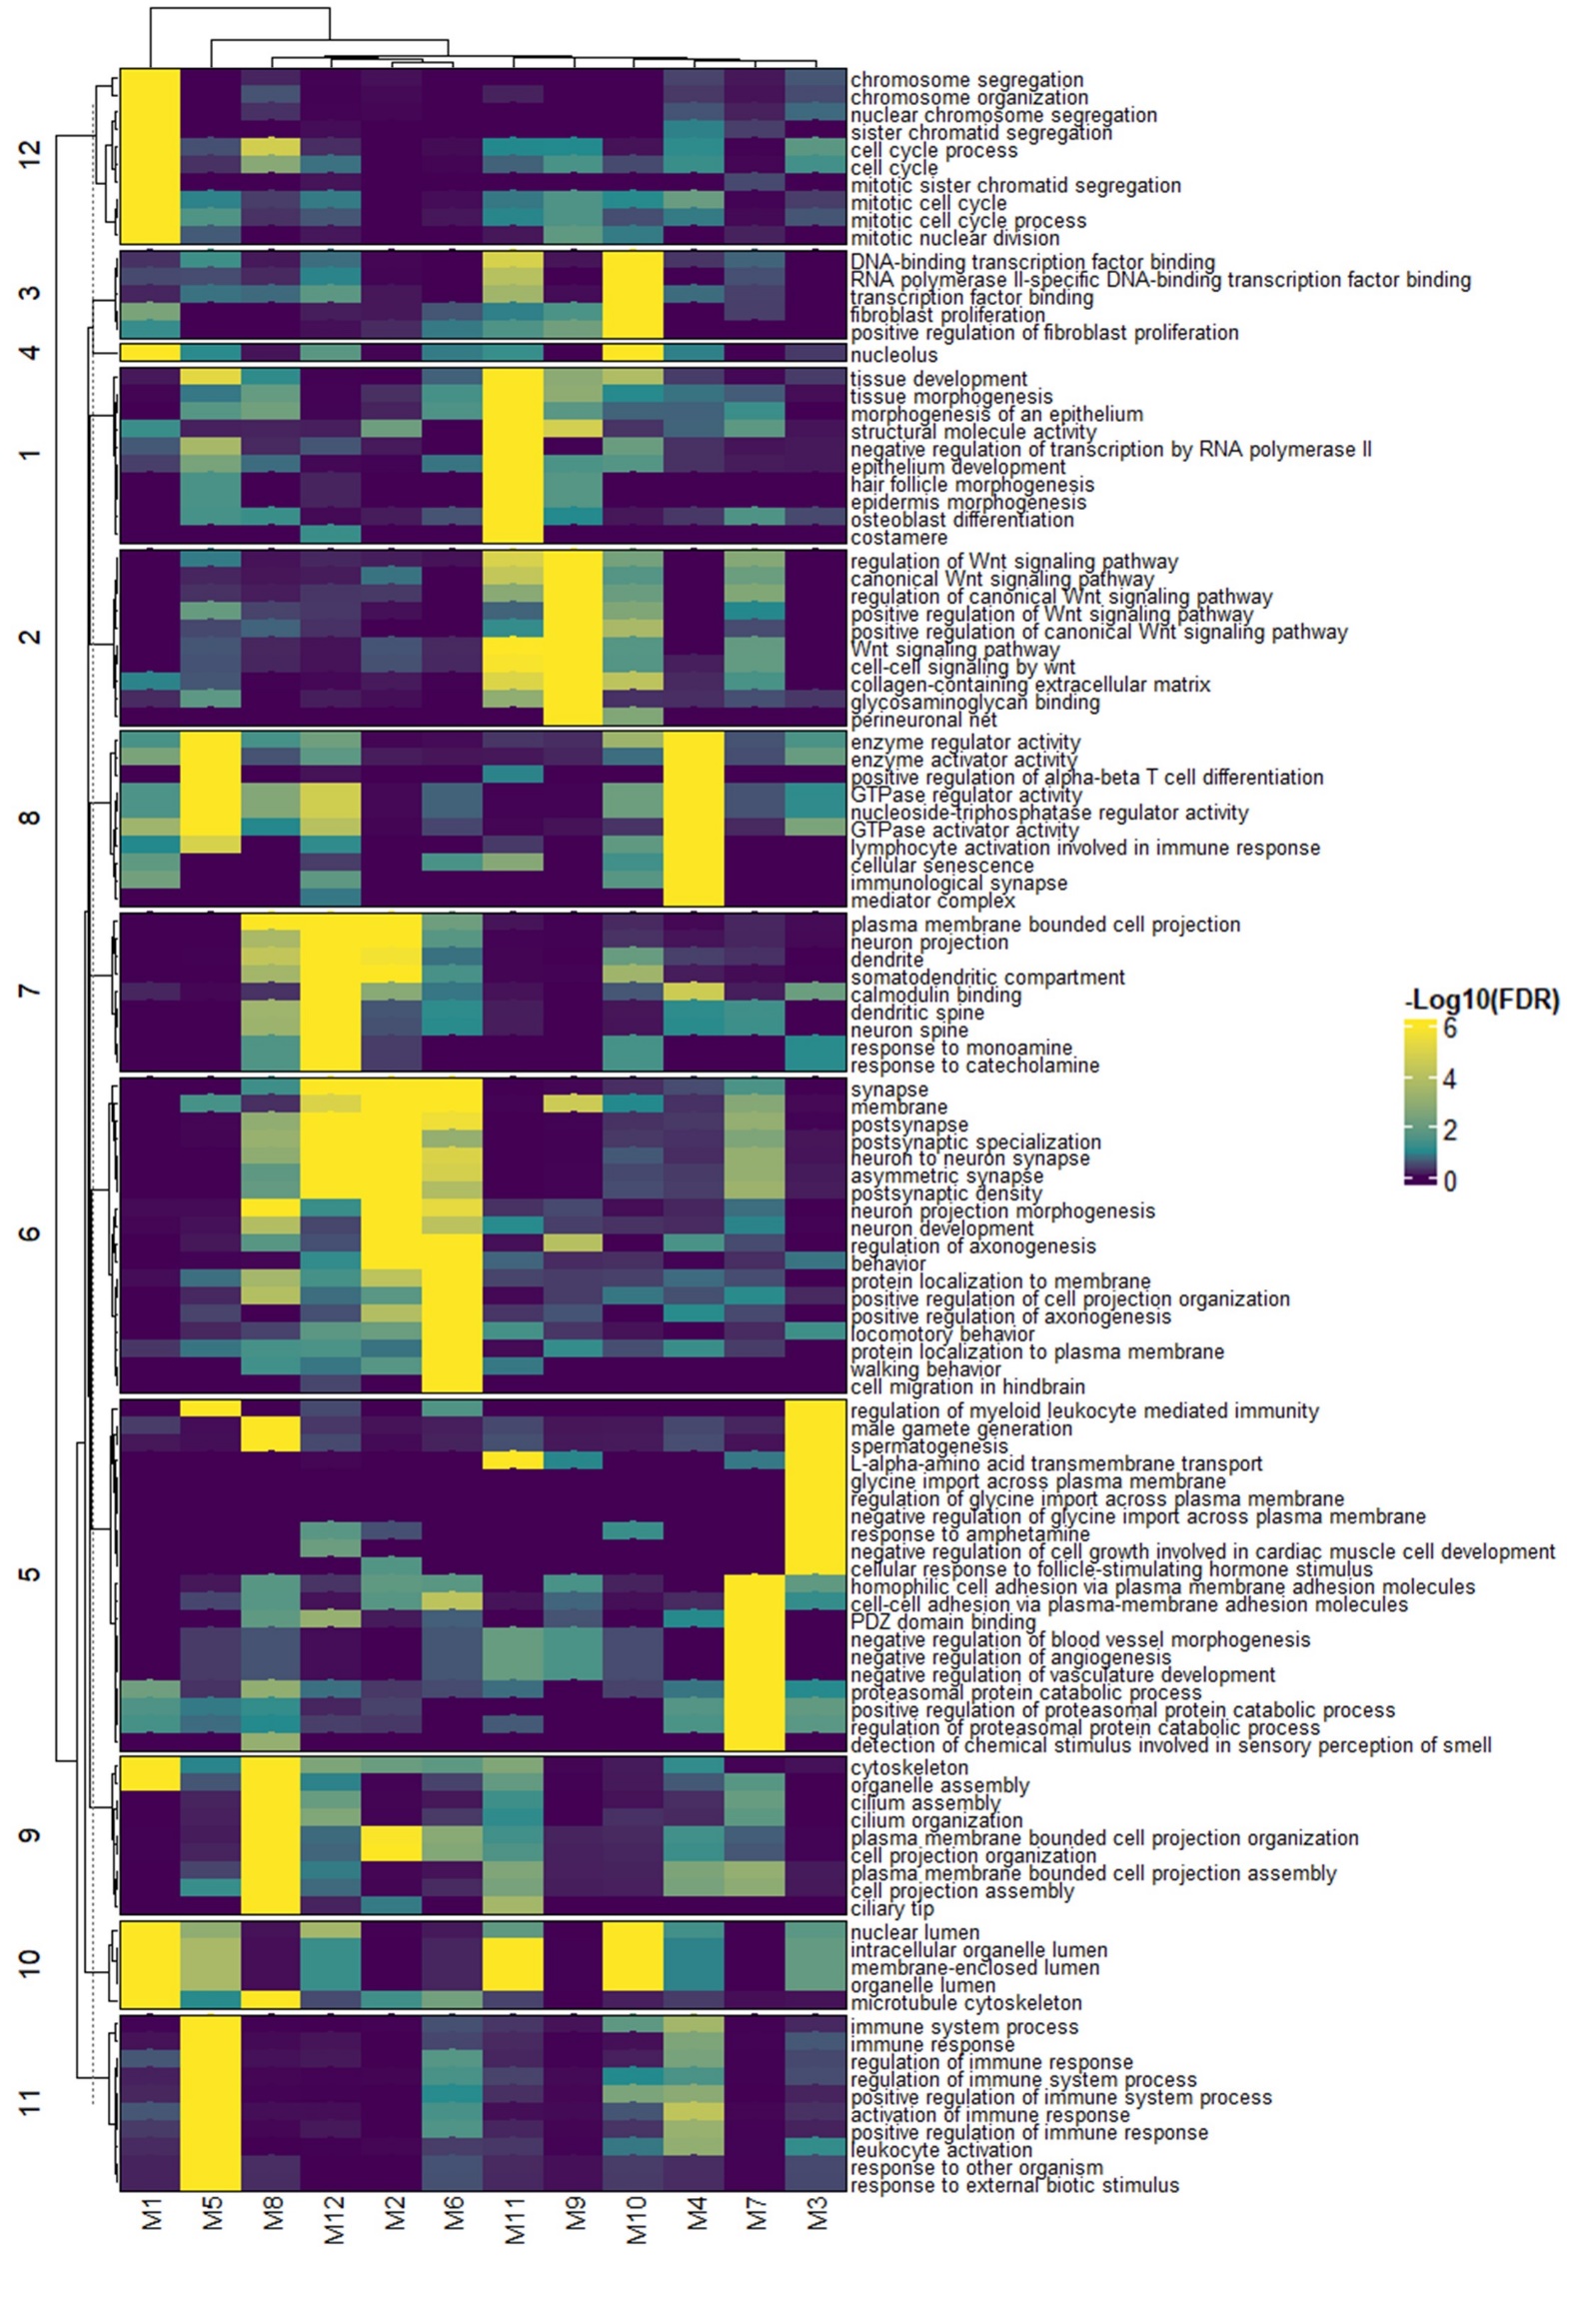
Supplementary Figure 6 Clustered heatmap of gene ontology terms for gene modules.** The 10 most significant gene ontology terms ordered by FDR adjusted p-values for each gene module are shown.

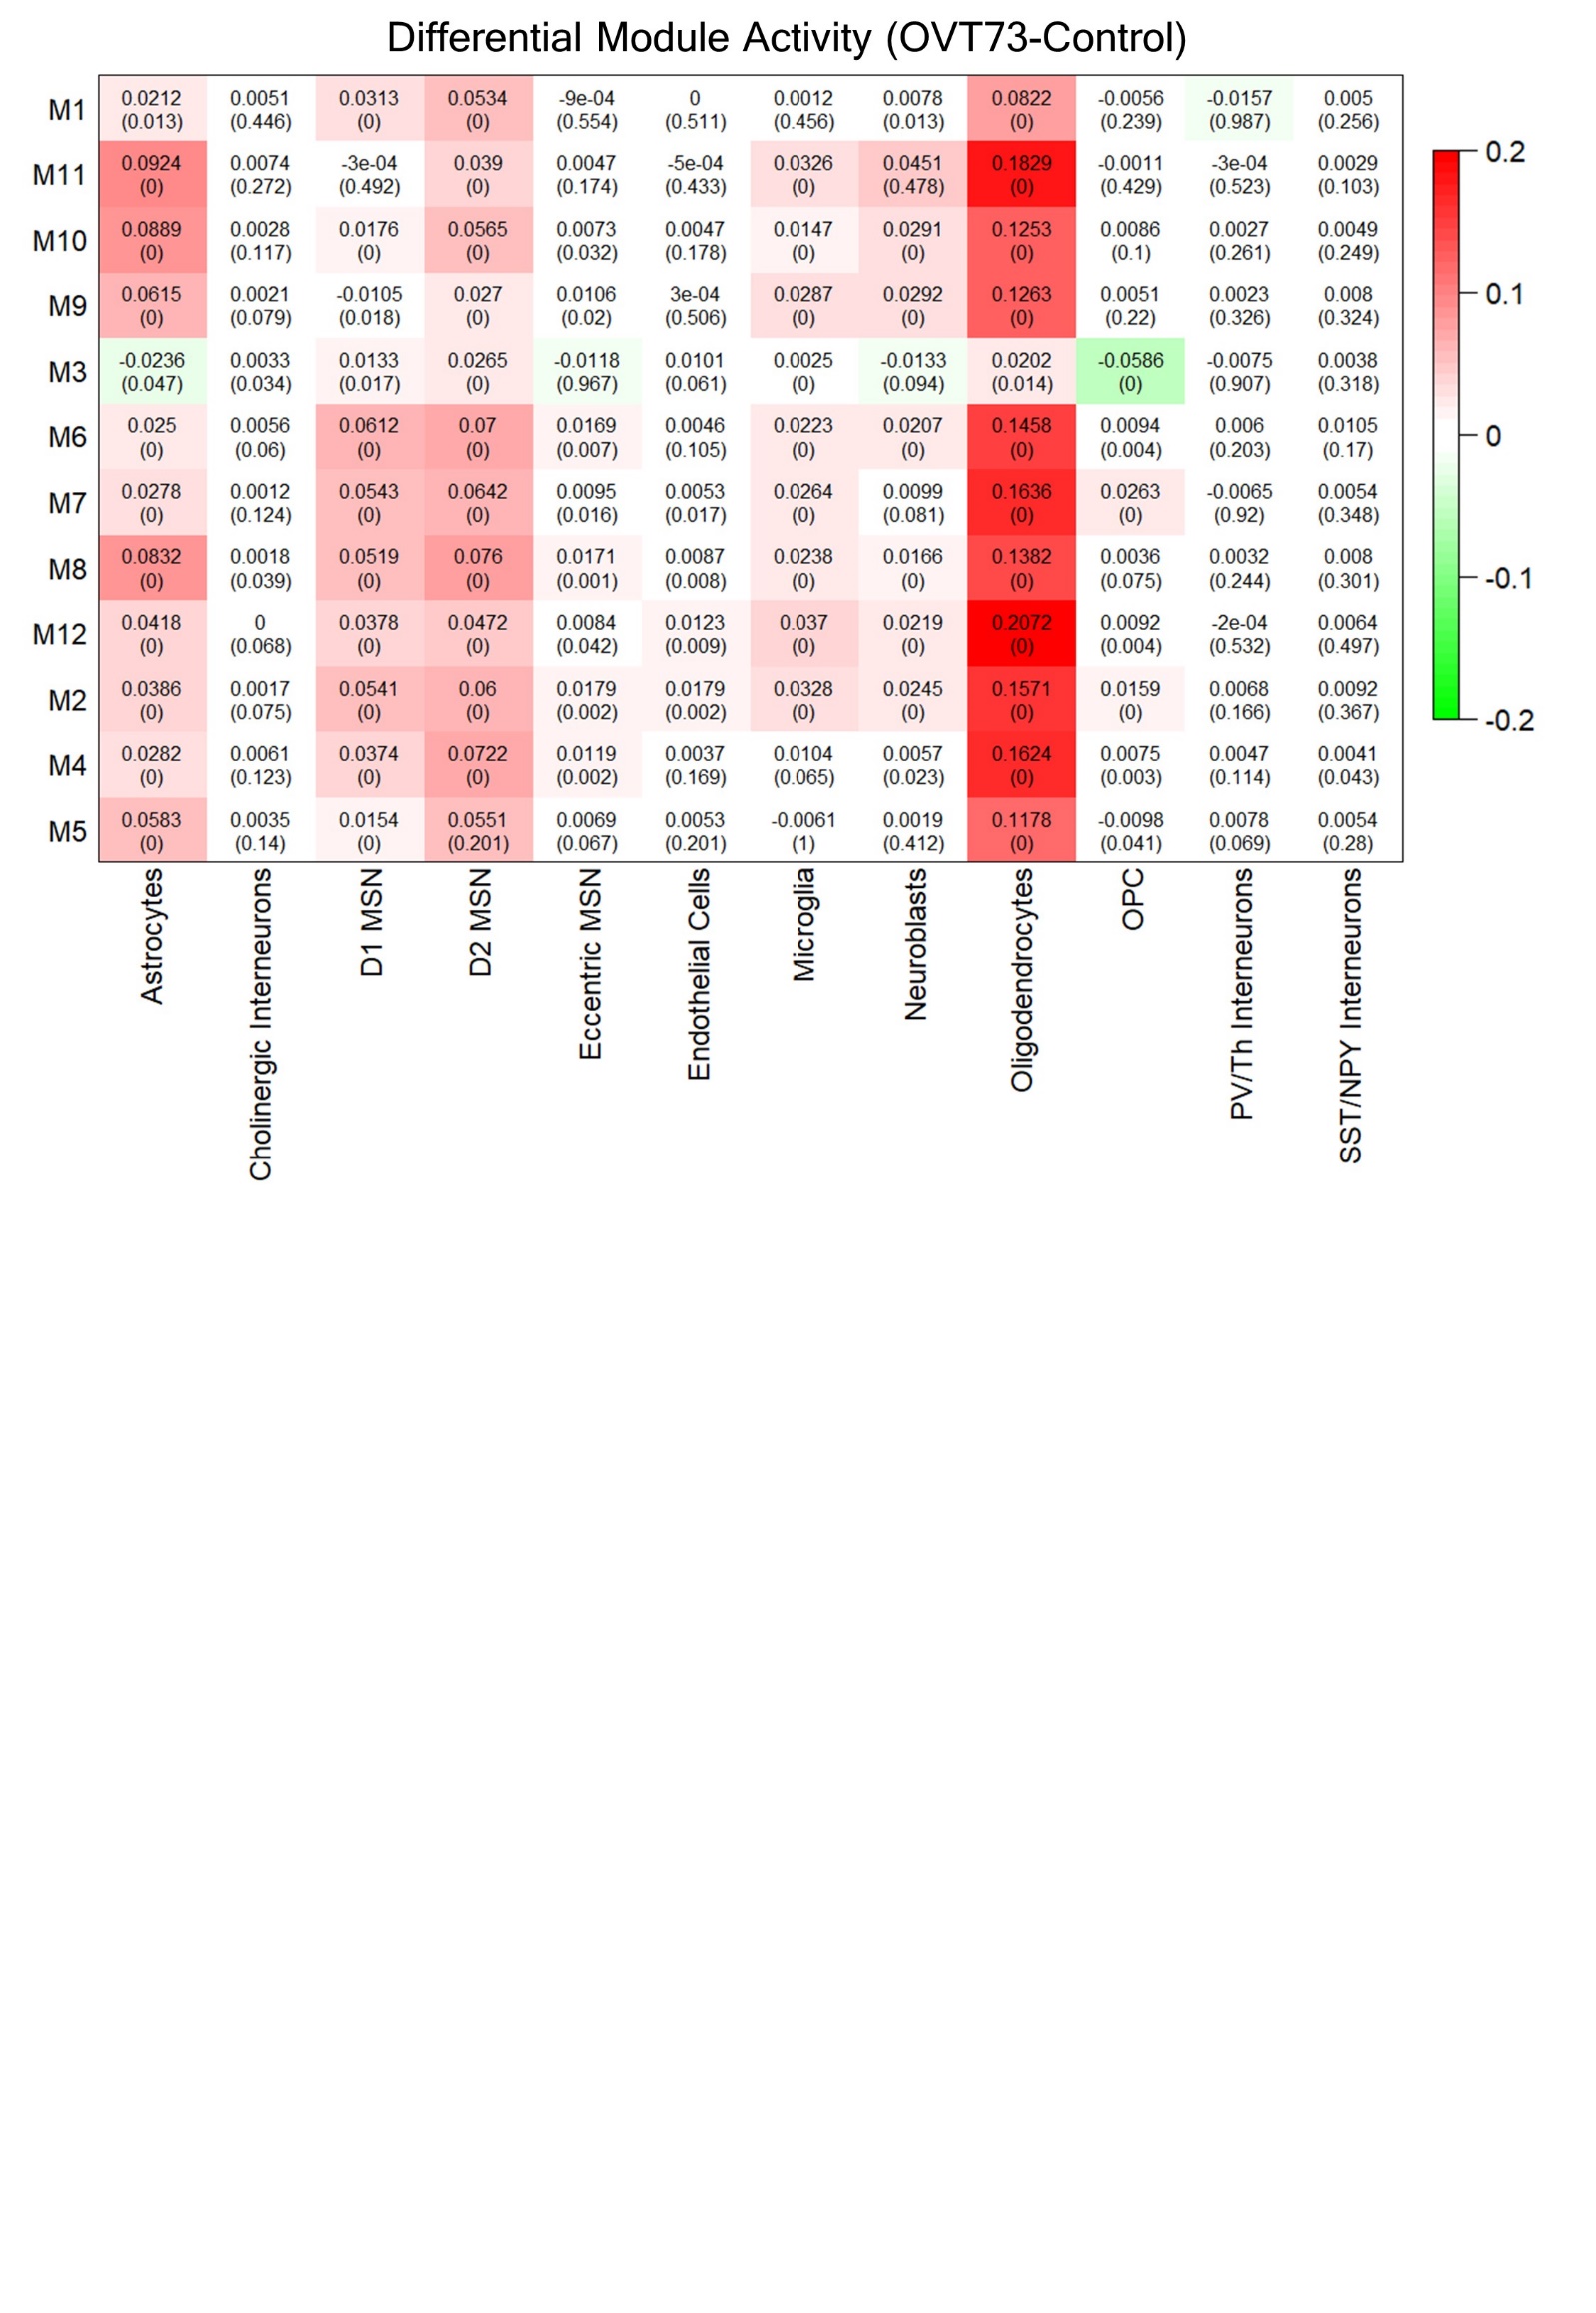

Supplementary Figure 7 Differential co-expression module activity between *OVT73* and control cell types. Module activity in cell types were determined by computing the module eigengene (first principal component) using normalised expression values of module genes. Differential module activity was computed by subtraction of module eigengene values in *OVT73* and control cell types. A randomised permutation test with 2000 permutations was performed to determine significant differential module activity between *OVT73* and control cell types. P-values of the randomised permutation test are shown in the parentheses.

**
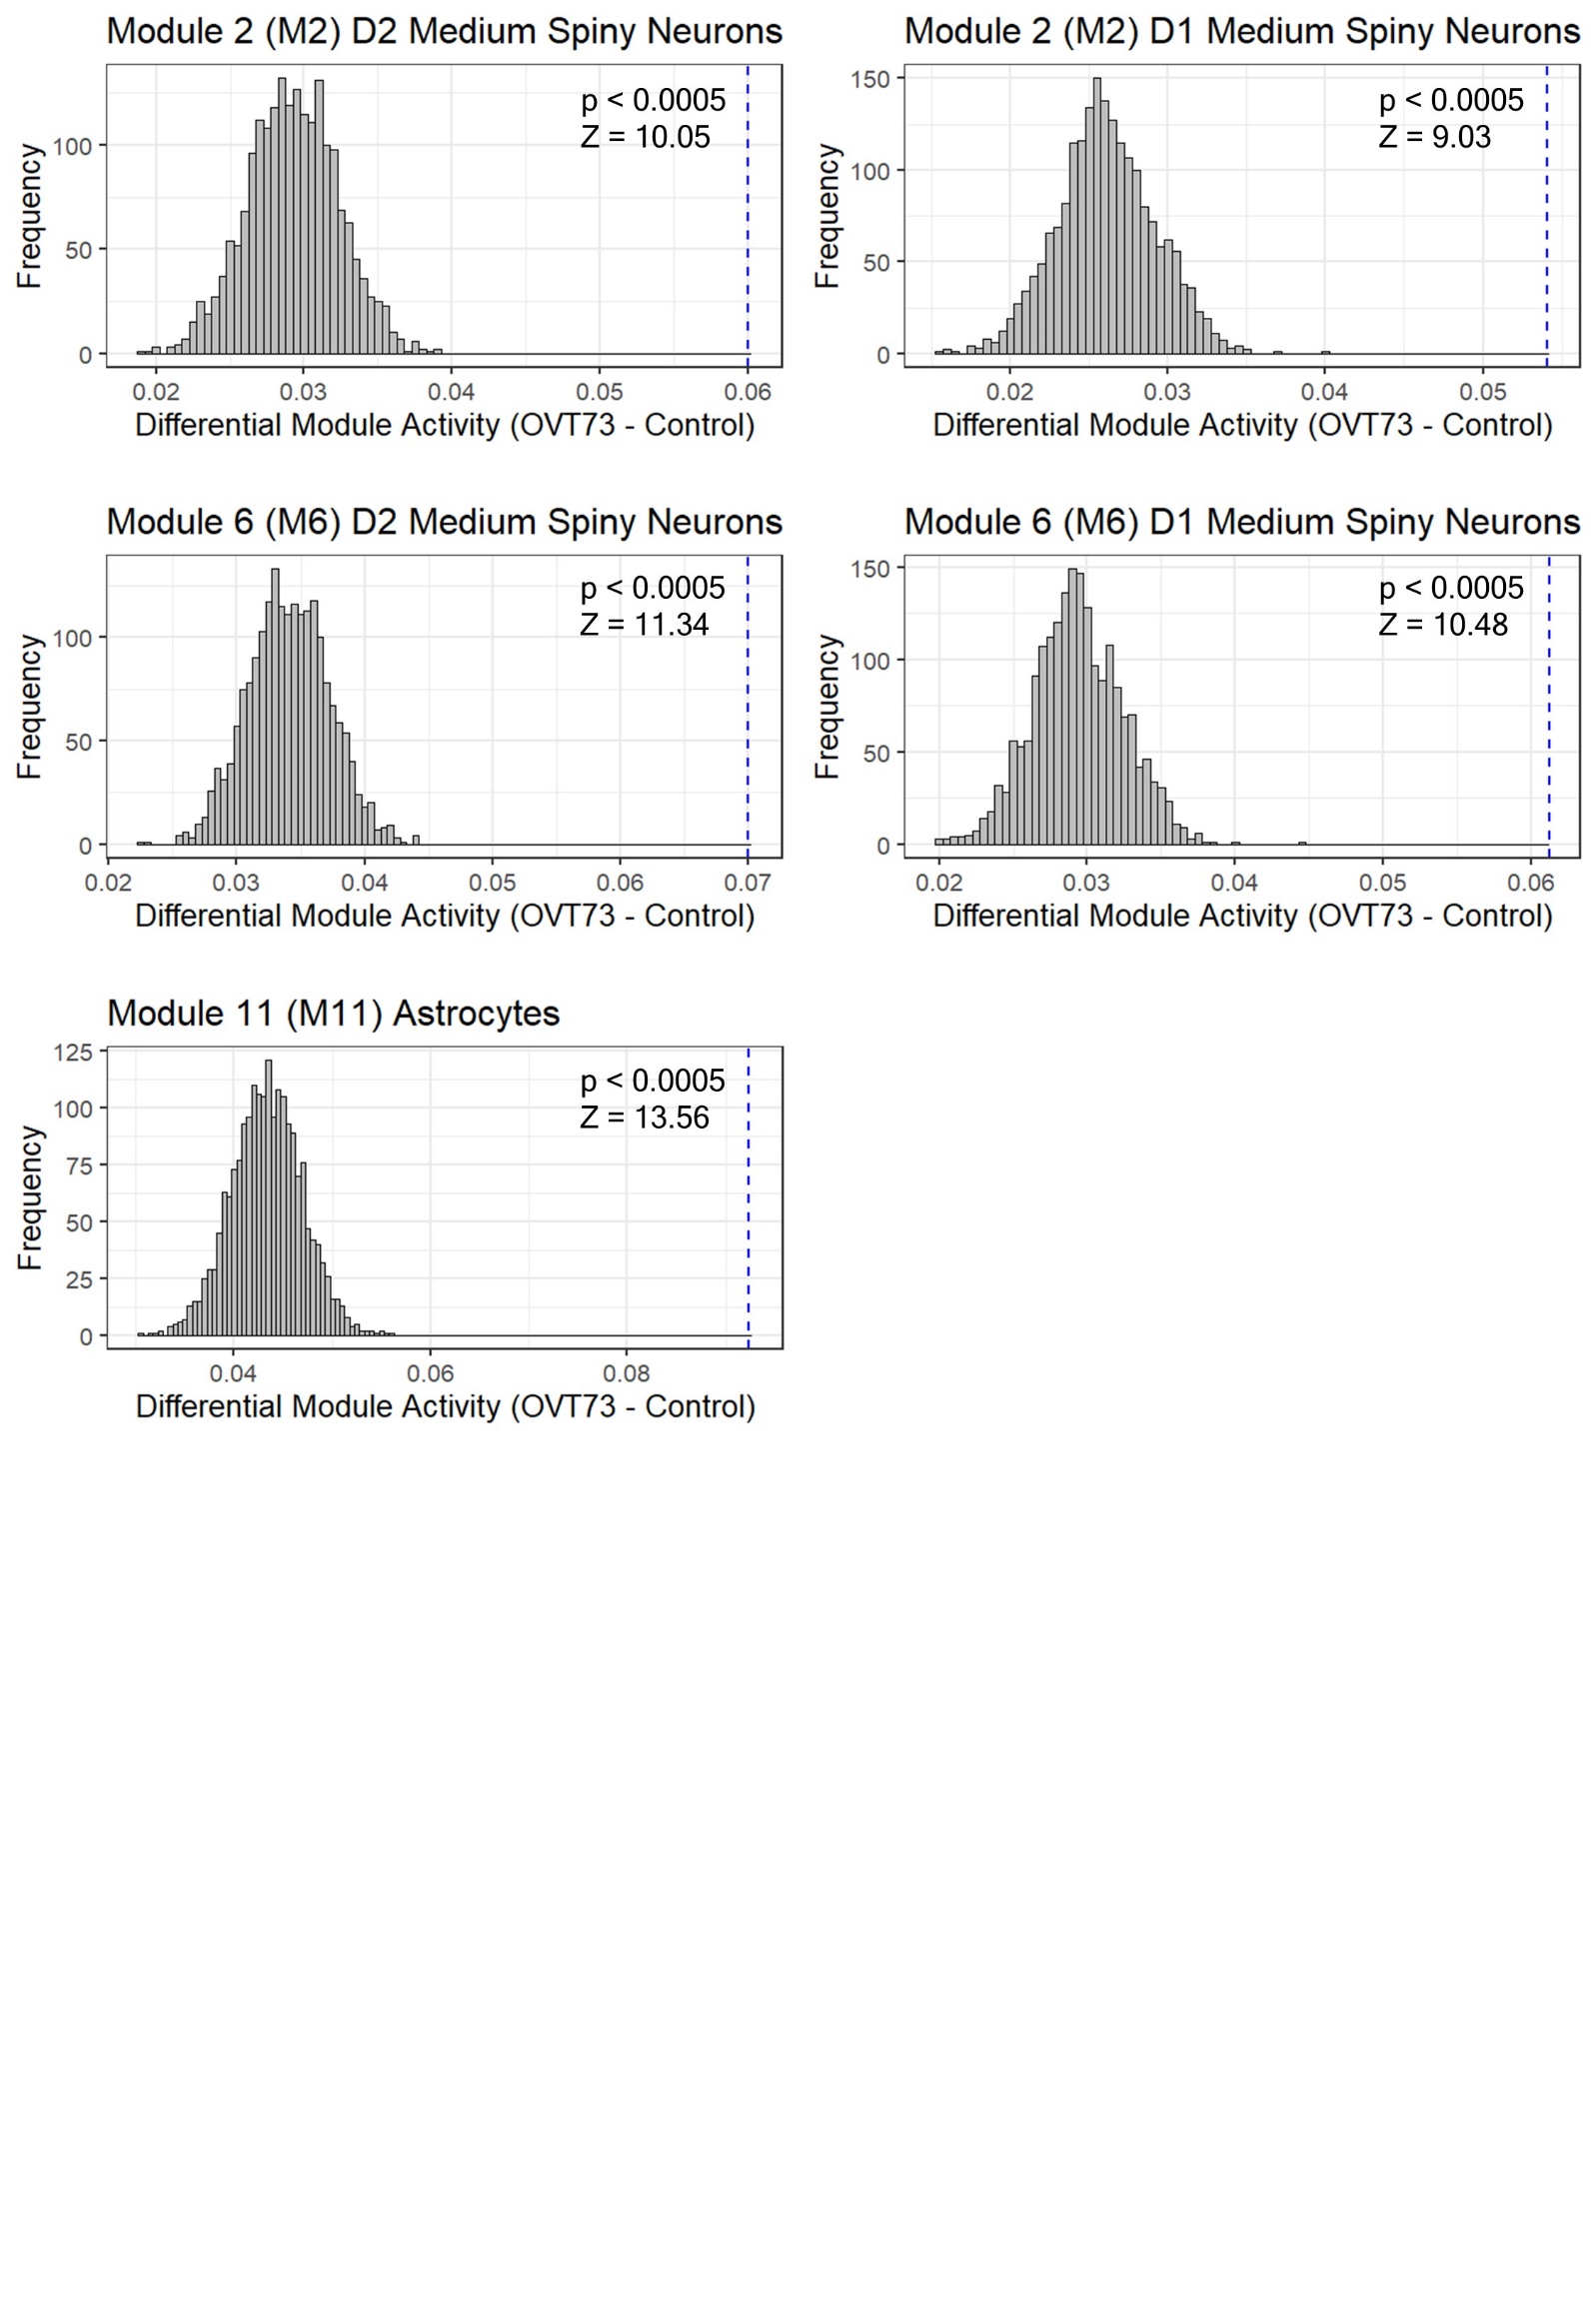
Supplementary Figure 8 Distribution of expected differential module activity scores between *OVT73* and control when genotype labels are randomly assigned.** Randomised permutation tests was performed with 2,000 permutations. Blue vertical line indicates actual differential module activity score.

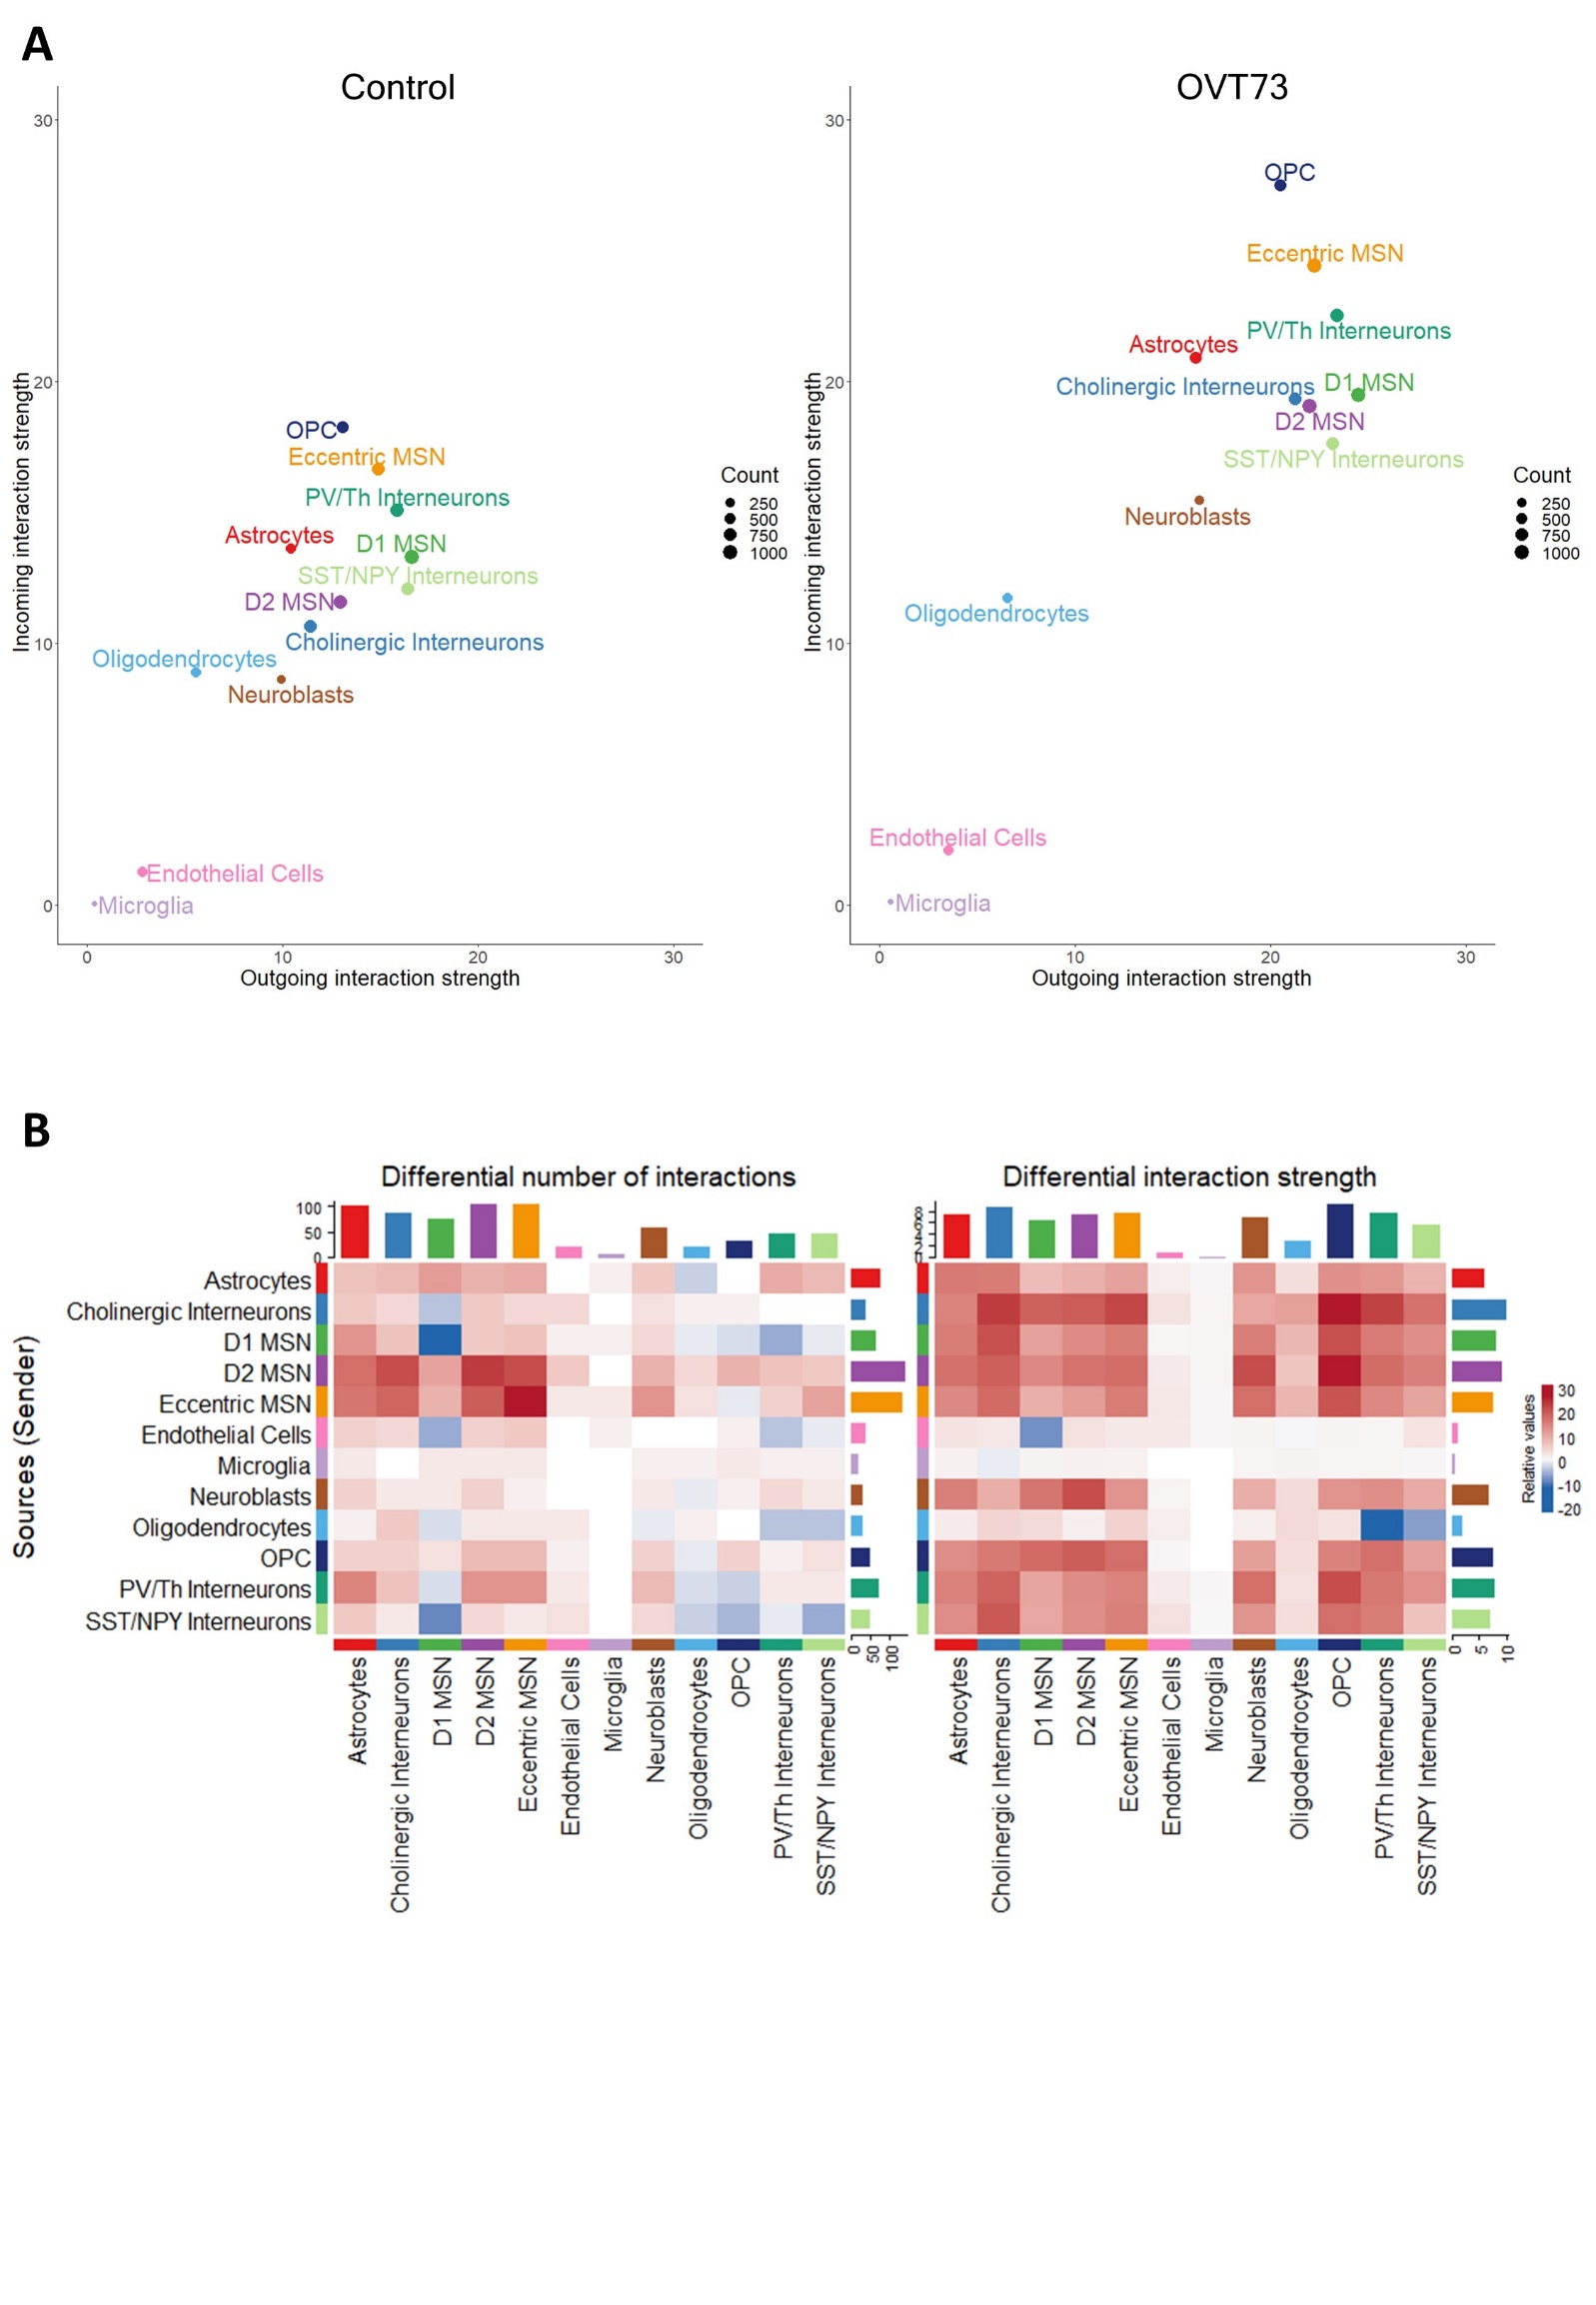

**Supplementary Figure 9 Further visualisations of CellChat cell-cell communication networks.** (A) Comparison of the cell types that exhibit different degrees of incoming interaction signalling (from other cell types) and outgoing interactions signalling (to other cell types) in *OVT73* and control. An overall decrease in signalling was observed for the control dataset compared to *OVT73*. (B) Heatmap of differential number of interactions or differential interaction strength (communication probability) between any two cell types. Red represents increased signalling in the *OVT73* cell types compared to control, blue represents decreased signalling in the *OVT73* cell types compared to control. An overall increase in the number of interactions and interaction strength was observed for the *OVT73* cell types compared to control. The top-coloured bar plot represents the sum of the columns of values displayed in the heatmap (incoming signalling). The right bar plot represents the sum of row of values (outgoing signalling).

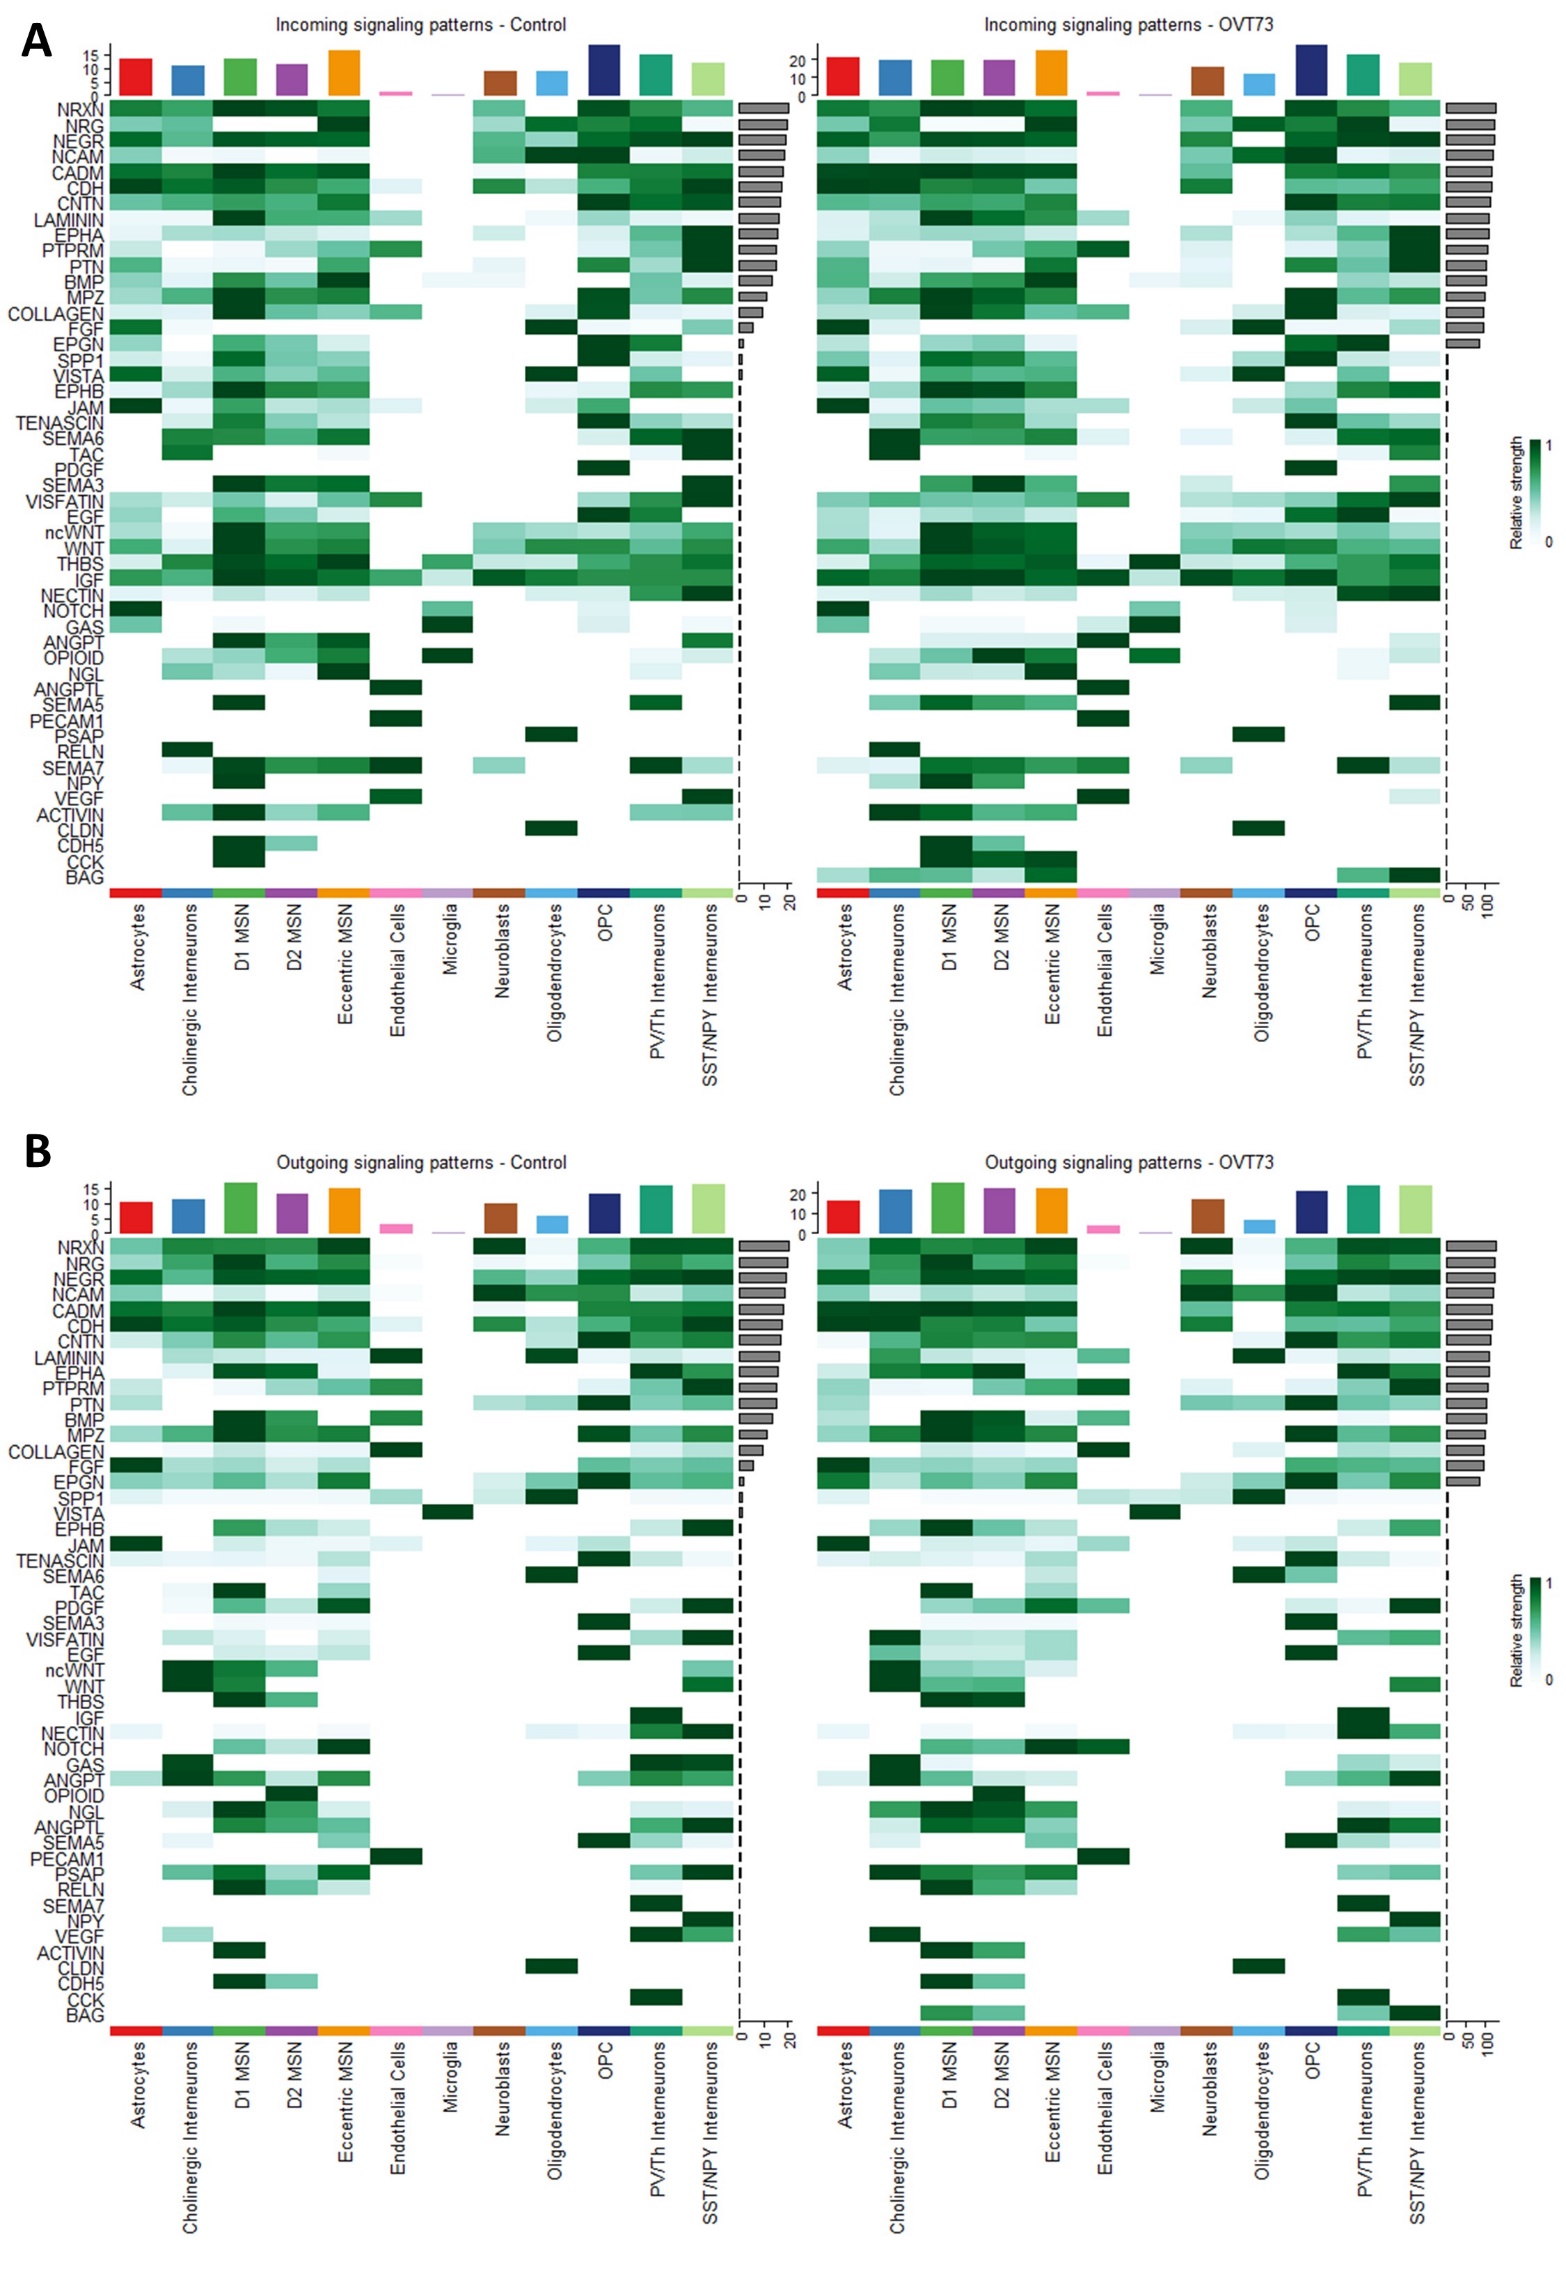
**Supplementary Figure 10 Information flow from outgoing and incoming signalling pathways.** Information flow is defined as the sum of communication probabilities (strength) of all ligand receptor pairs in the signalling pathway.

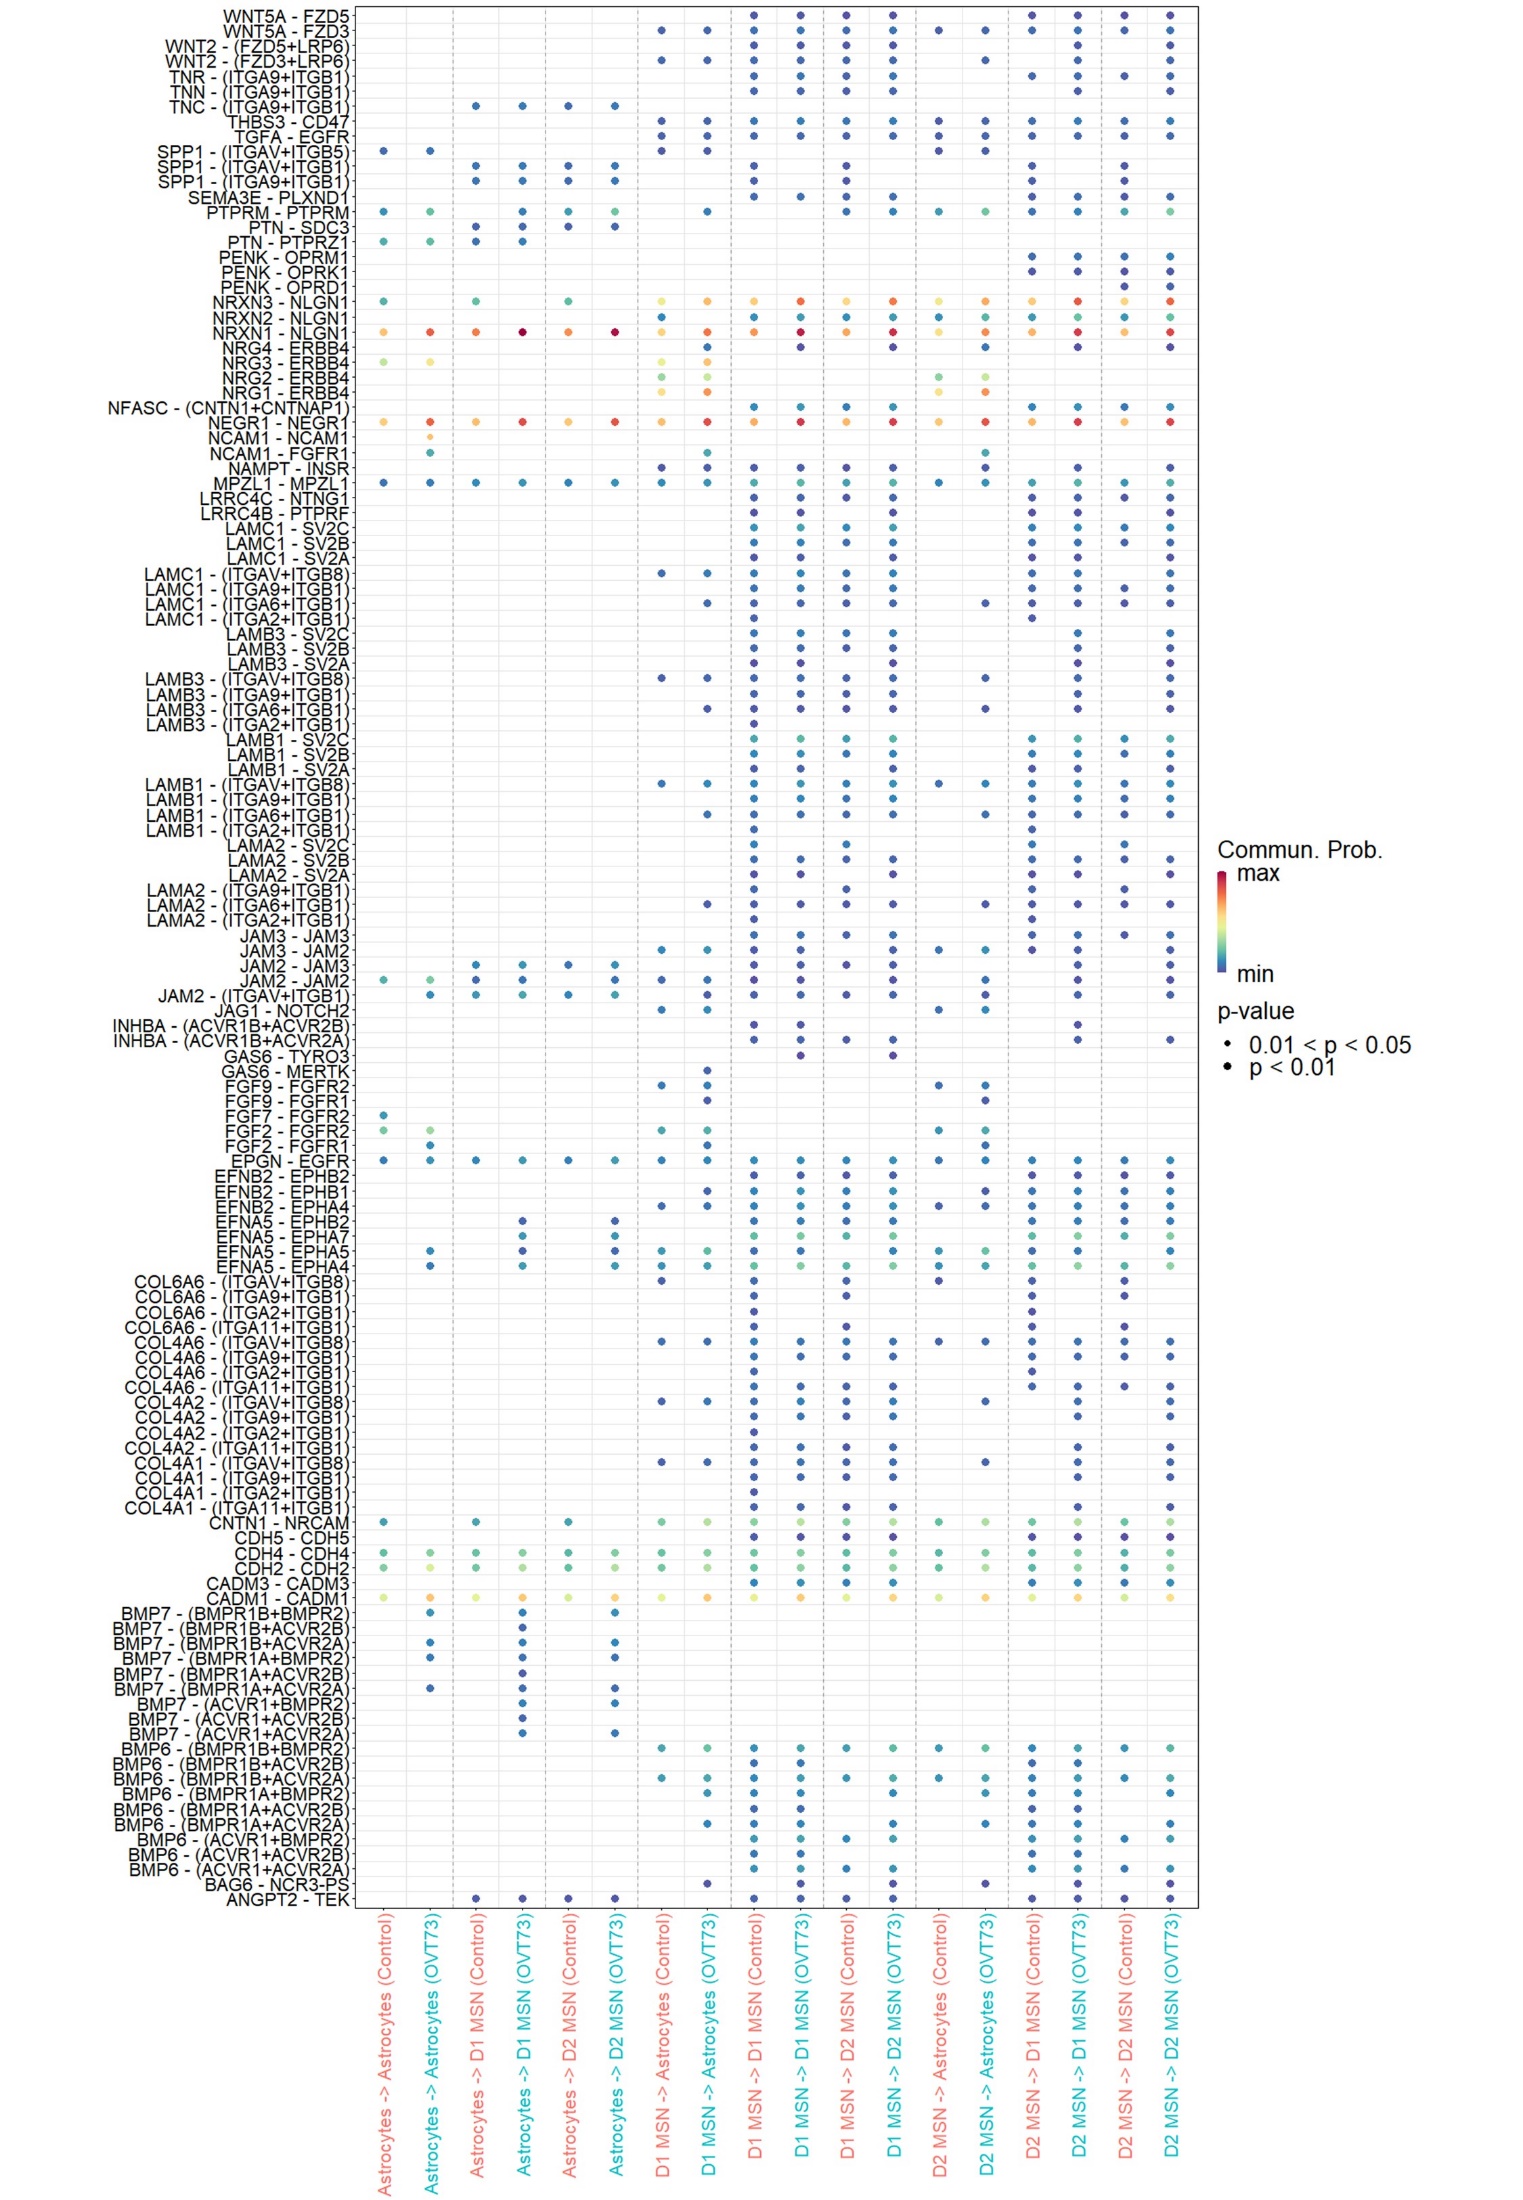
**Supplementary Figure 11 Dot plot of ligand-receptor interactions for *OVT73* and control astrocytes and medium spiny neurons (D1, D2).** Color of the dot represents the communication probability; size of the dot represents the p value. Cell-cell communication probabilities were inferred from ligand receptor expression in single nuclei RNA-seq data using CellChat.

**
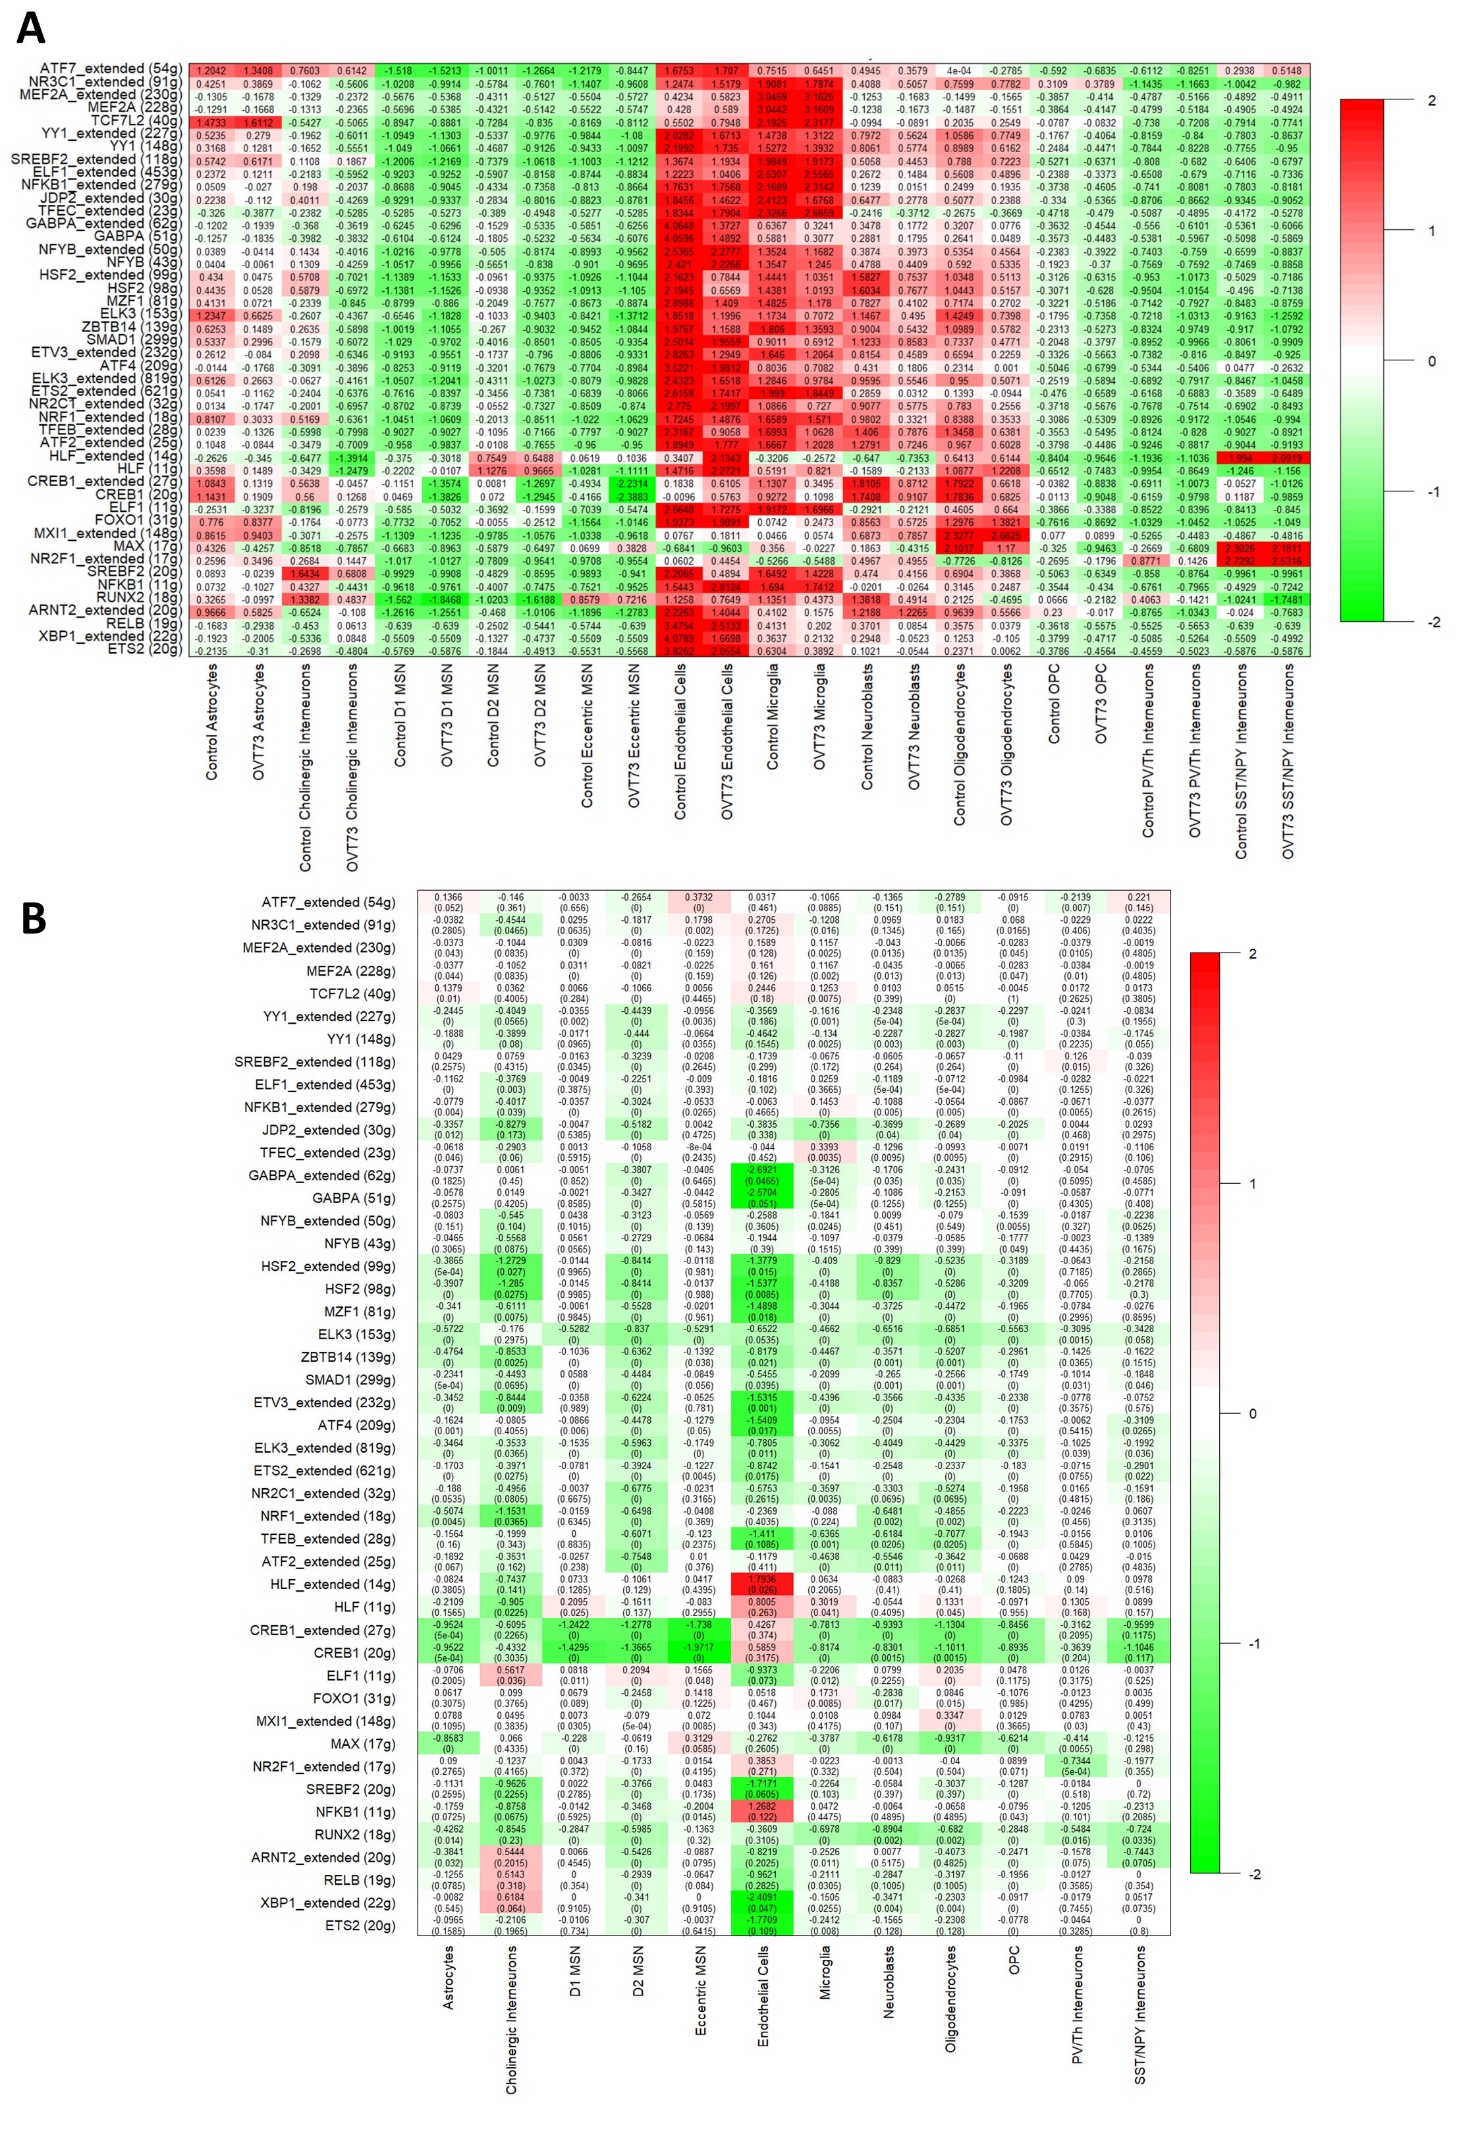
Supplementary Figure 12 Heatmap of gene regulatory network (regulon) activity in OVT73 and control cell types.** (A) Regulon activity was computed based on transcription factor regulated gene modules using OVT73 differentially expressed genes as input. A high regulon activity indicates genes within the regulon are positively regulated by the transcription factor. (B) Differential regulon activity was computed by subtraction of regulon activity in OVT73 and control cell types. A randomised permutation test with 2000 permutations was performed to determine significant differential regulon activity between OVT73 and control cell types. P-values of the randomised permutation test are shown in the parentheses.

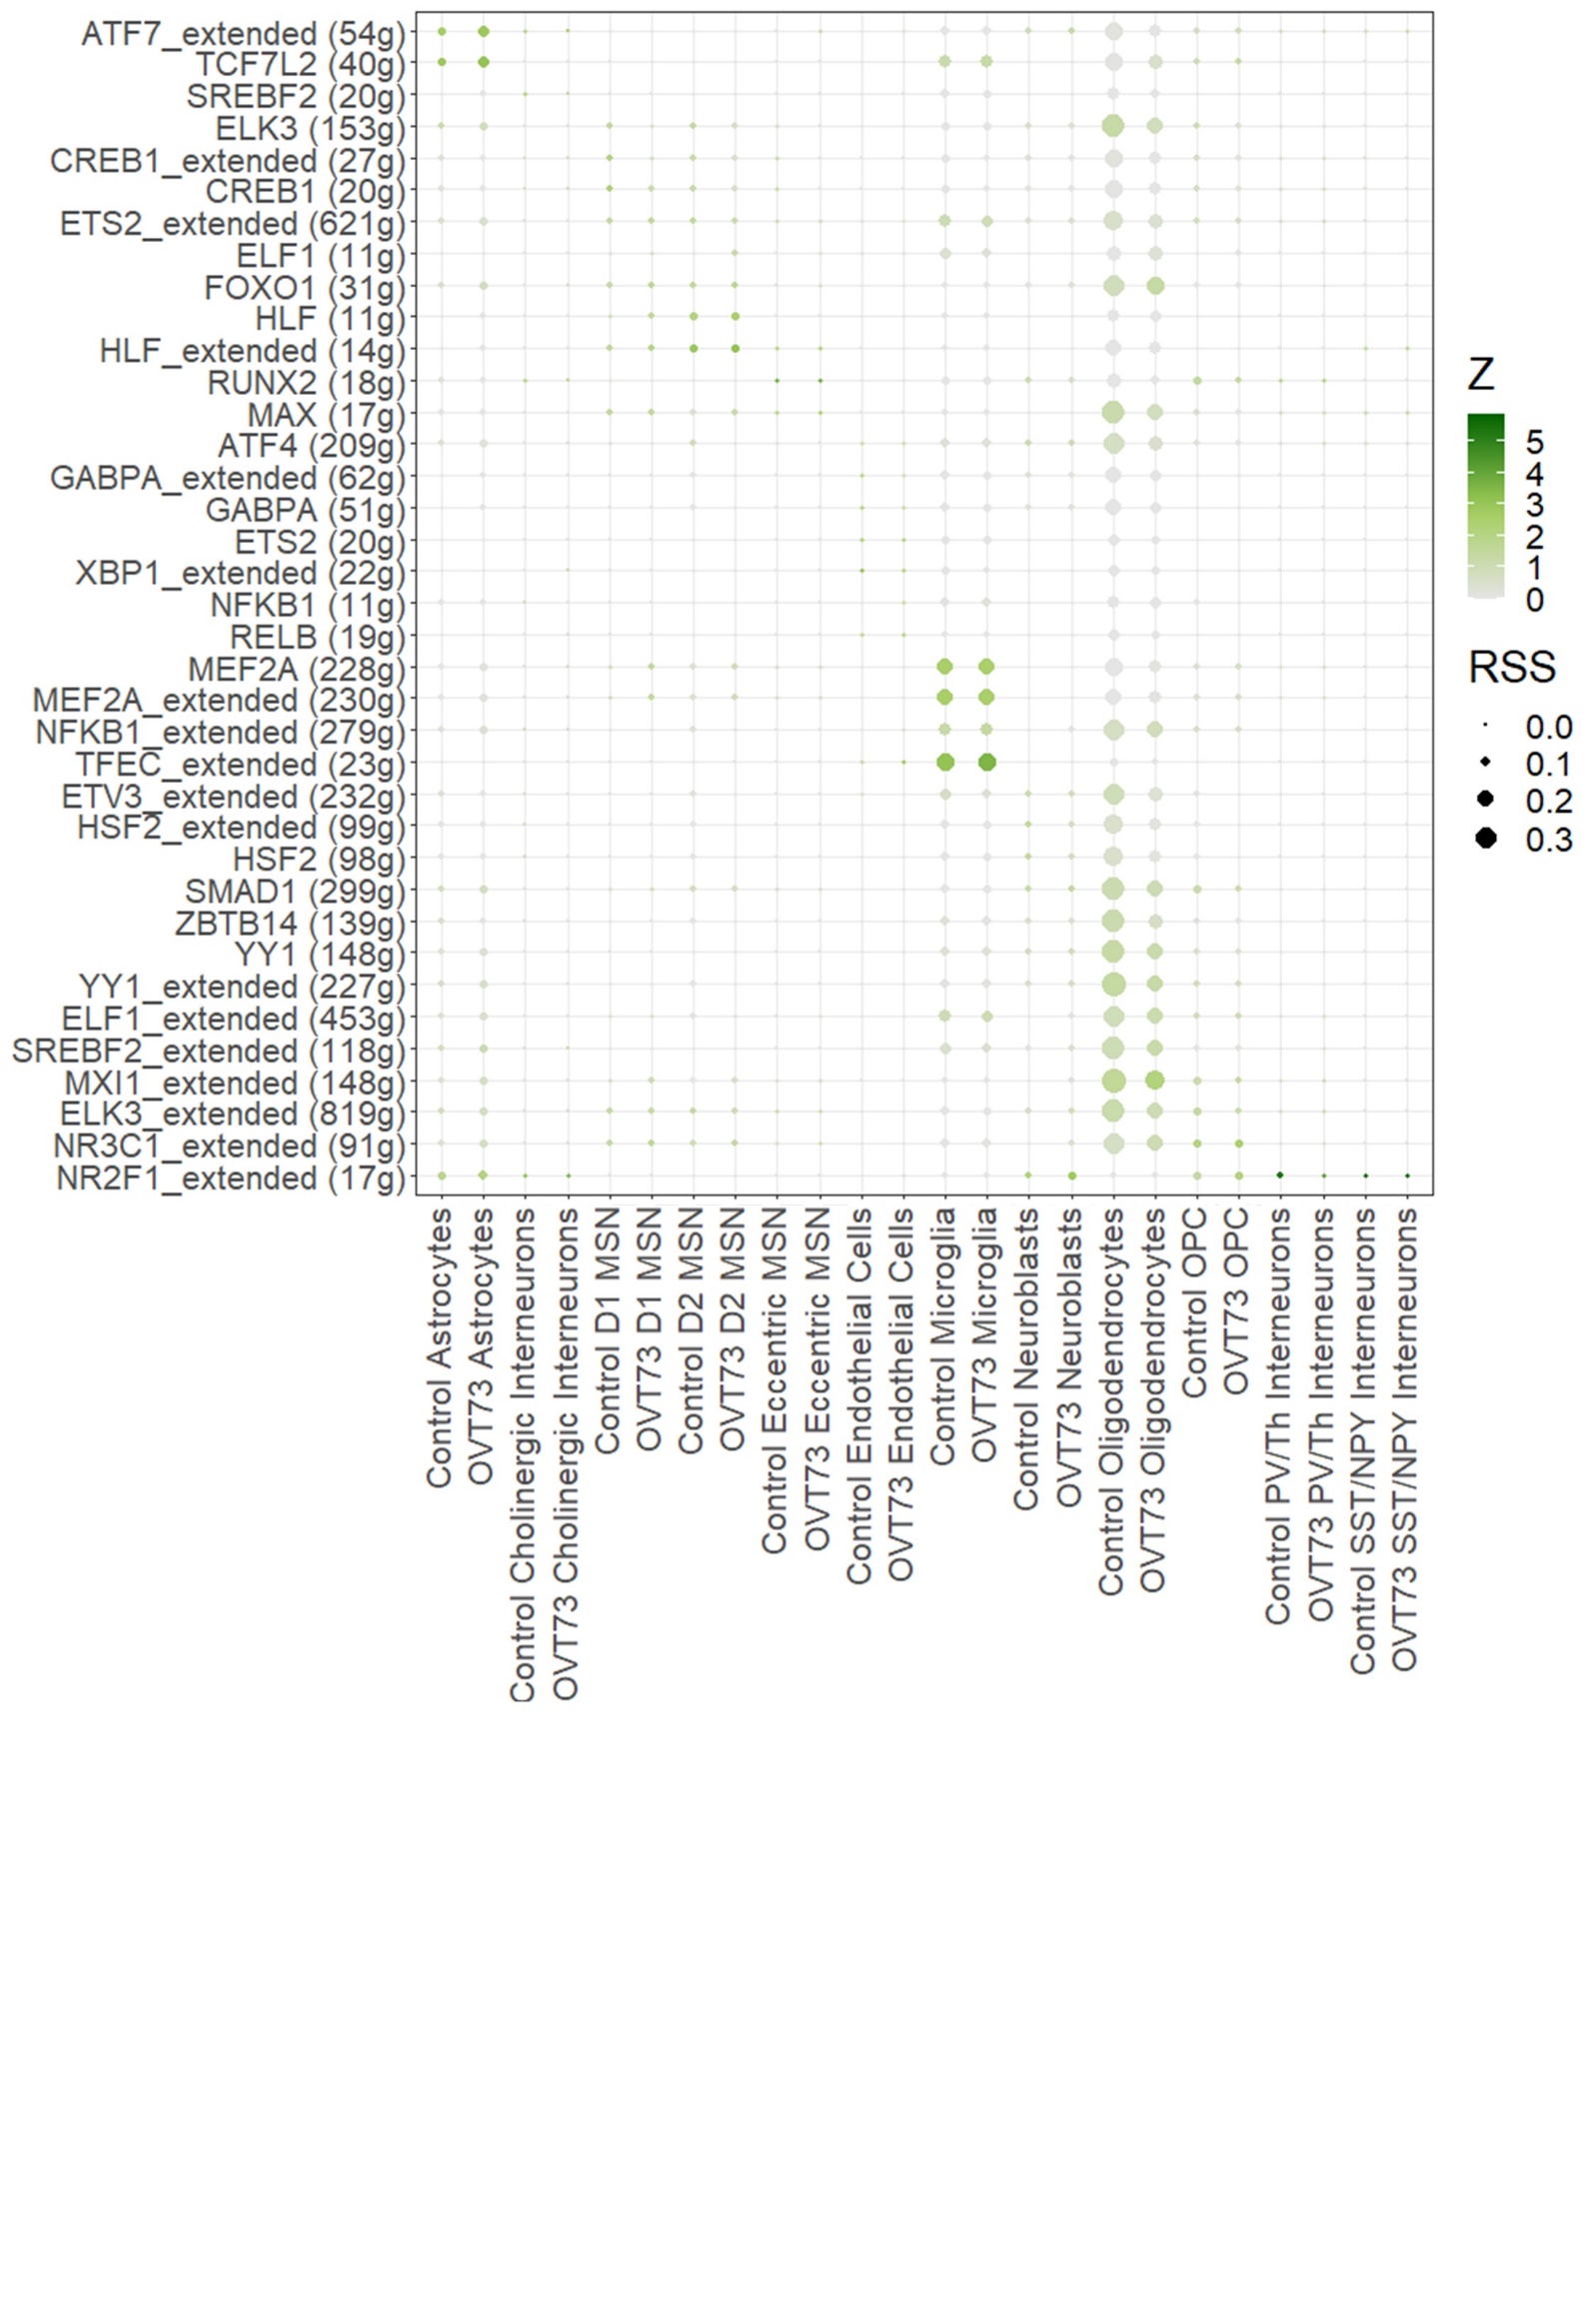

**Supplementary Figure 13 Regulon specificity score of all regulons in the *OVT73* and control cell types.** The regulon specificity score assesses the exclusive regulon activity in cell types. Regulons in cell types with a specificity score of 1 indicates exclusive expression of the regulon in that one cell type, while a specificity score of 0 indicates the regulon is evenly expressed across all cell types. Size of the dot is proportional to the Z score.

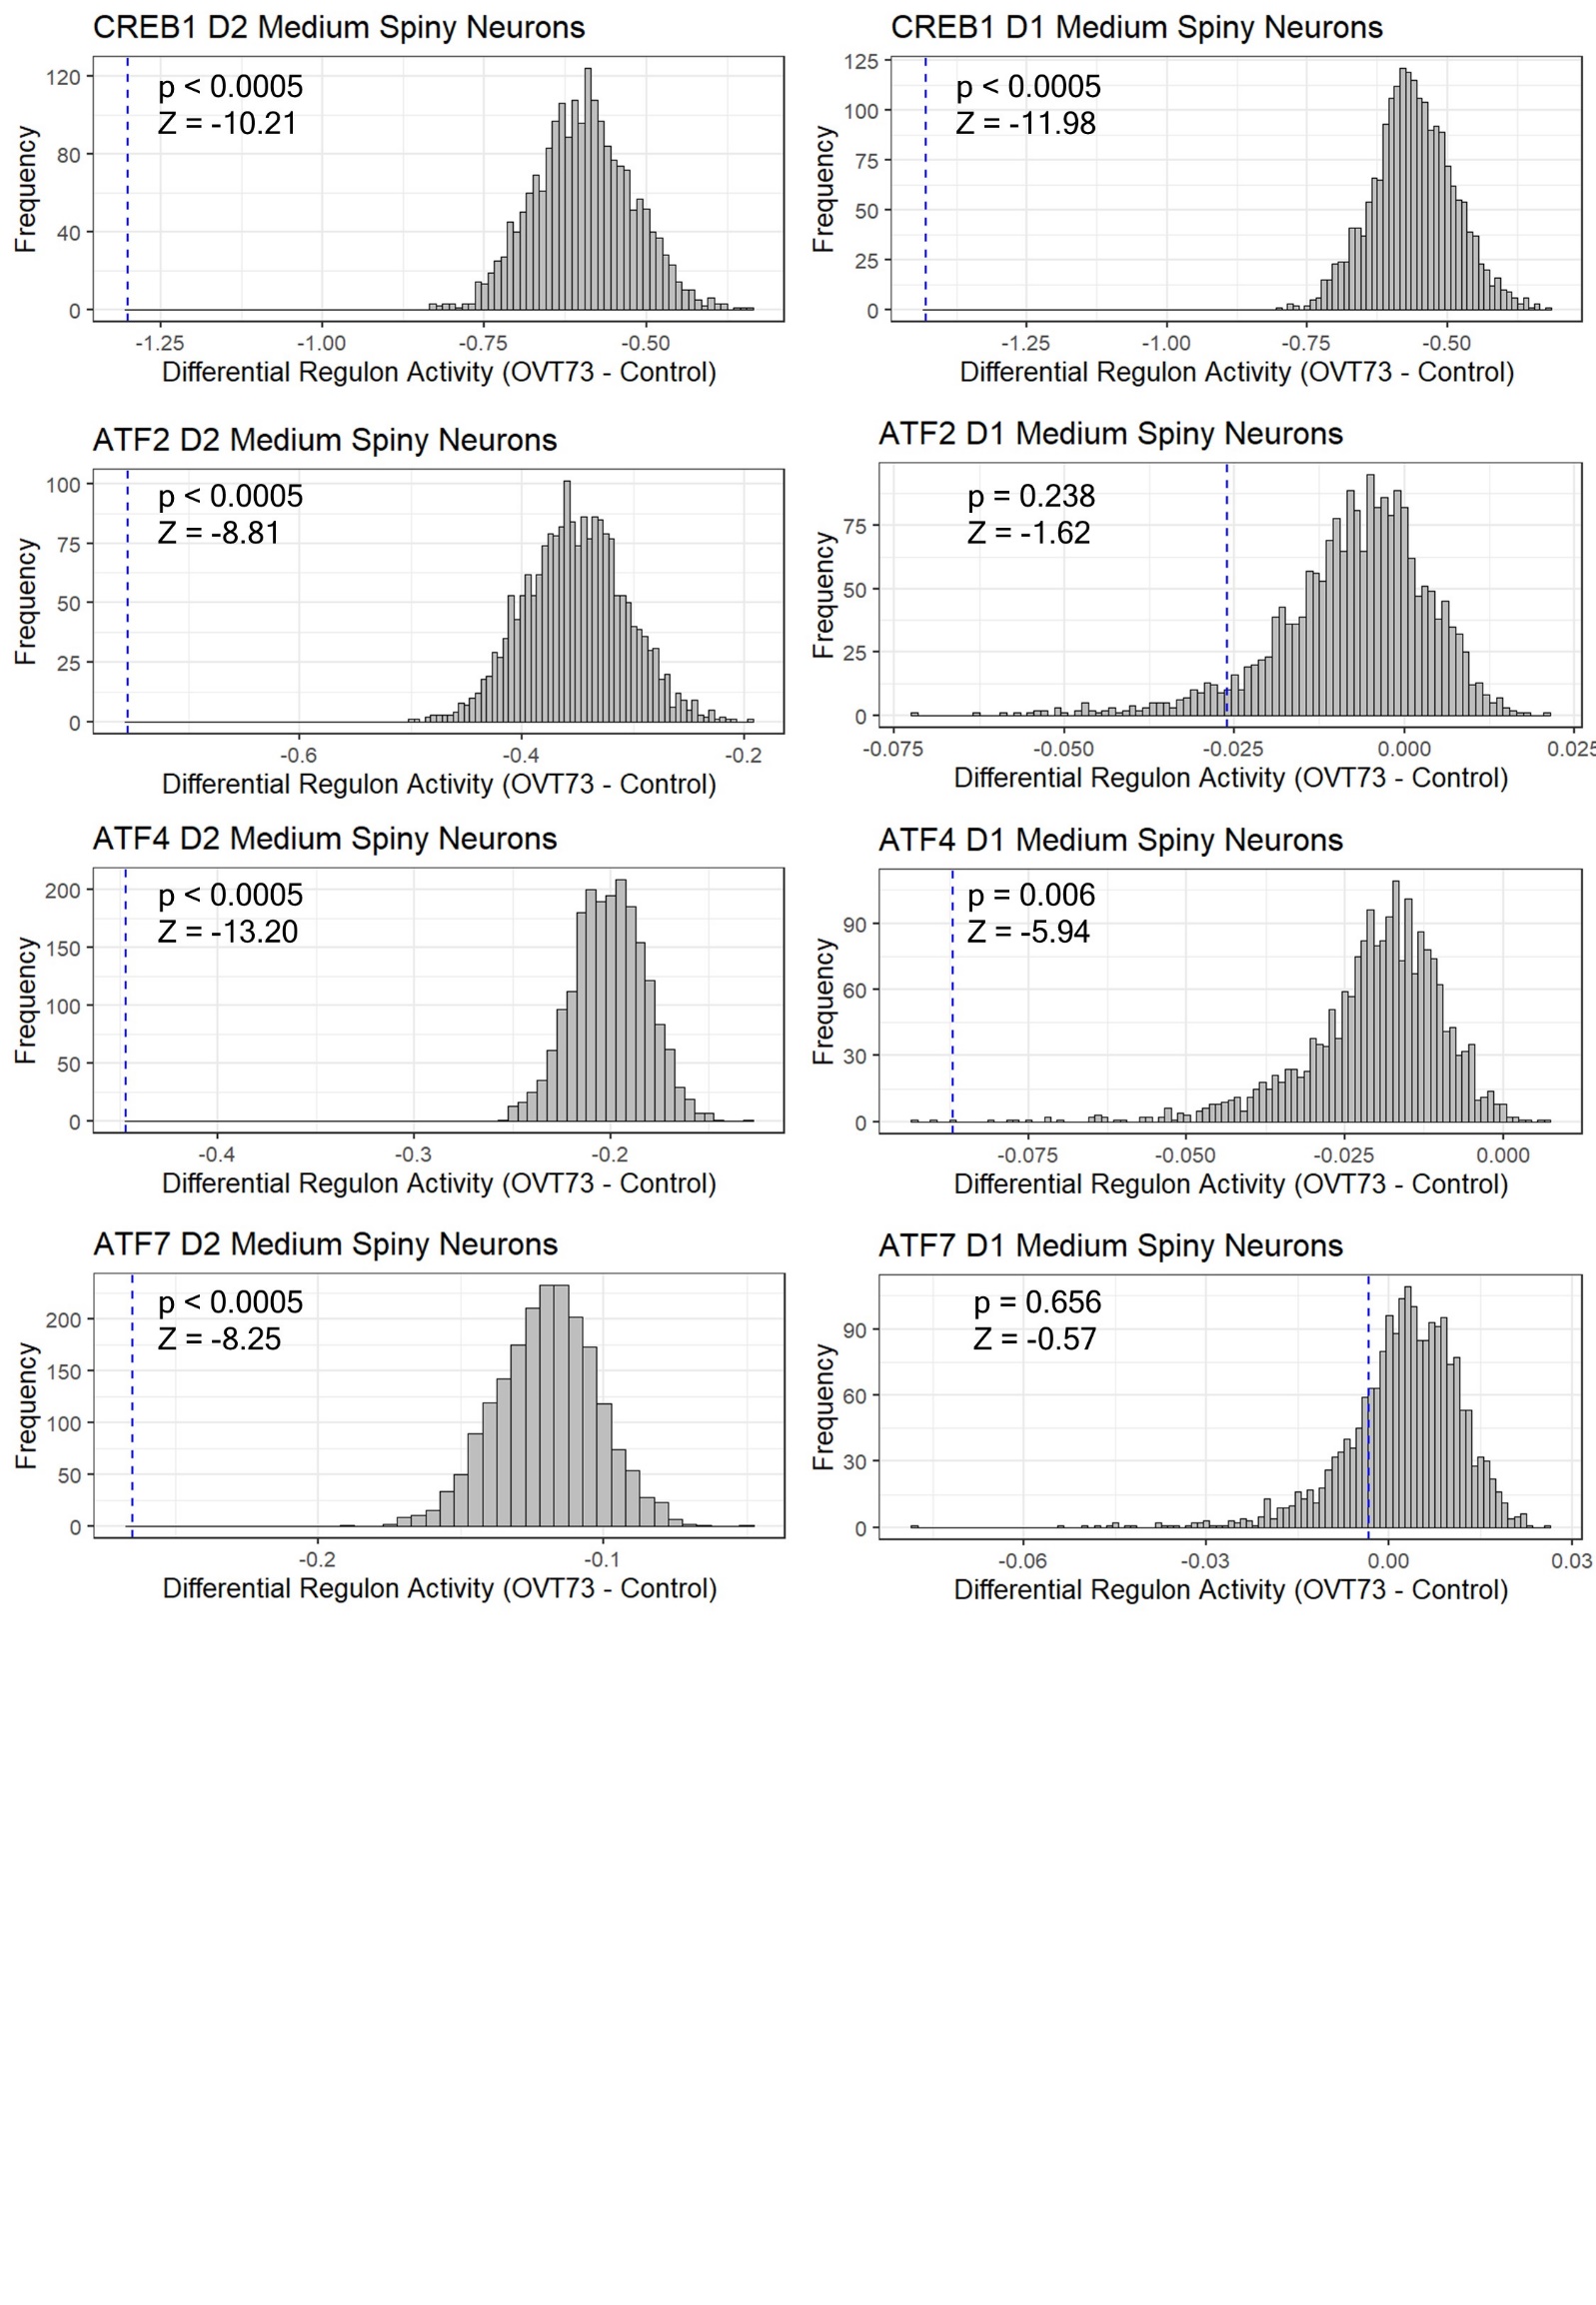

**Supplementary Figure 14** **Distribution of expected differential regulon activity scores between *OVT73* and control when genotype labels are randomly assigned.** Randomised permutation tests were performed with 2,000 permutations. Blue vertical line indicates actual differential regulon activity score.

How the deposited data were processed for this re-analysis (not part of the article)

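Single-nucleus RNA sequencing was done by the authors on striatum of 12 sheep aged 5 years, 6 carrying the OVT73 transgene and 6 controls. Nuclei were sequenced as 7 droplet libraries, 3 of OVT73 and 4 of control sheep. The 3 OVT73 libraries and control libraries 1 and 2 each pooled the nuclei of 2 sheep, and control libraries 4 and 6 held 1 sheep each. For each library the authors deposited the count of UMIs on each of 26479 features in each barcode, made with Cell Ranger on the Oar_rambouillet_v1.0 genome and the Ensembl annotation. The counts are raw, before the assignment of barcodes to sheep, quality control, normalization and integration. Whether intronic reads were counted is not stated in the paper's text. The features are Ensembl genes, used with the symbols that the files pair with them, and 1 feature with the identifier HTT. The reference table at hand is of another assembly (ARS-UI_Ramb_v3.0), so that no gene coordinates are given and gene lengths were not used.

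Barcodes, UMIs and nuclei kept were 4274, 23316925 and 4018 in control library 1, and 4798, 27704528 and 4134 in control library 2. They were 4114, 20887378 and 3906 in control library 4, and 3277, 22686615 and 3102 in control library 6. In the OVT73 libraries they were 4446, 27760110 and 4037 (library 3), 5548, 41094315 and 5062 (library 5), and 8815, 70473426 and 8340 (library 7). Median UMIs per nucleus kept were 1860, 1904, 2019 and 2170 in control libraries 1, 2, 4 and 6, and 2221, 2405.5 and 2562 in OVT73 libraries 3, 5 and 7.

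Nuclei with 200 to 7500 detected genes and at most 5% UMIs from the 35 mitochondrial features were kept, as in the paper. Doublets were scored with scrublet in scanpy 1.11.5. Its automatic threshold marked 9 barcodes, and the 4% of nuclei with the highest score were removed from each library, 1358 in all. The paper's assignment of nuclei to single sheep, which also removes doublets, was not repeated. Counts were scaled per nucleus and log-transformed. The 3000 most variable genes gave 30 principal components, which were corrected between libraries by an implementation of the Harmony algorithm written for this purpose, since the package was not installed. Nuclei, those later removed as doublets included, were clustered on a graph of 20 neighbours at a resolution of 1.0 with random seed 1 (igraph 0.11.9, scikit-learn 1.9.0), which gave 25 clusters.

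Clusters were named from marker lists that left out genes which are outcomes of a claim (SLC1A2, SLC1A3, GFAP, GLI3 and the receptors). A cluster took the class with the most markers among its 10 leading genes, provided at least 3 of that class's markers were raised by more than 1.0 on the log2 scale. It was left unnamed if another class had at least 3 raised markers at 0.4 or more of the mean raise of its own class. An earlier rule, which required that only 1 class had 3 raised markers, left the OPC and the main microglia clusters unnamed and was replaced after its names were seen. The threshold of 0.4 was set after the marker profiles of the clusters were seen, and both choices preceded any comparison of the groups. There were 12 named classes, and 9 clusters stayed unnamed. The names rest on marker transcripts alone.

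The library was the unit of replication. The file that assigns the barcodes of pooled libraries to sheep was not used here, and nuclei were not treated as replicates. UMIs were summed per library and cell class, for the 9 classes with at least 10 nuclei in each library. The 3 OVT73 and 4 control sums were compared in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, robust quasi-likelihood test, two-sided). Benjamini-Hochberg adjustment covered the genes tested in a class, with a threshold of 0.05. Normalized CPM are TMM-scaled and are given as means with the SD between libraries. No covariate was used. Gene sets were tested with fry (limma 3.58.1), with adjustment over the 11 set tests in MSN-like and astrocyte-like nuclei. Since each group holds fewer than 10 libraries, unadjusted model p-values are not printed. In their place stands an exact permutation p over the 35 splits, of the difference in mean normalized CPM for a gene and of the fry p for a set. Shares of nuclei, scores and D2 minus D1 differences were compared by a two-sided exact permutation test over the 35 choices of 3 of 7 libraries (scipy 1.17.1), for which 0.0286 is the smallest possible p.

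The genes named in the text are those the paper's results name for a claim about expression. These are the ionotropic glutamate receptor, GABAA subunit and oxidative phosphorylation families by symbol, the transporters, GAD1 and GAD2, the M2 and M11 genes, CREB1, ATF2, ATF4, ATF7, the ligand and receptor genes, and HTT. Results for some single genes of this selection are not reported here. In addition, for each cell class, the rule took the 3 genes with the smallest p in each direction among those with an adjusted p under 0.05 and no overlap between the groups. Genes named outside this rule are marked as such. The CREB1 regulon was scored from its 20 genes in Supplementary File 8, per nucleus, as the area under the recovery curve in the top 5% of ranked genes. ATF4 is shortened in the copy of that file at hand, and ATF2 and ATF7 list fewer genes there than in Fig. 6B, so these regulons were not scored.

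The alternatives for gene expression were library size without TMM factors, genes with at least 10 UMIs in each library, all nuclei without the removal of doublets and nuclei with at least 500 genes. Clustering without a correction between libraries (22 clusters), equal numbers of nuclei from every library, genes detected in at least 10% of nuclei of either group, and DESeq2 1.42.0 were also tried. So were camera with its preset correlation of 0.01 in place of fry, and each library left out in turn. For the regulon score they were the top 10% of ranked genes, nuclei thinned to 1500 UMIs, and fry on the 20 genes. The thinning left out 84 OVT73 and 106 control astrocyte-like nuclei with fewer UMIs. For the shares, they were the share of named nuclei and the log ratio. A further clustering without the genes of the claims (22 clusters) and the addition of unnamed nuclei to the D2 MSN-like and astrocyte-like classes were chosen after seeing the data. The D2 MSN-like class gained the largest unnamed cluster. The astrocyte-like class gained the unnamed nuclei that the clustering without the genes of the claims named astrocyte-like.

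The test was tested on simulated data. For 3 cell classes, counts were drawn at the mean and dispersion of the library sums, with 200 genes changed by 0.5, 1 or 2 on the log2 scale. At the fitted dispersion and a change of 0.5, fry gave a p under 0.05 for the changed set in all 3 classes and for none of the unchanged sets. The simulated genes were drawn independently of each other, and changes under 0.5 were not simulated. The simulation thus does not test fry on genes that move together between libraries or on smaller changes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used throughout.

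Endothelial-like, SST/NPY-like and cholinergic-like nuclei were too few for a comparison of genes. Gene Ontology enrichment, module detection, cell-to-cell communication probabilities, the intersection with other datasets and the measurements on other sheep were not repeated, since they need tools or data not used here. The module lists are shortened in the copy at hand, so only the genes the text names were tested. The sheets for D1 and D2 MSNs in Supplementary File 3 are likewise shortened.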

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

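Of the tests in this part, the comparison of the added HTT feature with the sheep HTT gene and the ratios of ATF7 to the other control libraries were chosen after the result was seen.

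The feature with the identifier HTT, which the authors' gene list holds besides the sheep HTT gene and which the paper's text does not describe, gave a signal above that of the control libraries. It had a mean of 2.45 CPM in the OVT73 libraries (0.973, 1.53 and 4.85 in libraries 3, 5 and 7) and 0.0441 to 0.217 in the control libraries (two-sided exact permutation test, p = 0.0286). The tables argue against reads of the sheep HTT gene assigned to the added feature as the source. The sheep gene had 83.7 to 109 CPM in all 7 libraries, and the lowest OVT73 ratio of added to sheep HTT UMIs was 5.09 times the highest control ratio. Library 7 had the most UMIs of the feature, 342. A few barcodes are not the cause, since 280 barcodes of library 7 held them and the one with the most held 1.17%. The cell class makeup of library 7 is argued against by the D1 MSN-like nuclei taken alone, where library 7 had 3.97 times the level of the higher of libraries 3 and 5. It was the highest OVT73 library in 4 of the 6 classes compared. Reads passed into library 7 from the other libraries are argued against, since these held far fewer UMIs of the feature. They held 27 and 63 in OVT73 libraries 3 and 5, and 5, 6, 2 and 1 in control libraries 1, 2, 4 and 6. Expression of the transgene in the sheep pooled in library 7 stays open for the difference between OVT73 libraries and was not tested. The 1 to 6 UMIs of the control libraries were not explained here.

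ATF7 in astrocyte-like nuclei of control library 4 lay far from the other control libraries, at 370 normalized CPM against 215 to 235 in the other 3 and 205 to 257 in the OVT73 libraries. The gap to the nearest control library was 0.867 of the range of the 4 controls, above the 95% critical value of Dixon's test for 4 samples. This was 1 of 94 groups of samples checked in this way, and chance gives about 1 in 20. The tables argue against a few nuclei as the carriers, since 32 of the 73 nuclei held an ATF7 UMI and the nucleus with the most held 11 of the 71 UMIs, or 15.5%. Control library 4 was the highest control library in 3 of the other 8 cell classes. Before normalization it had 0.798 to 1.25 times the mean CPM of the other control libraries in these 8 classes (median 1.06), against 1.58 times in astrocyte-like nuclei (95% counting interval 1.22 to 2.04). The tables thus argue against an ATF7 level raised as much in every cell class of library 4. The counting interval lies above 1, but it does not allow for the choice of this group among 94, so that counting error on 71 UMIs stays open in part. A smaller rise in some classes and a difference of the 1 sheep in this library also stay open and were not tested. Without control library 4 the log2 fold change of ATF7 in astrocyte-like nuclei was 0.06.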

How the results depend on the processing

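Clustering without the genes of the claims, and the addition of unnamed nuclei to the D2 MSN-like or the astrocyte-like class, are tests chosen only after the results were seen. Set tests of the receptor and oxidative phosphorylation families outside D1 and D2 MSN-like nuclei were not among those set before the data were examined. The other tests, the gene lists and all other alternatives were set before then. The rule that names the clusters was settled on marker profiles of the data. No paired analysis was possible because each library held sheep of 1 group only. The correction for gene length was not run, since the reference table is of another assembly (ARS-UI_Ramb_v3.0) than the files (Oar_rambouillet_v1.0). PV/Th-like nuclei were not tested under clustering without the genes of the claims. Where a result changed, the cause was not tested, except that equal numbers of nuclei and fits without 1 library hold fewer nuclei or samples by construction.

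The number of genes with an adjusted p under 0.05 moved in 14 of 83 comparisons other than those that left out a library. With DESeq2 it was 5 in oligodendrocyte-like, 9 in OPC-like, 2 in D1 MSN-like, 6 in D2 MSN-like, 1 in eccentric MSN-like and 1 in microglia-like nuclei. In OPC-like nuclei it was 2 without TMM factors, 0 with equal numbers of nuclei (573 at an unadjusted p under 0.05) and 0 with genes detected in at least 10% of nuclei (360 unadjusted). In eccentric MSN-like nuclei it was 3 with equal numbers of nuclei. It was 1 there with at least 10 UMIs in each library, with all nuclei kept, with genes detected in at least 10% of nuclei and with clustering without the genes of the claims.

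Under these alternatives every set kept the sign of its median, and those named below changed sides of an unadjusted fry p of 0.05. Camera in place of fry, on the same medians, gave p under 0.05 for the glutamate receptors (0.13 in D1, 0.15 in D2 MSN-like nuclei), the GABAA subunits in D2 (0.20), oxidative phosphorylation (-0.19 and -0.20), the M2 genes (0.10 and 0.14) and the genes of the named pairs in D1 (0.24). The GABAA subunits in D1 MSN-like nuclei passed 0.05 upward without TMM factors (median 0.11), with equal numbers of nuclei (0.21) and with genes detected in at least 10% of nuclei (0.19). The named pairs in D2 did so without TMM factors (0.16). The M11 genes in astrocyte-like nuclei did so without TMM factors (0.21), with at least 10 UMIs (0.24), all nuclei kept (0.24), equal numbers of nuclei (0.17) and 10% detection (0.22). With the alternatives added later they did so too, at medians of 0.33 without the genes of the claims and 0.33 with unnamed nuclei added. These were the unnamed nuclei that the clustering without the genes of the claims named astrocyte-like. Both classes held 2108 nuclei and overlap by construction, so they are not separate checks.

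The oligodendrocyte-like difference was -10.6 percentage points among named nuclei (two-sided exact p = 0.114). The astrocyte-like difference was 2.41 points without correction between libraries (exact p = 0.0857) and 0.558 as a log ratio (exact p = 0.0857). The other 9 comparisons of shares kept their side of 0.05, and the 18 of CREB1 regulon activity kept their direction and side. Of 17 comparisons of D2 with D1 MSN-like nuclei 1 reversed, the named pairs by the mean over genes (0.188, exact p = 0.0857).

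For single named genes, 600 of 626 comparisons kept their direction and side and 25 reversed. Without TMM factors the log2 fold changes turned to -0.0098 (CACNA1C), -0.082 (CACNA1B) and -0.070 (NRG1) in D1 MSN-like nuclei. In D2 MSN-like nuclei they turned to -0.080 (GAD2), -0.00054 (DLGAP2), -0.0028 (CACNA1C), -0.088 (CACNA1B), -0.028 (NRG1) and -0.042 (ATF7), and for ATF4 in astrocyte-like nuclei to -0.027. Equal numbers of nuclei gave -0.038 for CACNA1B and -0.0071 for NRG1 in D1 and 0.15 for CREB1 in astrocyte-like nuclei. With 10% detection, CACNA1B and NRG1 in D1 were -0.013 and -0.0041 and ATF4 in astrocyte-like nuclei was -0.0054. ERBB4 in D2 was 0.28 without correction between libraries and 0.14 without the genes of the claims. In astrocyte-like nuclei, SLC39A12 and ATF4 were 0.055 and -0.14 without the genes of the claims. They were 0.056 and -0.14 with the unnamed nuclei added, a class that overlaps with the former by construction. With all nuclei kept ATF4 was -0.024 and HTT 0.0053 there, and with DESeq2 ATF4 was -0.0015.

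Fits that each left out 1 library gave 0 to 1 genes in oligodendrocyte-like, 0 to 2 in OPC-like, 0 to 1 in D2 MSN-like, microglia-like and neuroblast-like nuclei, and 0 in the other classes. Set medians ranged from 0.14 to 0.29 for the GABAA subunits in D1 (fry p over 0.05 in 6 of 7 fits), from 0.16 to 0.27 for the M11 genes (6 of 7), from 0.16 to 0.33 for the named pairs in D2 (4 of 7), from 0.13 to 0.31 for the named pairs in D1 (under 0.05 without control library 4) and from -0.32 to -0.089 for oxidative phosphorylation in D1 (under 0.05 without control library 2). The D2 minus D1 differences ranged from -0.162 to 0.0951 (GABAA subunits), from -0.0428 to 0.256 (glutamate receptors) and from -0.178 to 0.0281 (named pairs). Within D1 and D2 MSN-like nuclei the medians of the glutamate receptors and M2 genes kept their direction and side. Shares and CREB1 regulon activity kept their direction, and no exact test on 6 of the libraries can give a p under 0.05, so that their side was not tested.

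Named genes that reversed without 1 library had these ranges of log2 fold changes. In D1 MSN-like nuclei they were -0.080 to 0.18 (CACNA1B), -0.061 to 0.25 (CACNA1C), -0.019 to 0.26 (CNTNAP5), -1.55 to 0.57 (ERBB4), -0.26 to 0.088 (GRIN2A), -0.064 to 0.22 (GRIN2B), -0.12 to 0.052 (HTT) and -0.048 to 0.079 (NRG1). In D2 they were -0.039 to 0.34 (ATF4), -0.062 to 0.13 (CACNA1B), -0.012 to 0.26 (CACNA1C), -0.44 to 0.62 (ERBB4), -0.050 to 0.098 (GAD2) and -0.029 to 0.45 (GRIN2A). In astrocyte-like nuclei they were -0.22 to 0.26 (ATF4), -0.21 to 0.061 (ATF7), -0.17 to 0.17 (HTT), -0.062 to 0.38 (IRAG1) and -0.18 to 0.12 (SLC39A12).

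In simulated data at the fitted dispersion 2.5% of D2 MSN-like genes changed by 0.5 were recovered and 58.5% of those changed by 1. A 4-fold lower dispersion raised these shares to 42.5% and 83.5%. The spread between libraries thus limits single genes, and most of the named genes, with changes under 0.5, lie below what these sums can call. The astrocyte-like sum of control library 4 held 73 nuclei and 201438 UMIs, the fewest of the 7 libraries.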

Differences from the paper's values

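Of the tests in this part, clustering without the genes of the claims, the addition of the largest unnamed cluster to the D2 MSN-like class, and the change of scale to log2 ratios of means over nuclei were chosen only after the values were seen.

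The number of differentially expressed genes was 0 in oligodendrocyte-like nuclei (529 at an unadjusted p under 0.05) against the paper's 1753, 1 in OPC-like nuclei (605) against the paper's 742 and 0 in D2 MSN-like nuclei (578) against the paper's 4444. It was 0 in D1 MSN-like nuclei (491) against the paper's 2262, 0 in eccentric MSN-like nuclei (502) against the paper's 45 and 0 in microglia-like nuclei (273) against the paper's 217. It was 0 in neuroblast-like nuclei (158) against the paper's 47, 0 in astrocyte-like nuclei (348) against the paper's 303 and 0 in PV/Th-like nuclei (179) against the paper's 33. The paper tested nuclei with MAST under thresholds on fold change and detection, not sums per library. For each of the 9 classes, none of the alternatives set before the data were examined closed the gap. These alternatives all tested sums per library, and cannot show how far the unit of replication makes the gap. The highest counts over them, fits without 1 library included, were 5, 9, 6, 2, 3, 1, 1, 0 and 0 in the order oligodendrocyte-like, OPC-like, D2 MSN-like, D1 MSN-like, eccentric MSN-like, microglia-like, neuroblast-like, astrocyte-like and PV/Th-like.

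Some settings called genes that are in the paper's lists and were not called here. DESeq2 called RAD51B and CADM1 in oligodendrocyte-like nuclei, PKP4, CDH18, SEMA5A, PLCG2 and 3 genes without a symbol in OPC-like nuclei, 1 gene without a symbol in D1 MSN-like nuclei, EPYC, HS3ST5, PARD3 and 2 genes without a symbol in D2 MSN-like nuclei, and UBE2U in eccentric MSN-like nuclei. PLCG2 was also called in OPC-like nuclei without TMM factors, 1 gene without a symbol there without control library 6, and EPYC in D2 MSN-like nuclei without OVT73 library 3. UBE2U in eccentric MSN-like nuclei was also called with at least 10 UMIs in each library, with all nuclei kept, with equal numbers of nuclei, with genes detected in at least 10% of nuclei, and with clustering without the genes of the claims, which was chosen after seeing the values. These genes other than CADM1 were named after their values were seen.

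For log2 fold changes the paper's values are those of Supplementary File 3, which match log2 ratios of the mean normalized expression over nuclei more closely than the library sums. The gaps given below all exceeded the SE of the value on sums. For DLGAP2, CREB1 and HTT in D2 MSN-like nuclei they were close to it (SE 0.102, 0.127 and 0.121), and are no firm differences. CREB1 in D1 MSN-like nuclei was -0.10 against the paper's -0.35 and -0.34 on the scale of nuclei, and on sums none of the alternatives set before the data were examined closed the gap. CNTNAP5 in D2 MSN-like nuclei was 0.12 against the paper's -0.14, and -0.04 on the scale of nuclei or -0.15 there with the largest unnamed cluster added, and on sums none of the alternatives set before the data were examined closed the gap.

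DLGAP2 in D2 MSN-like nuclei was 0.11 against the paper's 0.23, and -0.02 on the scale of nuclei or 0.16 there with the cluster added. It came within the error of the paper's value with DESeq2 (0.12) and without control library 2 (0.17), OVT73 library 3 (0.12) or OVT73 library 7 (0.17), and under no other alternative set before the data were examined. NEGR1 in D2 MSN-like nuclei was 0.35 against the paper's 0.17, and 0.25 on the scale of nuclei or 0.16 with the cluster. Without TMM factors (0.23) and without OVT73 library 5 (0.19) it came within the error, and under no other such alternative. NLGN1 in D2 MSN-like nuclei was 0.28 against the paper's 0.11, and 0.17 on the scale of nuclei or 0.07 with the cluster. It came within the error without TMM factors (0.16) and without OVT73 library 5 (0.19), and under no other.

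CREB1 in D2 MSN-like nuclei was -0.11 against the paper's -0.24, and -0.33 on the scale of nuclei or -0.26 with the cluster. It came within the error without TMM factors (-0.22), with at least 10 UMIs in each library (-0.12), with DESeq2 (-0.10), with 10% detection (-0.13) and without control library 2 (-0.15), OVT73 library 3 (-0.14), OVT73 library 5 (-0.18) or control library 6 (-0.14). The remaining alternatives set before the data were examined did not close the gap. HTT in D2 MSN-like nuclei was -0.10 against the paper's -0.24, and -0.15 on the scale of nuclei or -0.14 with the cluster. It came within the error without TMM factors (-0.21), with 10% detection (-0.12) and without OVT73 library 3 (-0.13), control library 4 (-0.11) or control library 6 (-0.19), and under no other.

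Among D1 MSNs, D2 MSNs, OPCs, microglia, astrocytes and neuroblasts, the paper states that D2 MSNs had the greatest proportion of differentially expressed genes. On library sums D2 MSN-like nuclei had 0 such genes, and at an unadjusted p under 0.05 they had 578 of 11932 genes tested against 605 of 9069 in OPC-like nuclei. The paper states that transcripts of CREB1, ATF2, ATF4 and ATF7 were lower in D1 and D2 MSNs, astrocytes, microglia, neuroblasts and oligodendrocytes. On library sums 10 of the 24 log2 fold changes of these genes in the 6 classes were below 0. In MSN-like nuclei 3 of 8 were, for CREB1 -0.10 in D1 and -0.11 in D2 and for ATF4 -0.22 in D1 MSN-like nuclei. They were above 0 for ATF2 (0.12 in D1 and 0.16 in D2), ATF7 (0.25 and 0.07) and ATF4 in D2 MSN-like nuclei (0.13, but -0.02 and -0.04 without control library 1 or 2). The paper's own values for D2 MSNs in Supplementary File 3 were also above 0 for ATF2 (0.11) and ATF7 (0.16). There CREB1 was below 0 (-0.24). The paper lists GAD2 as raised in D2 MSNs, where its log2 fold change on sums was 0.03 (exact permutation p = 0.83).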

Other observations

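Of the tests in this part, those chosen only after the result was seen are the splits of the samples for counts of genes, the relation of oxidative phosphorylation genes to ribosomal protein and mitochondrial genome transcripts, the oligodendrocyte-like share among non-neuronal nuclei and with the barcodes under the gene minimum, the count of genes with the largest unnamed cluster added to the D2 MSN-like class, and the log2 distance from the D2 sheet.

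The number of genes with an unadjusted p under 0.05 was compared with that under the 35 ways to choose 3 of the 7 libraries, the real one included. As many genes were found in 13 of the splits for oligodendrocyte-like nuclei, 6 for OPC-like, 19 for D1 MSN-like, 15 for D2 MSN-like, 2 for eccentric MSN-like, 16 for microglia-like, 12 for astrocyte-like, 17 for neuroblast-like and 33 for PV/Th-like nuclei. In none of the 9 classes was this share of splits under 5%, and for OPC-like nuclei 7 of the 35 splits gave at least 1 gene with an adjusted p under 0.05. For these counts, chance in how the libraries fall into groups stays open.

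For gene sets, a fry p as small as the real one was given by 1 of the 35 splits, the real one itself, for the GABAA subunits in D1 and 1 in D2 MSN-like nuclei. A median as far from 0 was given by 3 and 7 splits. The number of splits with a fry p as small was 9 in D1 and 9 in D2 MSN-like nuclei for the glutamate receptors, 13 and 12 for oxidative phosphorylation, 11 and 8 for the M2 genes, 3 for the M11 genes in astrocyte-like nuclei, and 4 and 2 for the genes of the named pairs. A median as far from 0 was given by 1 split for the M11 genes, and by 2 and 1 for the named pairs. The real split thus gave the smallest fry p of all 35 for the GABAA subunits. With 11 set tests on the same libraries, chance stays open for them as for the other sets. Neither GABAA result passed after adjustment over the 11 set tests (0.136 in both, 11 of 11 and 10 of 11 genes higher), and technical explanations other than scaling and the choice of nuclei were not tested for them. The OVT73 genotype as their cause stays a hypothesis.

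The lower oxidative phosphorylation transcripts in MSN-like nuclei may follow cytoplasmic RNA left with the nuclei, which differs between libraries. If so, ribosomal protein transcripts, which are abundant in cytoplasm, would move with them. Over the 7 libraries the median log2 expression of both sets was correlated in D2 MSN-like nuclei (Pearson r = 0.958, exact permutation p = 0.00159, adjusted 0.00317; Spearman rho = 0.893, exact permutation p = 0.0123) and in D1 MSN-like nuclei (r = 0.947, exact permutation p = 0.000397, adjusted 0.00159; rho = 1, exact permutation p = 0.000397). Without the 2 libraries farthest from the median, r was 0.955 and 0.919. The values were adjusted over the 4 relations computed, and the 3 OVT73 and 4 control libraries are too few for a value within each group. Relative to the ribosomal protein genes, the oxidative phosphorylation genes of OVT73 libraries were not lower, with differences of 0.204 in D1 (two-sided exact p = 0.257) and 0.0683 in D2 MSN-like nuclei (exact p = 0.657). Transcripts of the mitochondrial genome did not clearly follow them, with r = -0.424 in D2 (exact permutation p = 0.335, adjusted 0.335; rho = -0.429, exact permutation p = 0.354; r = 0.0780 without the 2 farthest) and r = -0.530 in D1 MSN-like nuclei (exact permutation p = 0.212, adjusted 0.282; rho = -0.464, exact permutation p = 0.302; r = -0.109 without the 2 farthest). Whether mitochondrial transcripts came with such RNA cannot be told apart with 7 libraries. A joint lowering of both sets in the OVT73 genotype stays open and was not tested.

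The lower share of oligodendrocyte-like nuclei in OVT73 was weighed against 2 technical explanations. Whether a larger capture of neuronal nuclei is the cause cannot be told apart with 7 libraries. The share among named non-neuronal nuclei differed by -10.7 percentage points with neuroblast-like nuclei counted among them (two-sided exact p = 0.0571, with 53.3%, 56.5% and 61.8% in OVT73 and 62.6% to 72.9% in control libraries). Without neuroblast-like nuclei it differed by -9.08 points, and the groups overlapped (two-sided exact p = 0.0857, with 57.0%, 60.4% and 66.9% in OVT73 and 66.3% to 74.1% in control libraries). Loss of shallow oligodendrocyte-like nuclei at the minimum of 200 genes is argued against by the 7 barcodes under it in the OVT73 libraries (17 in the control libraries), since the difference was -9.40 points with all 7 counted as oligodendrocyte-like and none of the 17. Loss at the mitochondrial limit or before barcodes were called, dissection, nuclear yield and the pooling of sheep stay open and were not tested, as does the OVT73 genotype. The share did not pass adjustment over the 12 cell classes (0.171, lower in all 3 OVT73 libraries).

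The paper's D2 class may hold the low-UMI nuclei of the largest cluster that was left unnamed here, 773 nuclei with a median of 1182 UMIs. With them the D2 MSN-like class had 3032 nuclei, against the paper's 2998, and a median of 4418.5 genes, against the paper's 4516 and 4833 without them. For the control nuclei, the shares in which a gene was detected lay 17.3 points from those of the paper's D2 sheet without the cluster and 2.4 points with it. For the OVT73 nuclei the distance was 6.92 points without and 4.39 points with it. The same addition moved D1 MSN-like nuclei away from the paper's D1 sheet, from 0.774 to 14.5 points in control and from 0.413 to 7.97 points in OVT73 nuclei. On the log2 ratio of means the distance of D2 changes from the sheet was 0.125 without and 0.0766 with the cluster, and the share of genes with the sheet's sign 87.5% and 95.3%. This scale was taken after a first measure, the difference of mean log-normalized expression, had gone the other way (0.222 without and 0.234 with the cluster, and 84.7% and 60.4% with the sheet's sign). Divided by ln 2 that measure gave 0.203 and 0.243, and the log2 ratio of means plus 1 gave 0.193 and 0.163. The log2 ratio of means lay closest to the sheets of the other 8 classes among these scales. The cluster made up 18.9% of itself and the D2 MSN-like nuclei in OVT73 libraries (12.3% to 22.4%) and 28.9% in control libraries (6.64% to 57.5%). Adding it did not bring calls between libraries, with 0 genes at an adjusted p under 0.05. The composition of the paper's D2 class stays a hypothesis, since the paper's assignment of nuclei was not used here.

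Across genes, which are not independent replicates, log2 ratios of means over nuclei were close to the paper's sheets, with r from 0.951 in neuroblast-like to 0.995 in D1 MSN-like nuclei in 8 classes and 0.879 in D2 MSN-like nuclei. Of the sheets' genes tested on library sums, the sign was that of the sheet for 96.9% in oligodendrocyte-like, 95.9% in OPC-like, 97.4% in D1 MSN-like, 75.2% in D2 MSN-like, 100% in eccentric MSN-like, 99.0% in microglia-like, 97.3% in astrocyte-like, 90.7% in neuroblast-like and 100% in PV/Th-like nuclei. All OVT73 libraries lay beyond all control libraries in the sheet's direction for 13.5%, 23.2%, 9.74%, 10.2%, 52.4%, 21.4%, 18.1%, 14.0% and 16.7% of these genes in the same order, where chance gives 2.86%. The paper chose the genes on these samples, so these shares are not independent evidence.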
